# Analyzing the role of cancer‐associated fibroblast activation on macrophage polarization

**DOI:** 10.1002/1878-0261.13454

**Published:** 2023-06-07

**Authors:** Marina Bruch‐Oms, Rubén Olivera‐Salguero, Rocco Mazzolini, Beatriz del Valle‐Pérez, Paula Mayo‐González, Ángel Beteta, Raúl Peña, Antonio García de Herreros

**Keywords:** CAF, macrophage polarization, Prostaglandin E_2_, Snail1, TGFβ

## Abstract

Snail1 is a transcriptional factor required for cancer‐associated fibroblast (CAF) activation, and mainly detected in CAFs in human tumors. In the mouse mammary tumor virus‐polyoma middle tumor‐antigen (MMTV‐PyMT) model of murine mammary gland tumors, *Snai1* gene deletion, besides increasing tumor‐free lifespan, altered macrophage differentiation, with fewer expressing low levels of MHC class II. Snail1 was not expressed in macrophages, and *in vitro* polarization with interleukin‐4 (IL4) or interferon‐γ (IFNγ) was not altered by *Snai1* gene depletion. We verified that CAF activation modified polarization of naïve bone‐marrow‐derived macrophages (BMDMΦs). When BMDMΦs were incubated with Snail1‐expressing (active) CAFs or with conditioned medium derived from these cells, they exhibited a lower cytotoxic capability than when incubated with Snail1‐deleted (inactive) CAFs. Gene expression analysis of BMDMΦs polarized by conditioned medium from wild‐type or Snai1‐deleted CAFs revealed that active CAFs differentially stimulated a complex combination of genes comprising genes that are normally induced by IL4, downregulated by IFNγ, or not altered during the two canonical differentiations. Levels of RNAs relating to this CAF‐induced alternative polarization were sensitive to inhibitors of factors specifically released by active CAFs, such as prostaglandin E_2_ and TGFβ. Finally, CAF‐polarized macrophages promoted the activation of the immunosuppressive regulatory T cells (T‐regs). Our results imply that an active CAF‐rich tumor microenvironment induces the polarization of macrophages to an immunosuppressive phenotype, preventing the macrophage cytotoxic activity on tumor cells and enhancing the activation of T‐reg cells.

**Abbreviations**
Arg1: arginase 1
Arg2: arginase 2
BMDMΦ: bone‐marrow‐derived macrophage
BSA: bovine seroalbumin
CAF: cancer‐associated fibroblasts
CM: conditioned medium
DFMO: difluoromethylornithine
DMEM: Dulbecco Modified Eagles' Medium
EMT: epithelial‐to‐mesenchymal transition
FBS: fetal bovine serum
GEO: Gene Expression Omnibus
HMEC: human microvascular endothelial cells
IFNγ: interferon‐γ
IL4: interleukin‐4
KO: *Snai1* KO cells
MEF: murine embryo fibroblasts
MMTV: mouse mammary tumor virus
MSC: mesenchymal stem cells
Nos2: inducible nitric oxide synthase
OPN: osteopontin
OVA: ovalbumin
PBS: phosphate‐buffered saline
PDMΦ: peritoneum‐derived macrophage
PGE_2_
: prostaglandin E_2_
PyMT: polyoma middle T antigen
qRT‐PCR: real‐time quantitative PCR coupled to retrotranscription
S3I: S3I‐201 Stat3 inhibitor
SB: SB505125 TGFβ receptor inhibitor
TME: tumor microenvironment
T‐regs: regulatory T cells
WT: wild‐type cells
αSMA: α‐smooth muscle actin

## 1 Introduction

The transcriptional factor Snail1 was initially described as an inducer of the epithelial‐to‐mesenchymal transition (EMT) [1, 2], but it has also been demonstrated that it is essential for the activation of fibroblasts [3, 4]. In EMT and fibroblast activation, Snail1 acts both as a transcriptional repressor and as a transcriptional activator and is required for the expression of mesenchymal genes [5, 6]. Accordingly, Snail1 depletion in cancer‐associated fibroblasts (CAF) or in other mesenchymal cells decreases the expression of vimentin, fibronectin, α‐smooth muscle actin (αSMA) and other CAF markers [3, 4]. Snail1 depletion in these cells also inhibits (a) their migration and invasion in response to several cytokines and growth factors, and (b) the deposition and physical characteristics of the extracellular matrix [3, 7, 8, 9]. Moreover, Snail1‐expressing CAFs secrete factors, such as prostaglandin E_2_ (PGE_2_) and TGFβ, that enhance the migration and invasion of epithelial and mesenchymal cells placed in their vicinity [7, 8].

Expression of Snail1 has been analyzed in multiple tumors and has been associated with a poor prognosis [10]. In most neoplasms, Snail1 is predominantly detected in CAFs although some invasive tumoral epithelial cells also express this factor (for instance, see [11]). CAFs act on tumor development and metastasis affecting many cancer hallmarks [12]. Although several types of CAFs have been reported on the basis of their transcriptional profile [13], *in vitro* Snail1 is required for the expression of the genes used for their characterization [3, 4, 7, 8, 9]. Moreover, Snail1 depletion in tumor CAFs also prevents cellular functions associated with activation, as an increased invasion [3, 4, 7, 8, 9]; thus, Snail1 is considered essential for CAF activation. Accordingly, *Snai1* gene elimination in adult mice retards tumor development and prevents metastasis [8, 14].

Macrophages are the most abundant immune cells in the tumor microenvironment (TME) [15]. Macrophages are not a single population but rather a collection of cell types with different functions. Traditionally, polarized macrophages have been classified as the classically activated M1 macrophages, which express high levels of MHC class II molecules and other markers such as inducible nitric oxide synthase (Nos2) and possess tumoricidal activity; and the alternatively activated M2 macrophages which have low expression of MHCII, high levels of Arginase 1 (Arg1), and favor tumor progression [15]. These two states are obtained *in vitro* upon treatment with interferon γ (IFNγ) and interleukin‐4 (IL4), respectively. However, this M1–M2 dichotomy has been considered an oversimplification, as many other intermediate and alternative phenotypes co‐exist within the TME [15, 16]. For instance, some tumor‐derived macrophages can co‐express both archetypical M1 and M2 markers [17]. In general, cytotoxic M1 macrophages are more abundant in early tumor stages and alternatively activated, in advanced tumors; however, both types co‐exist in most neoplasms [18, 19]. Alternative activation of macrophages in tumors has been mainly considered to be triggered by tumor epithelial cells, although some evidences suggest that CAFs also modulate monocyte recruitment and macrophage polarization [15].

Here, we now show how CAF activation modulates macrophage polarization. When analyzing an *in vivo* murine breast tumor model with a deficient activation of CAFs due to Snail1 depletion, we realized that the total number of macrophages in mammary gland tumors was not different in both conditions but Snail1‐depleted tumors had a misbalanced polarization, with more MHCII‐high, classically activated macrophages. To definitively demonstrate that CAF activation is responsible for this alteration, we polarized naïve bone‐marrow‐derived macrophages (BMDMΦs) using either active CAFs or active CAFs conditioned medium. Compared with CAFs with a *Snai1* knockout (KO), which are therefore deficient in activation, wild‐type (WT) CAFs induced the polarization of macrophages to a state with lower cytotoxic activity. By analyzing the genes specifically expressed by these alternatively polarized macrophages, we have now identified active CAF‐derived factors responsible for this polarization.

## 2 Materials and methods

### 2.1 Antibodies and reagents

The antibodies used in this article are listed in Table S1. The following reagents were also used: prostaglandin E2 (PGE_2_; Cayman Chemicals, Ann Arbor, MI, USA, 14010), TGFβ (Peprotech, Cranbury, NJ, USA, 100‐21), IL4 and IFNγ (both from Immunotools GmbH, Friesoythe, Germany, 11340045 and 12343534), IL6 (Prospec, Rehovot, Israel, HZ‐1019), osteopontin (OPN, BioLegend, San Diego, CA, USA, 763602), TGFβ Receptor inhibitor SB505125 (S4696), prostaglandin EP2 Receptor inhibitor L‐161982 (SML‐0690), prostaglandin EP4 Receptor inhibitor PF‐04418948 (PZ0213), difluoromethylornithine (DFMO, D193‐25MG), celecoxib (70008, all five from Sigma‐Aldrich, Saint Louis, MO, USA), and the Stat3 inhibitor S3i‐201 (Selleckchem, Houston, TX, USA, S1155).

### 2.2 Cell culture

Wild‐type (WT) CAF from PyMT tumors (see Section 2.12), and murine embryo fibroblasts (MEF), either WT or knockout (KO) for *SNAI1* gene, were previously established in our laboratory [4, 8]. Authenticated NMuMG (Research Resource Identifier CVCL_0075) and MCF7 (CVCL_0031) cells were obtained from IMIM Cell Bank; authenticated human microvascular endothelial cells (HMEC1, CVCL_0307) were a kind gift of Dr MI Díaz‐Ricart (Hospital Clínic, Barcelona, Spain). Cell line authentication was performed by American Type Culture Collection, Manassas, VI, USA. The generation of mesenchymal stem cells (MSCs), epithelial PyMT tumor AT3 and BTE136 cells, and HT‐29M6 (CVCL_G077) transfected with Snail1 has also been described [1, 8, 9]. All cell lines were cultured in Dulbecco's Modified Eagle's Medium (DMEM, Gibco, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS, Gibco) at 37 °C in a humidified incubator (Heracell™ 150, Heracell, Thermo Scientific, Waltham, MA, USA) with 5% CO_2_ and were periodically tested to verify that they remained mycoplasma‐free.

### 2.3 Macrophage isolation and culture

To obtain bone‐marrow‐derived macrophages (BMDMΦs), male C57Bl/6J 8–12‐week‐old mice (Jackson Laboratories, Bar Harbor, ME, USA) were sacrificed and the femoral and tibial marrow was flushed with a 25G syringe with complete medium (DMEM 10% FBS, 100 U·mL^−1^ penicillin, 100 μg·mL^−1^ streptomycin, and 2 mm glutamine). Cells were then filtered through a 100 μm mesh and seeded in polystyrene dishes with complete medium supplemented with 25% (vol/vol) L929‐conditioned medium (as a supply of M‐CSF) and incubated for 7 days at 37 °C in 5% CO_2_ atmosphere [20]. At this time, more than 94% of cells were macrophages as assessed by F4/80 staining. Macrophages were then harvested with phosphate‐buffered saline (PBS) plus 5 mm EDTA and plated in cell culture plates for further studies.

Peritoneal macrophages (PDMΦ) were isolated from C57Bl/6J 8–12‐week‐old mice as described in standard protocols [21]. Briefly, mice were injected intraperitoneally with 1 mL of 3% Brewer thioglycolate medium; after 7 days, mice were euthanized and the peritoneal cavity was washed with 10 mL ice‐cold PBS. Peritoneal exudate cells were centrifuged at 400 × ***g*** for 10 min at 4 °C and then cultured in polystyrene dishes with complete medium at 37 °C in 5% CO_2_ atmosphere. Peritoneal cells were sorted by flow cytometry for CD45^+^, CD11b^+^, Ly6G^−^, and F4/80 (high or low) cell surface expression and isolated cells were then processed for analysis of mRNA.

### 2.4 Analysis of macrophages by flow cytometry

Macrophages in suspension were blocked for 5 min in PBS containing an antibody to Fcγ receptors CD16/CD32 (1 μg antibody per 10^6^ cells, BD Pharmingen, San Diego, CA, USA). Cells were then incubated for 20 min in PBS with fluorochrome‐labelled isotype control antibodies or surface marker–specific antibodies (1 μg antibody per 10^6^ cells) and analyzed with a LSRII flow cytometer, facsdiva software (BD Biosciences, Franklin Lakes, NJ, USA) and flowjo V10 software (BD Biosciences). The antibodies used are indicated in Table S1.

### 2.5 Macrophage cytotoxic activity

This activity was determined by three similar assays. First, Tomato‐labelled AT3 or MCF7 cells (1× or 2 × 10^4^ cells, respectively) were seeded with 2 × 10^4^ CAF or MEF (Snai1 WT or KO). After 24 h, 2.25 × 10^4^ macrophages were added to the co‐culture; after 48 h, wells were washed with PBS, and 10 random pictures (10×) were taken to quantify the amount of MCF7 or AT3 Tomato‐labelled cells remaining on the plate. Alternatively, macrophages (2.25 × 10^4^) were incubated with CAF (2 × 10^4^) for 24 h; labelled‐tumor cells (2 × 10^4^) were added; and the number of remaining tumor cells was determined after 48 h as above. Finally, conditioned media (CM) from 2 × 10^4^ CAF cultured in a 6‐well plate with 0.1% FBS for 24 h was diluted with fresh medium (1 : 1) and added to 2 × 10^4^ Tomato‐labelled MCF7 cells with 2.25 × 10^4^ macrophages. Cytotoxicity was calculated as the decrease in the number of labelled cells due to the presence of macrophages; the number of cells without macrophages was used as control.

### 2.6 Macrophage phagocytic activity

BMDMΦs were seeded on 60 mm non‐adherent dishes and treated with DMEM or CAFs CM diluted in DMEM (1 : 1). After 24 h, Tomato‐labelled MCF7 or GFP‐labelled AT3 cells (2.4 × 10^4^) were added for 24 h. Alternatively, GFP‐labelled beads (Fluoresbrite^®^ YG Microspheres, Calibration Grade 1.00 μm; Polysciences, Warrington, PA, USA; 3.8 × 10^6^ particles) were added to the polarized cells for 30 min. Cells were harvested with PBS plus 5 mm EDTA and stained as described in flow cytometry with PE anti‐mouse CD45. Tomato and GFP fluorescence were analyzed with a Fortessa and LSRII flow cytometer, facsdiva software (BD Biosciences), and flowjo V10 software (BD Biosciences).

### 2.7 Analysis of lymphocyte activation by flow cytometry

Mice splenocytes were isolated from C57Bl/6J 8–12‐week‐old mice spleen. Briefly, mice were sacrificed, and spleen was resected and put on a 100 μm cell strainer. Spleen was disaggregated on the cell strainer with a syringe plunger and 30 mL of PBS plus 0.1% BSA. Cells were centrifuged at 500 ***g*** for 5 min. Next, the pellet was resuspended with 8 mL of ACK buffer (Gibco) to disrupt all the erythrocytes and left at 37 °C for 5 min. To inactivate ACK buffer, 1 : 1 RPMI 1640 media was added and the mix was centrifuged. The pellet was resuspended with 10 mL of PBS (0.1% BSA) and transferred to a new Falcon tube with a 70 μm cell strainer. Cells were centrifuged at 500 ***g*** for 5 min, and the pellet was resuspended with 10 mL of the activation medium, CM from polarized macrophages, DMEM (5% FBS), or CAFs CM and left for 24 h. Lymphocytes were pelleted down, and 1 × 10^6^ cells were resuspended in 100 μL of ice‐cold PBS. Cells were incubated in the dark for 20 min in PBS with surface marker‐specific antibodies CD3‐BV510, CD45‐FITC, CD8‐PE‐Cy7, and CD69‐PE (1 μg antibody per 10^6^ cells) and washed with 1 mL of ice‐cold PBS followed by a centrifugation at 500 ***g*** for 5 min. Supernatants were discarded, and pellets were resuspended with 100 μL of ice‐cold PBS with DAPI (1 : 10 000), if needed. After incubation for 5 min in the darkness, a final wash was performed.

For regulatory T cells (T‐reg) staining, a variation of this protocol was used. Live/dead marker was added for 5 min in the dark (1 : 1000). Next, cells were washed with PBS and pelleted down at 500 ***g*** for 5 min. For the intracellular staining, Fix & Perm Cell Permeabilization Kit (GAS004, Life Technologies, Carlsbad, CA, USA) was used. Thus, the cell pellet was resuspended in 100 μL of reagent A together with CD3‐APC‐Cy7 (0.5 μg antibody per 10^6^ cells), CD25‐APC, and CD4‐PerCP (1 μg antibody per 10^6^ cells) and cells were incubated in the dark for 20 min. Then, cells were washed with PBS, centrifuged, and pellet was resuspended in 100 μL of reagent B with FoxP3‐PE antibody (0.5 μg antibody per 10^6^ cells) and incubated for 20 min in the dark before a final wash.

Samples were resuspended with at least 100 μL of PBS and analyzed with a LSRII flow cytometer, facsdiva software (BD Biosciences), and flowjo V10 software (BD Biosciences).

### 2.8 Lymphocyte cytotoxic activity

For lymphocyte cytotoxicity assay, CD8^+^ T cells from OT‐I mouse model were obtained as described in Section 2.7. OT‐I CD8 T cells specifically recognize Ovalbumin (OVA) peptide 257–264 (SIINFEKL). Around 1 × 10^6^ cells were treated with fresh RPMI medium supplemented 10% FBS and with conditioned medium from polarized macrophages, DMEM plus 5% FBS, or CAF CM (in all cases 1 : 2) for 24 h. Then, 1 × 10^4^ cells were cocultured (1 : 1) with AT3‐OVA tumor cells (a kind gift of T. Celià‐Terrassa and I. Pérez, IMIM, Barcelona) for 72 h in RPMI plus 10% FBS. Cell viability was determined after 72 h staining with Crystal Violet.

### 2.9 Analysis of cytokine secretion by CAFs

CAF (Snail1 WT or KO) were maintained in regular culture medium without FBS overnight. The analysis of the conditioned media was performed using Mouse L308 Array (RayBiotech L‐Series, Peachtyree Corners, GA, USA, AAM‐BLM‐1B‐2) according to the manufacturer's instructions. After developing the membranes, the signal was quantified by Protein Array Analyzer for imagej (National Institute of Health, Bethesda, MY, USA). Prostaglandin E_2_ (PGE_2_) and TGFβ levels were determined by ELISA (Direct Biotrack Assay, RPN222, GE Healthcare Life Sciences, Chicago, IL, USA, for PGE_2_, and DB‐100B, R&D Systems, Minneapolis, MN, USA, for TGFβ) in 2‐day‐conditioned medium from WT or Snail1 KO CAFs.

### 2.10 RNA microarray analysis

BMDMΦs were treated with either complete medium, conditioned medium of 24 h serum‐starved CAFs (*Snai1* WT or *Snai1* KO), IL4, or IFNγ for 48 h. Gene‐expression profiling of treated BMDMΦs was assessed using Clariom‐S, Mouse microarray (Affymetrix, Santa Clara, CA, USA). Duplicates of each condition were processed according to the following Affymetrix protocols: GeneChip WT PLUS Reagent kit (P/N 703174 2017) and Expression Wash, Stain and Scan User Manual (P/N 702731 2017; Affymetrix Inc.). After data normalization and standard QC, differential gene expression between sample signals was analyzed with transcriptome analysis console (TAC) Software (Thermo). A complete list of the genes induced in the different conditions has been deposited in NCBI's Gene Expression Omnibus (GEO) (GSE206404, token sbsxciochrmpnon). Gene set enrichment analysis was performed with gsea (v4.1.0) software against April 2021 datasets. Datasets were considered statistically positive when FDR > 25% and *P* value < 0.05.

### 2.11 Human tumor bioinformatic analysis

The expression data of mRNA were obtained from TCGA Breast Invasive Carcinoma (PanCancer Atlas) data in the cBioPortal public database (http://www.cbioportal.org/) in May 2021. In this study, we assessed the mRNA expression of macrophages signature (*PLXDC2*, *TIMP1*, *CCR5*, *ARG2*, *CD33*, *CXCR4*, *MRC1*, *CCR1* and *ARG1*) and *SNAI1*, *FN1*, *ACTA2*, *SPP1*, *COL1A1*, *VIM*, *PECAM1*, *VEGFA*, *FGF2*, *FOXP3*, and *IKZF2*.

The analysis of single‐cell gene expression in breast tumors was performed from data published in [22]. Genes corresponding to secreted proteins showing more than a threefold increase in CAF WT versus CAF Snail1 KO (see below) were considered for the analysis of CAF populations. For myeloid populations, the 25 genes presenting a higher stimulation in macrophages polarized with CAF WT conditioned medium versus CAF Snail1 KO polarized cells were used. The association between the percentage of different categories of CAF (with respect to total CAFs) and myeloid cells (with respect to total myeloid cells) was also determined. Samples were analyzed online at https://singlecell.broadinstitute.org/single_cell/portal (Broad Institute, Harvard University, USA).

### 2.12 Animals

Animals were housed in a specific pathogen‐free area and fed *ad libitum* at the Parc de Recerca Biomèdica de Barcelona (PRBB) Animal Facility. All the animal procedures were previously approved by the Animal Research Ethical Committee from the PRBB and by the Generalitat de Catalunya (CEEA AGH‐19‐0028) following the EU Directive 2010/63/EU. We have previously described [4] the generation of a murine line with *Snai1* floxed (Snail1^Flox^), and *Snai1* wild‐type (Snail1^+^) or *Snai1* deleted (Snail1^−^) alleles and a Cre recombinase‐estrogen receptor fusion gene under the control of the *β‐Actin* promoter (β‐Actin Cre‐ER). These animals were mated with MMTV‐PyMT mice which develop spontaneously Luminal B breast cancer tumors [23]. This murine line expresses the polyoma Virus middle T antigen (PyMT) under the control of the mouse mammary tumor virus promoter (MMTV); female mice develop mammary tumors with lung metastases. Depletion of Snail1 in MMTV‐PyMT, β‐Actin Cre‐ER, *Snai1* ^Flox/−^ (or *Snai1* ^Flox/+^ as control) was performed by five intraperitoneal daily doses of tamoxifen injection (0.2 mg·g^−1^) as described [8] in 8‐week‐old mice; an additional dose was administrated every 3 weeks until animals were euthanized. Mice were palpated twice per week to determine the tumor onset and tumor size was determined using a caliper. When tumors reached 4 cm^3^, animals were sacrificed.

### 2.13 Subcutaneous injection of tumor cells

For tumorigenesis assays, 8‐ to 12‐week‐old NSG mice (Jackson Laboratories) were subcutaneously inoculated on their hind leg flanks with 1 × 10^5^ cells per cell type of AT3 or AT3 plus polarized macrophages on each flank, following the approved protocol. After 3 weeks, animals were euthanized, and tumors were collected in ice‐cold PBS. Then, tissues were measured and weighed. During tumorigenesis assays, mice were monitored twice a week for tumor incidence and animal well‐being.

### 2.14 Determination of spermidine in macrophages

Spermidine was determined in macrophages by liquid chromatography coupled to tandem mass spectrometry (LC–MS/MS) using a calibration external curve (0.5–100 ng·mL^−1^). Macrophages were lysed, homogenized, and stored at −20 °C to their analysis. Twenty‐five microliter of the lysed cell homogenate and 25 μL of an internal standard solution containing spermidine‐d8 were transferred into a glass tube and evaporated to dryness under nitrogen stream. Then, 100 μL of 2 m Na_2_CO_3_ buffer (pH 11) and 100 μL of dansyl chloride (10 mg·mL^−1^ in acetone) were transferred into the glass tube for derivatization. The resulting mixture was vortexed (60 s), centrifugated (5 min, 3000 ***g***, room temperature), and incubated (60 °C, 2 h). After a new centrifugation at the same conditions, the mixture was evaporated to dryness and reconstituted with 100 μL of a solution methanol: water (1 : 1). Finally, 8 μL of the extract was injected into the LC–MS/MS system. Spermidine was quantified by the ion transition 845 > 170. masslynx software V4.1 (Waters Associates, Milford, MA, USA) was used for peak integration and data management.

### 2.15 Reverse transcription and real‐time quantitative PCR

Total RNA was extracted using GenElute TM Mammalian Total RNA Miniprep Kit (Sigma). Expression levels of transcripts were calculated by real‐time quantitative PCR coupled to retrotranscription (RT‐PCR), using the Transcriptor First Strand cDNA Synthesis kit (Roche, Basel, Switzerland) and the LightCycler 480 Real‐Time PCR System (Roche). RNA levels were determined in triplicate. Reactions were performed using the primers listed in Table S2.

### 2.16 Cell lysis and protein analysis by western blot

Cell extracts were obtained in SDS lysis buffer (Tris‐HCl pH 7.4, 50 mm; SDS 2% and glycerol 10%) and analyzed by western blot using the indicated primary antibodies (Table S1) and HRP‐conjugated secondary antibodies.

### 2.17 Immunohistochemistry

Samples were fixed with p‐formaldehyde (4%) at room temperature. When indicated, consecutive sections of tumors were used. Fixed samples were dehydrated and paraffin‐embedded according to standard procedures. Sections (2.5 μm) were prepared for immunohistochemical analysis and stained with hematoxylin and eosin for histological evaluation. After standard deparaffination and rehydration of the samples, antigen unmasking was carried immersing the sections in Tris EDTA buffer pH 9 or Citrate buffer pH 6 and boiling for 15 min. Samples were blocked for 2 h in Tris‐buffered saline (TBS) plus FBS (1%) and BSA (1%), and later incubated with Snail1, FoxP3, CD206, or Vimentin antibodies (Table S1). Signal was amplified with EnVision^+^ System HRP Labelled Polymer (anti‐mouse, DAKO, Glostrup, Denmark) and visualized with the DAB kit (DAKO). FoxP3 and Vimentin or CD206 and Vimentin were detected by IHC in consecutive slides. For the analysis of FoxP3‐positive cells, two regions of vimentin high‐ and vimentin low‐staining were manually delimitated on each tumor slide (four animals per group). FoxP3‐positive cells were quantified using imagej software and represented as the percentage of positive cells in the vimentin area.

### 2.18 Cell proliferation

Cell proliferation was measured by adding 0.5 mg·mL^−1^ of 3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide (MTT; Sigma‐Aldrich) in DMEM for 3–4 h at 37 °C. After incubation, cells were solubilized in a solution of DMSO and isopropanol (1 : 4). Absorbance was quantified in an Infinite M200 Microplate Reader (Tecan, Mannedorf, Switzerland) at 590 nm.

### 2.19 Statistical analysis

Data were analyzed by graphpad prism (v6) software (GraphPad Software, Dotmatics, Boston, MA, USA). Tumor‐free graphs were represented by a Kaplan–Meier curve, and *P*‐value was obtained using log‐rank test. In all other experiments, statistical significance was obtained using Student's *t*‐test. For *P*‐values in all the figures: *, *P* < 0.05; **, *P* < 0.01; and ***, *P* < 0.001. In the analysis of expression data in human tumors, the Spearman's rank correlation coefficient or the goodness‐of‐fit test was determined to assess statistical significance.

## 3 Results

### 3.1 *Snai1* genetic depletion decreases the number of MHCII‐low macrophages in the MMTV‐PyMT model of mammary gland tumors

We have generated a murine model with a ubiquitous and inducible depletion of Snail1 gene [4]. These mice were crossed with the MMTV‐PyMT murine line that spontaneously generates mammary gland tumors with a luminal B phenotype [23]. As we and others have previously reported regarding tumor burden [8, 14], depletion of *Snai1* in 6‐week‐old MMTV‐PyMT mice increased their tumor‐free life with respect to mice with WT *Snai1* (Fig. 1A). Snail1 protein expression was mainly observed in stromal cells with a fibroblastic morphology (Fig. S1A), as previously reported [8], although some tumor cells were also positive. Tumors of different sizes were obtained from both types of mice; of note, tumors from WT mice presented a less compact phenotype with a higher stromal infiltration as compared to those from *Snai1* KO mice (Fig. S1B). The macrophage content was determined by cell sorting using the gating strategy shown in Fig. S2. Macrophage number was not significantly different in both genetic backgrounds (Fig. 1B). We also classified macrophages on the basis of their MHCII expression. PyMT‐*Snai1* KO tumors showed fewer MHCII‐low (presumably alternatively activated) macrophages than controls (Fig. 1C). A similar analysis was repeated but classifying the tumors as small (less than 0.4 g of weight) or large (more than 0.4 g). In this case, small tumors from *Snai1* KO mice displayed fewer MHCII‐low macrophages than controls; in contrast, large tumors from these mice contained more MHCII‐high M1 macrophages (Fig. 1D).

**Fig. 1:**
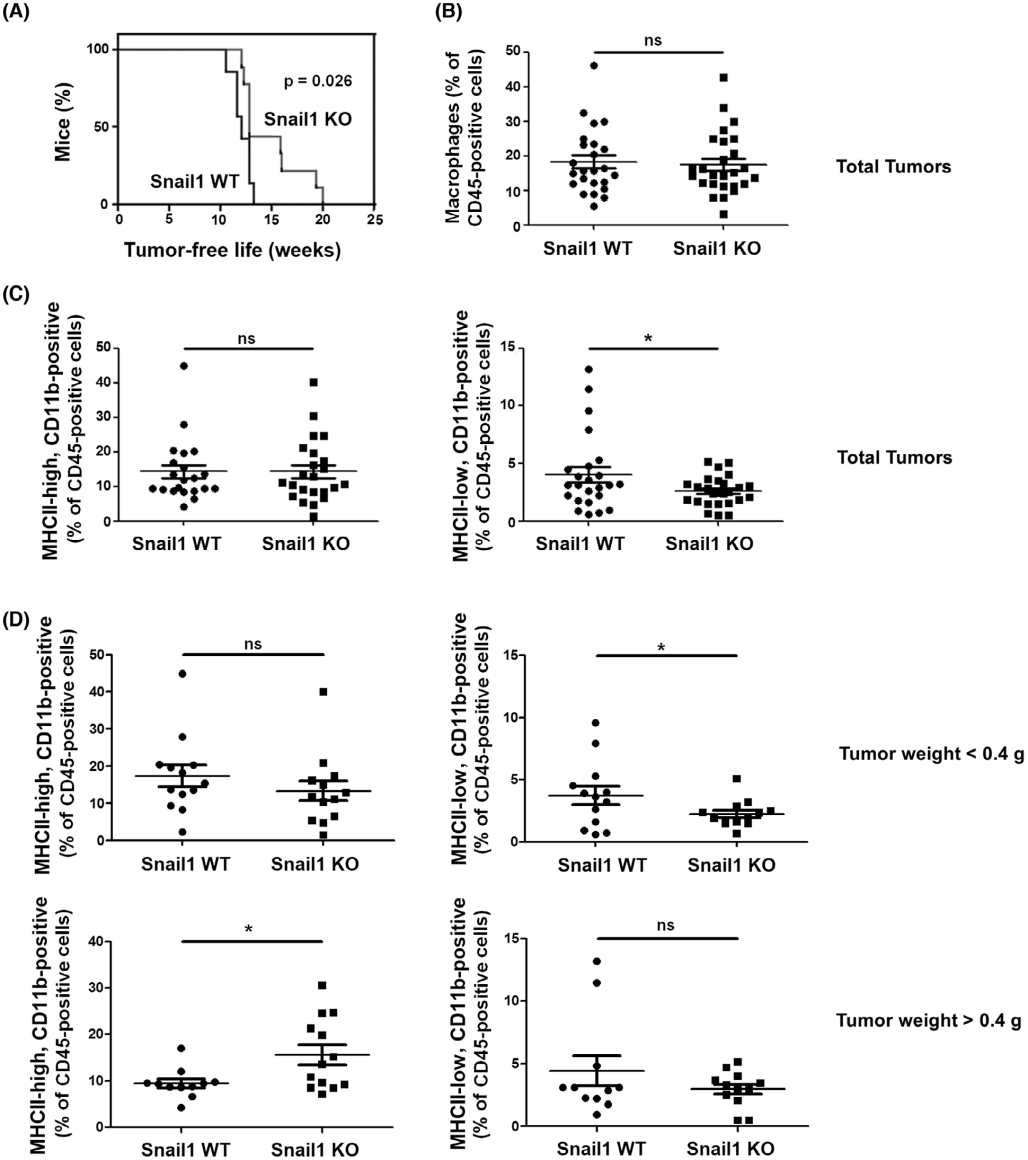
Snail1 deletion alters the ratios of MHCII‐low and ‐high macrophages in MMTV‐PyMT tumors. (A) Tumor‐free life of MMTV‐PyMT mice either Snail1 WT (+/Flox) or Snail KO (−/Flox). Floxed‐Snail1 depletion was performed as indicated in Section 2 when animals were 8 weeks old. Snail1 WT, *n* = 7; Snail KO, *n* = 9. (B, C) Macrophages were purified from tumors using the FACS strategy shown in Fig. S2; macrophages were discriminated by their MHCII expression. (D) Macrophages were obtained from small (less than 0.4 g in weight) or large (more than 0.4 g) tumors. Statistical significance was obtained using Student's *t*‐test. The figures show the average ± SD; ns, not significant; *, *P* < 0.01.

We considered the possibility that this altered macrophage differentiation was the consequence of the downregulated Snail1 expression in these cells. However, the levels of *Snai1* RNA detected in bone‐marrow‐derived macrophages (BMDMΦs) were extremely low, less than 1% of the value observed in non‐stimulated mesenchymal stem cells (MSCs; Fig. 2A). Macrophages obtained from the peritoneum presented even lower levels. *Snai1* RNA levels were not substantially increased by *in vitro* polarization of BMDMΦs to classical or alternative phenotypes with IFNγ or IL4, respectively, or by the addition of CAF‐conditioned medium (Fig. 2A; see also below). Western blot analysis also corroborated this lack of Snail1 expression (Fig. 2B). BMDMΦs did not express other transcriptional factors associated with EMT, such as Twist1 or Snail2, and only very low levels of Zeb1 that were much lower than those found in MSCs (around 3%). Finally, *Snai1* genetic depletion in BMDMΦs (Fig. 2C) did not alter their capability to *in vitro* polarize to classical or alternative phenotypes with IFNγ or IL4, as assessed by the expression of *Nos2* and *H2Aa* RNAs (for classical), or *Arg1* and *Mrc1* RNAs (for alternative polarization; Fig. 2D).

**Fig. 2:**
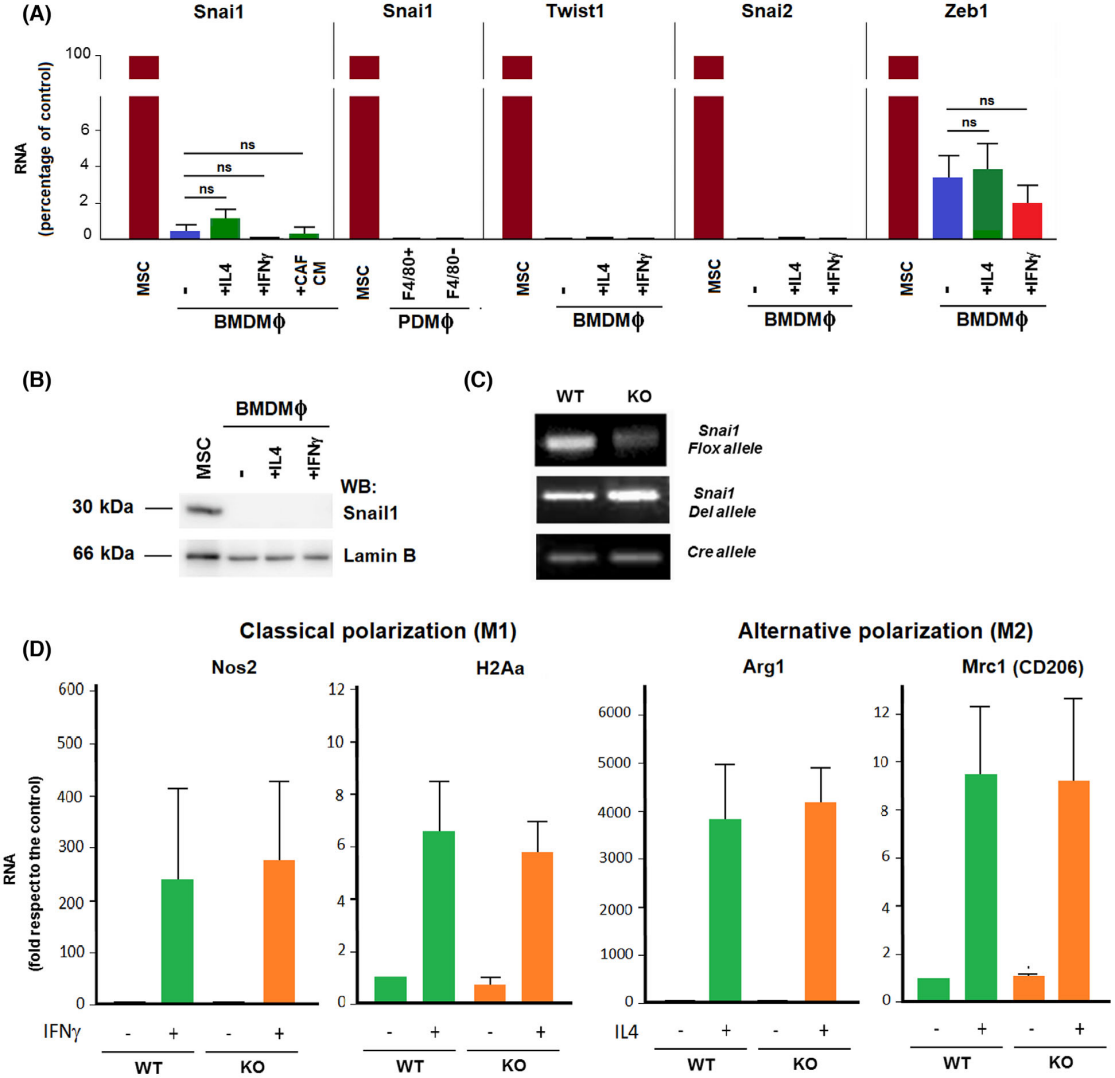
Snail1 is not expressed in macrophages. (A, B) Macrophages were obtained from bone marrow (BMDMΦ) or peritoneum (PDMΦ), and classified as F4/80 high or low. They were activated with IFNγ (100 units·mL^−1^), IL4 (10 ng·mL^−1^) or the conditioned medium from CAF for 24 h. *Snai1*, *Twist1*, *Snai2*, and *Zeb1* RNAs (A) were determined as indicated in Section 2; not‐stimulated mesenchymal stem cells (MSC) were used as reference. The average ± SD of three experiments is shown. Statistical significance was assessed using Student's *t*‐test. (B) Western blot analysis of the samples obtained in (A). (C) DNA from macrophages obtained from Snail1(+/Flox) (WT) or (−/Flox) (KO) mice was analyzed by PCR. Snail1 del or Flox alleles were determined. The results of a representative experiment of three (B) or two (C) performed are shown. (D) RNA was obtained from WT or KO Snail1 BMDMΦ either not stimulated or treated with IFNγ or IL4 for 15 h and expression of M1‐ and M2‐specific genes was assessed by quantitative RT‐PCR (qRT‐PCR). The figures show the average ± SD of four experiments (M1 markers) or ± range of two experiments (M2 markers). Not‐stimulated WT BMDMΦ were used as reference.

These results suggest that the altered polarization of macrophages in PyMT tumors observed in *Snai1* KO mice is the consequence of Snail1 depletion not in these immune cells but in CAFs, which are the cells in which this factor is mainly expressed in tumors. As Snail1 is required for CAF activation, our results also suggest that active and inactive CAFs differ in their capability to polarize macrophages.

### 3.2 Elimination of Snail1 in CAFs impairs their capability to attenuate BMDM cytotoxicity and phagocytosis of tumor cells

We assessed the impact of CAF activation on macrophage polarization in *in vitro* assays using naïve BMDMΦs and CAFs. BMDMΦs were cultured with murine WT or Snail1‐depleted (KO) CAFs (Fig. S3A), and their cytotoxic activity toward MCF7 breast tumor cells was assessed. Macrophages cultured with KO CAFs were more cytotoxic than those cultured with WT CAFs (Fig. 3A). Similar results were obtained when BMDMΦs were supplemented with the conditioned medium (CM) from either WT or KO CAFs (Fig. 3A and Fig. S3B). None of the two CM affected the total number of these cells (Fig. S3C). Similar differences in the cytotoxicity of BMDMΦ were observed when they were assayed on other tumor cells, such as murine AT3 (Fig. 3A), when macrophages were incubated with tumor cells and CAFs simultaneously (Fig. S3D,E), or when BMDMΦs were stimulated by WT or Snail1 KO MEFs (Fig. S3F).

**Fig. 3:**
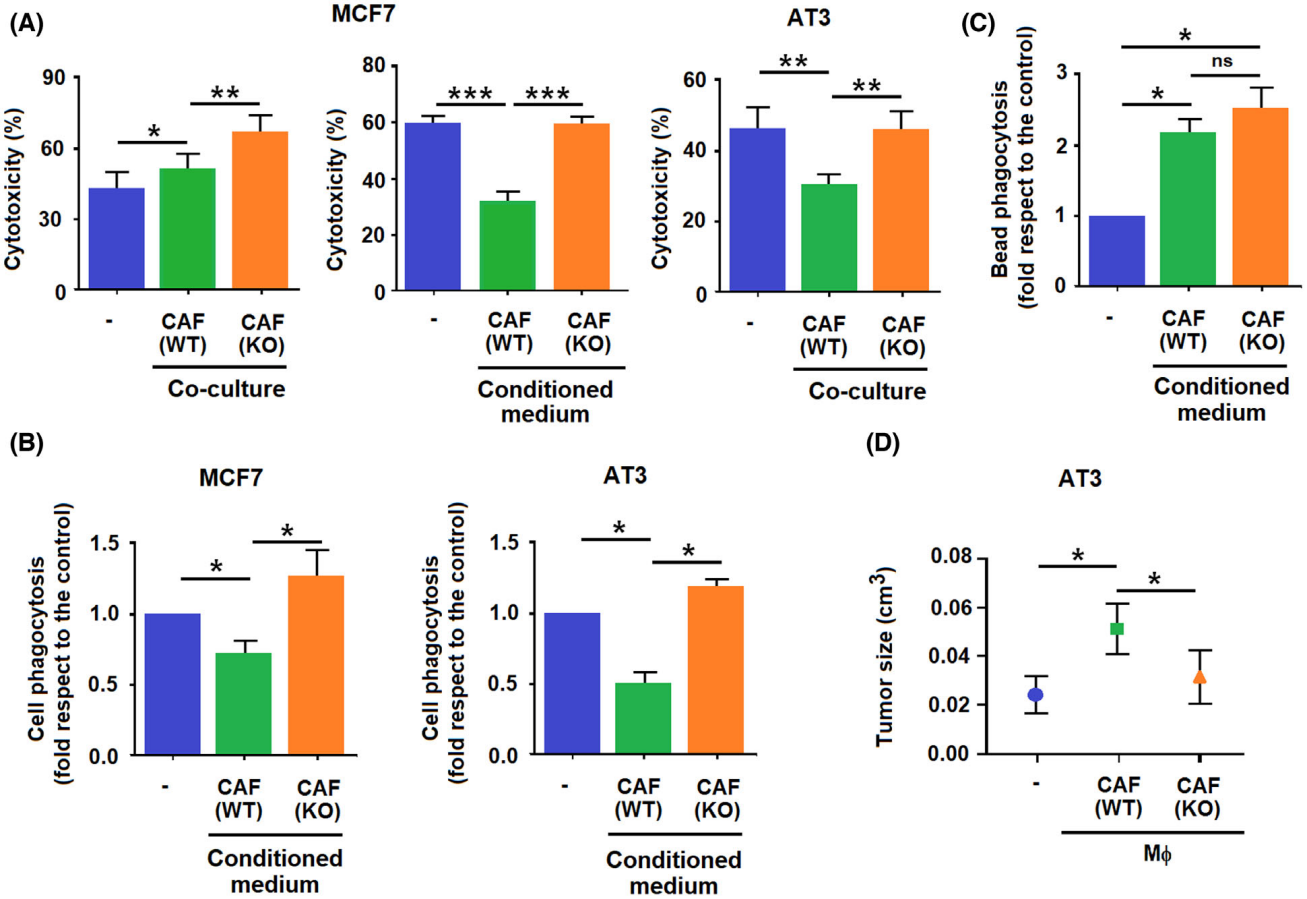
Snail1 depletion in cancer‐associated fibroblasts (CAFs) affects their action on macrophages. (A) When indicated as ‘co‐culture’, CAF either wild‐type (WT) or depleted in Snail1 (KO) were incubated with bone‐marrow‐derived macrophages (BMDMΦ) for 24 h; Tomato‐labelled human MCF7 or murine AT3 mammary gland tumor cells were added and the number of Tomato‐labelled cells was determined 48 h later. When indicated ‘conditioned medium’, the conditioned medium (CM) from 24 h serum‐starved CAFs was added instead of co‐culturing the cells. Cytotoxicity was calculated as the decrease in the number of labelled cells in the presence of macrophages. The figures show the average ± SD of three experiments. (B), Macrophages were stimulated with CAFs CM for 24 h. Then, Tomato‐labelled MCF7 or AT3 cells were added and after 24 h, CD45‐positive cells were isolated by FACS and Tomato fluorescence was assessed. In (C) macrophages, either not‐stimulated or supplemented with WT or Snail1 KO CAFs CM, were incubated with GFP‐labelled beads. Presence of GFP in CD45‐positive cells was determined after 30 min. (D) BMDMΦ were stimulated with conditioned medium from CAFs for 24 h. Then, macrophages were subcutaneously co‐inoculated with AT3 cells on the flanks of NSG mice. After 3 weeks, animals were euthanized and tumors were collected and measured. The figures show the average ± SD of three experiments. Statistical significance was obtained using Student's *t*‐test; ns, not significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

The phagocytic activity of macrophages towards labelled tumor cells was also repressed by WT CAFs to a much higher extent than by KO CAFs, when we analyzed them against MCF7 and AT3 cells (Fig. 3B). However, both types of CAFs CM increased similarly the phagocytic activity of BMDMΦs toward fluorescent beads (Fig. 3C).

We also assessed the role of CAF‐polarized BMDMΦs on tumor formation by AT3 cells. These cells were co‐xenografted with BMDMΦs preincubated with CAF CM. Macrophages polarized with WT CAF CM increased the size of the AT3 tumors, whereas those preincubated with CM from KO CAF did not promote any significant effect (Fig. 3D), indicating that both type of fibroblasts differently affect the macrophage influence on tumor growth.

### 3.3 The gene expression pattern of active CAF‐stimulated macrophages differs from that detected in IL4‐activated macrophages

Before studying gene expression genes in CAF‐stimulated macrophages, we determined the expression of MHCII in the plasma membrane, since this is the parameter previously used to classify macrophages *in vivo* (see Fig. 1 and Fig. S2). BMDMΦs cultured with WT CAF CM exhibited lower membrane MHCII than those stimulated by KO CAF CM (Fig. 4A, upper panel). However, these lower levels were not accompanied with a different expression of *H2Aa*, *H2Ab*, *H2Dmb1*, or *Ciita* RNAs (Fig. S4A). As expected, IFNγ increased membrane MHCII levels, an effect that was prevented with the simultaneous incubation with CAF CM (Fig. 4A, lower panel). Moreover, CAF CM partially prevented the IFNγ‐induced increase in MHCII‐related genes (Fig. S4B), suggesting that it interferes with the canonical IFNγ polarization.

**Fig. 4:**
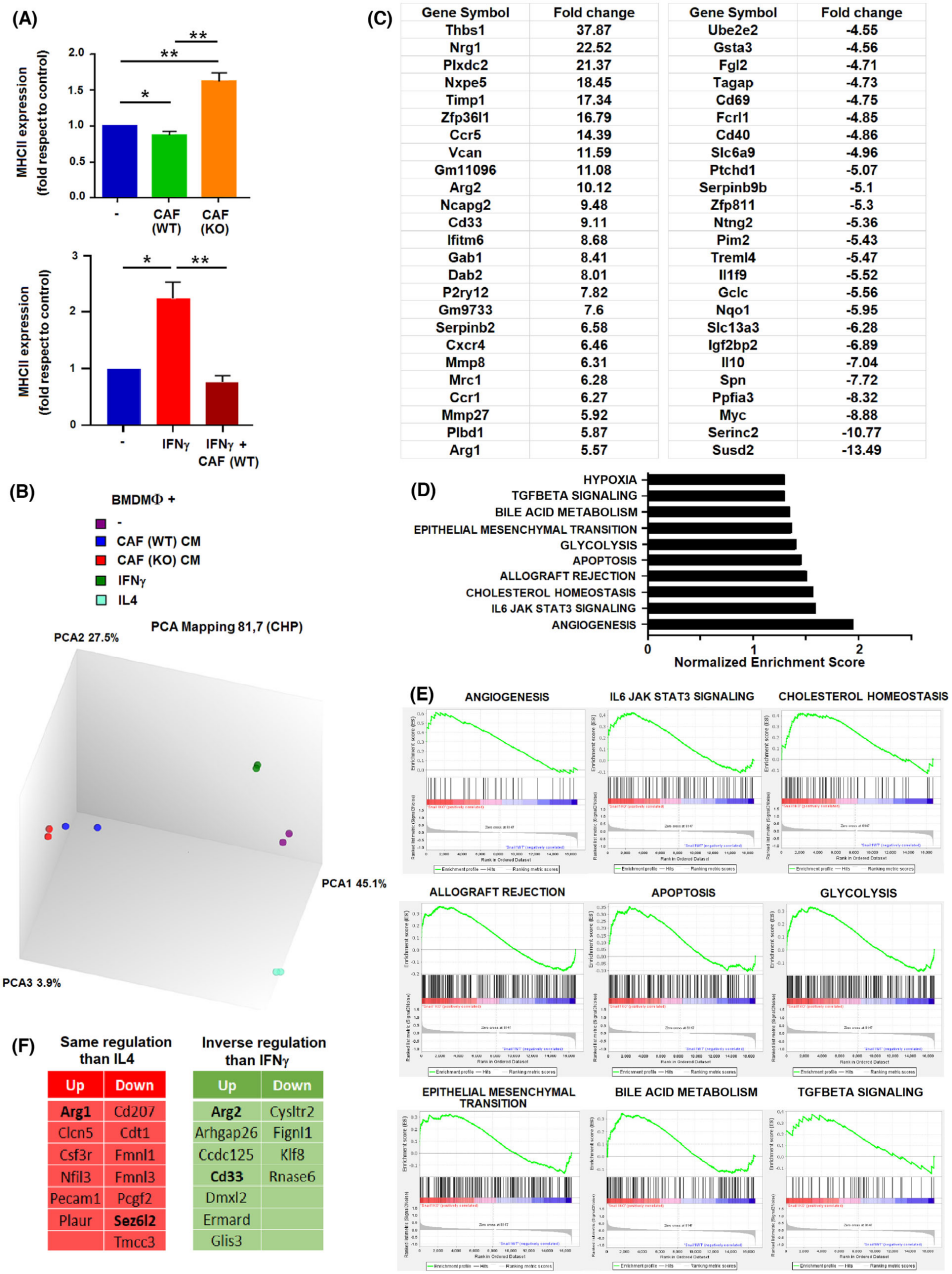
Differential gene expression in macrophages polarized with conditioned medium (CM) from wild‐type (WT) or Snail1‐depleted (KO) cancer‐associated fibroblasts (CAFs). (A) Expression of MHCII in the membrane was determined by FACS in macrophages incubated for 24 h with CM from the indicated CAFs, with IFNγ (100 units·mL^−1^) or both. The figure shows the average ± SD of three experiments. Statistical significance was obtained using Student's *t*‐test; *, *P* < 0.05, **, *P* < 0.01. (B) Diagram of the PC analysis of the genes expressed by not‐stimulated bone‐marrow‐derived macrophages or activated with IFNγ (100 units·mL^−1^), IL4 (10 ng·mL^−1^), or CM from wild‐type (WT) or Snai1‐depleted (KO) CAFs. (C) List of genes exhibiting higher differences in expression in macrophages stimulated with WT or Snail1 KO CAFs CM, either up‐regulated (left), or downregulated (right). (D, E) GSEA analysis of the categories corresponding to the genes preferentially expressed in WT versus KO CAF‐activated macrophages. (F) list of genes up‐ or downregulated in WT versus KO CAF‐activated macrophages that show a similar regulation than IL4 or an inverse regulation than IFNγ.

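Bone marrow-derived macrophages (BMDMΦs) were grown from the marrow of male mice with medium conditioned by L929 cells, which supplies macrophage colony-stimulating factor. They were then kept for 48 h in 1 of 5 conditions with 2 arrays each: not stimulated in complete medium, with conditioned medium (CM) of Snail1-expressing CAFs (WT CAF CM), with CM of Snail1-depleted CAFs (KO CAF CM), with 10 ng/mL IL4, or with 100 units/mL IFNγ. IL4 drives alternative and IFNγ classical activation of macrophages. The CM came from CAFs starved of serum for 24 h, and how much serum it held is not stated for the arrays. No array holds macrophages given such medium that CAFs had not conditioned. Total RNA was read on Clariom S mouse arrays, in which a set of short probes (a probe set) measures the transcripts of a gene. The deposited values are log2 signals, made comparable between arrays by the authors with robust multi-array averaging (RMA), for 19572 probe sets that carry 1 gene symbol and 2634 that have none here. Array medians lay between 5.57 and 5.71, and the 2 arrays of a condition correlated at r of 0.9936 to 0.9952. Probe sets more than 4-fold apart between the 2 arrays of a condition numbered 39 with WT CAF CM and between 6 and 14 in the other conditions. All 10 arrays entered 1 limma fit with a mean per condition, so that all conditions share an estimate of the spread with 5 residual degrees of freedom. A gene is said to differ when its p-value, adjusted by Benjamini-Hochberg over all probe sets, is under 0.05, and differences are given on the log2 scale with their standard error (SE). The titles of the samples and the paper attach WT and KO to the CAFs, as is followed here. The deposited descriptions attach wild-type and Snai1 knockout to the macrophages, and the arrays of macrophages cannot settle this for the CAFs. The labels do not say whether the 2 arrays of a condition came from separate mice or cultures. The replicates may therefore be technical, and the p-values measure only the spread between these samples.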

We carried out an extensive RNA analysis to compare the gene expression pattern of BMDMΦs stimulated with WT CAF CM or KO CAF CM and also with BMDMΦs polarized by IL4 or IFNγ. Principal component analysis revealed that WT CAF‐ or KO CAF‐stimulated BMDMΦs presented more similarities between themselves than with the IL4‐ or IFNγ‐induced macrophages (Fig. 4B). 

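With either CAF CM, genes with signals at or somewhat above the array median in the other 6 arrays reached log2 signals of 16 or more. Marco, a scavenger receptor for bacteria, had log2 signals of 16.06 to 17.45 in the 4 CAF CM arrays and of 6.08 to 6.77 in the others, and Lcn2, a protein that sequesters bacterial siderophores, 16.5 to 17.99 against 5.97 to 7.86. Retnla, a secreted protein typical of alternative activation, reached 17.06 and 17.33 with IL4 and at most 4.27 in the other 8 arrays. Cxcl9, a chemokine that attracts T cells, reached 16.96 and 17.59 with IFNγ and at most 8.08 elsewhere. Each of these differences from not stimulated macrophages exceeded the replicate spread (limma, 2 arrays per condition: adjusted p = 2.4e-10 for Marco and 1e-08 for Lcn2 with the mean of both CAF CM, 2.5e-11 for Retnla with IL4 and 1.6e-06 for Cxcl9 with IFNγ).

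Over all probe sets, centred and not scaled, the first principal component held 43.3% of the variance, the second 28.6% and the third 9.59%. The first placed the 4 CAF CM arrays between -68.4 and -45.6 and the other 6 between 31.3 and 51.1, and the second set the IFNγ arrays (-75 and -73.6) apart from all others (-1.97 to 43.2). The mean profiles of WT CAF CM and KO CAF CM lay 56.6 log2 units apart (Euclidean distance over all probe sets), against 118 to 131 from either to IL4 or IFNγ macrophages. After removal of the part that the replicate spread alone would give, the distances were 40.4 against 111 to 125. Single arrays of WT and KO CAF CM were 68.7 to 72.4 apart, arrays of the same condition 51.2 to 60.3. The WT to KO distance was 0.479 of the smallest distance of either to IL4 or IFNγ, and 0.777 of it with each probe set scaled to unit variance. By limma, 302 probe sets differed between WT and KO CAF CM at an adjusted p under 0.05, 2449 between WT CAF CM and IL4 (1560 without WT CAF CM replicate 2), 2579 between WT CAF CM and IFNγ, 3286 between KO CAF CM and IL4, and 3121 between KO CAF CM and IFNγ. Without WT or KO CAF CM arrays, taken out in turn, the WT against KO count was 142 to 191.

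**Figure D1:**
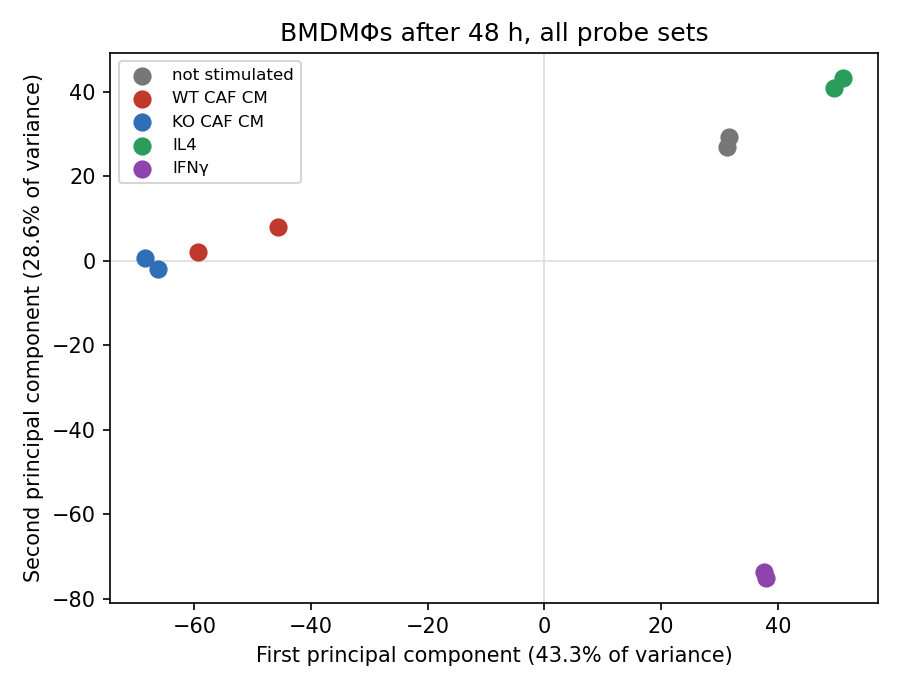
Scores of the 10 arrays on the first and second principal components of the log2 signals, 1 point per array, coloured by condition. The 4 CAF CM arrays lie at -45.6 or below on the first component and the 2 IFNγ arrays at -73.6 and -75 on the second.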

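Thbs1, a matrix glycoprotein that binds CD47, was 40.9-fold higher with WT CAF CM than with KO CAF CM (log2 difference 5.36, SE 0.41, 2 arrays per condition). Nrg1, a ligand of ErbB receptors, and Vcan, a matrix proteoglycan, were 18.7-fold and 13.4-fold higher (SE 0.3 and 0.24). These 3 genes were also higher with WT CAF CM than in not stimulated macrophages, by 5.76, 5 and 5.26. For other genes KO CAF CM gave the larger gap to not stimulated macrophages. Plxdc2, a transmembrane protein, was 21.1-fold higher with WT than with KO CAF CM, and Zfp36l1, which promotes decay of AU-rich mRNAs, 18.1-fold, while KO CAF CM against not stimulated macrophages gave -6.04 and -4.84.

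Lower with WT than with KO CAF CM were the membrane protein Susd2 (log2 difference -3.89, SE 0.42), the transcription factor Myc (-3.15, SE 0.39), the anti-inflammatory cytokine Il10 (-2.77, SE 0.37), the dicarboxylate transporter Slc13a3 (-2.67, SE 0.19), Il1f9, a cytokine of the IL1 family (-2.6, SE 0.31), and Gclc, which makes the first step of glutathione synthesis (-2.55, SE 0.34). Slc13a3 and Il1f9 were higher with both CAF CM than in not stimulated macrophages (9.45 and 6.38 with KO CAF CM, 6.78 and 3.79 with WT CAF CM), so that the difference is one of extent. Il10 and Gclc differed from not stimulated macrophages with KO CAF CM (2.27 and 2.53) and gave -0.49 and -0.01 with WT CAF CM.

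Limma called 154 probe sets higher and 148 lower at an adjusted p under 0.05, of which 142 and 140 carry a gene name, and the genes above had adjusted p of 3.6e-05 to 0.0039. At an unadjusted p under 0.05 there were 2322. The total was 191 without WT CAF CM replicate 1, 173 without WT CAF CM replicate 2, 148 without KO CAF CM replicate 1 and 142 without KO CAF CM replicate 2, and in the last of these 38% were higher, against 51% with all arrays. Of the genes above, leaving out 1 array moved the log2 difference of Zfp36l1 to 3.56 (without KO CAF CM replicate 1) or 4.8 (without KO CAF CM replicate 2), of Susd2 to -3.13 or -4.66 and of Il1f9 to -2.01 or -3.19 (the same arrays). Myc moved to -3.85 (without WT CAF CM replicate 1) or -2.45 (without WT CAF CM replicate 2). These 4 passed each time. Of the 25 genes that Fig. 4C lists as higher, 22 were matched to a probe set here, all 22 were higher and 19 passed the test, by 4.94-fold to 40.9-fold. Of the 25 listed as lower, 23 were matched, all 23 were lower and 22 passed. Since the study chose these genes on the same arrays, these counts are not independent evidence of their direction. Leaving out single arrays ended the calls of Dab2 among the higher ones. Among the lower ones it ended those of Ube2e2, Fcrl1, Cd40, Slc6a9, Pim2, Treml4, Nqo1 and Ppfia3. Their log2 differences kept their sign each time. Serpinb2, an inhibitor of plasminogen activators (2.72, SE 0.8, adjusted p = 0.18 in limma), and Ptchd1, a membrane protein (-2, SE 0.46, adjusted p = 0.064 in limma), did not pass. They gave 4.09 and -2.93 without WT CAF CM replicate 1, and 1.34 and -1.07 without WT CAF CM replicate 2. Either way 1 WT CAF CM array remains, whose own spread cannot be measured.

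**Figure D2:**
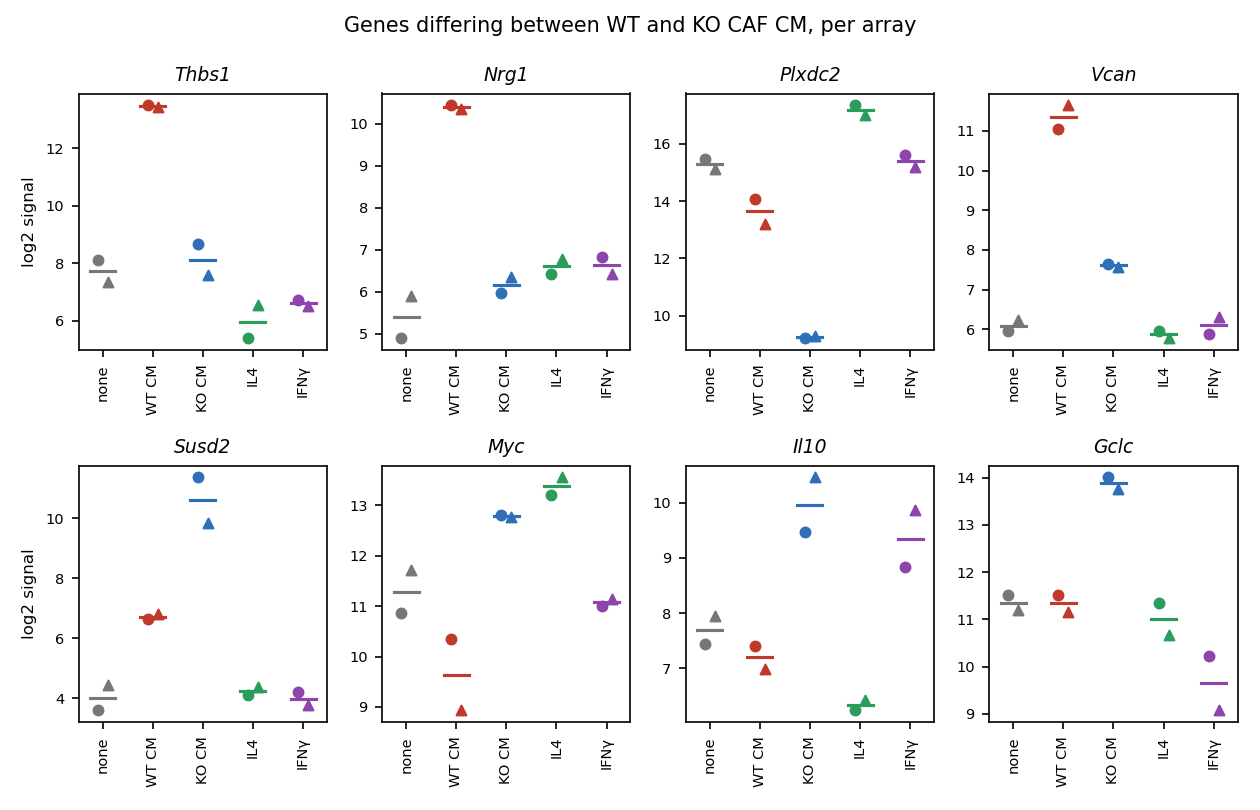
Log2 signal of 8 genes in each of the 10 arrays (circles, replicate 1; triangles, replicate 2; lines, means of 2 arrays) by condition. Thbs1, Nrg1 and Vcan are highest with WT CAF CM, Plxdc2 is lowest with KO CAF CM, and Susd2 and Gclc are highest with KO CAF CM.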

A list of the genes showing the highest differences between BMDMΦs polarized with WT or KO CAFs is shown in Fig. 4C. The complete list was deposited in GEO repository (see Sections 2 and 2.10).

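Of 58 measured genes of extracellular matrix and epithelial-to-mesenchymal transition (EMT), 4 were higher with WT than with KO CAF CM and 1 was lower: besides the matrix proteins Thbs1 and Vcan, the integrin subunit Itgb5 was 3.14-fold higher (log2 difference 1.65, SE 0.2, 2 arrays per condition) and the endocytic adaptor Dab2 8.17-fold higher (3.03, SE 0.51), while Gadd45b, a stress-response protein named after its value was seen and not run under the alternatives, was lower (-1.22). Adjusted over the list alone, 9 were higher and 3 lower. The list tested as higher (median 0.11, camera of limma with a preset correlation, adjusted p = 0.017; adjusted p = 0.47 with an estimated correlation). It did not pass with fry, another list test of limma (adjusted p = 0.18), or with the genes of Fig. 4C left out. Among 33 genes of angiogenesis, Vcan was higher and Lpl, the lipoprotein lipase, lower (-1.9, SE 0.31), with 5 higher and 1 lower when adjusted over the list alone, and the list did not pass (median 0.12, camera of limma, adjusted p = 0.065).

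Of 28 hypoxia-induced genes, Mxi1, a MAX-binding repressor, was higher (1.4, SE 0.22) and Ndrg1, a stress-induced protein, lower (-1.3, SE 0.27), with 5 higher and 1 lower when adjusted over the list alone (median 0.05, camera of limma, adjusted p = 0.26). None of 20 glycolysis genes passed, with 3 higher when adjusted over the list alone (median -0.01, mean 0.08, camera of limma, adjusted p = 0.75). Of 22 genes of cholesterol synthesis, Acss2, which makes acetyl-CoA from acetate, was lower (-1.81, SE 0.33), with 1 higher and 1 lower when adjusted over the list alone (median 0.17, camera of limma, adjusted p = 0.31).

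The single genes had adjusted p of 0.0023 (Itgb5) to 0.038 (Ndrg1) by limma. Leaving out single arrays ended the calls of Dab2 (log2 difference 2.44 without KO CAF CM replicate 1), Lpl (-1.8 without KO CAF CM replicate 1), Mxi1 (1.31 without WT CAF CM replicate 2), Ndrg1 (-0.95 without KO CAF CM replicate 2) and Acss2 (-1.35 without WT CAF CM replicate 2). Their adjusted p over all alternatives ranged from 0.00089 to 0.69, 0.0046 to 0.72, 0.0049 to 0.58, 0.013 to 0.73 and 0.0033 to 0.74. Between WT and KO CAF CM, 1 of these alternatives, the adjusted t-test on 2 against 2 arrays, passed only 7 probe sets. These held 0 of the 302 probe sets called by limma, so that Thbs1 and Cd33 did not pass it either. The upper ends of such ranges, here and below, therefore do not mark a gene as unstable. Without KO CAF CM replicate 2, Dab2 gave 3.62. The EMT list did not pass without WT CAF CM replicate 2 (0.2) or KO CAF CM replicate 1 (0.14), and it ranged from 0.00024 to 0.47 over the alternatives. The angiogenesis list passed with the replicate number in the model, with dim probe sets left out, and without WT CAF CM replicate 1 or KO CAF CM replicate 2. With an estimated correlation it did not (camera of limma, adjusted p = 0.52). Hypoxia passed without WT CAF CM replicate 1 (0.00052) or KO CAF CM replicate 2 (0.033), turned downward without WT CAF CM replicate 2 (0.34) or KO CAF CM replicate 1 (0.98) and ranged up to 0.98, and cholesterol synthesis passed without WT CAF CM replicate 2 (1e-04) or KO CAF CM replicate 1 (0.0015), turned downward without WT CAF CM replicate 1 (0.08) or KO CAF CM replicate 2 (0.2) and ranged up to 0.85. Glycolysis turned downward without WT CAF CM replicate 2 (0.38) or KO CAF CM replicate 2 (0.97). The lists hold known members of each category and are not the gene sets of the study's own enrichment test, and 4 members of the EMT list and 2 of the angiogenesis list stand in Fig. 4C, so that their direction is not independent evidence.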

The genes differently activated in BMDMsΦ by WT or KO CAFs belong to several categories, including angiogenesis and JAK/STAT signaling, EMT, or TGFβ signaling (Fig. 4D,E). An inspection of the genes with a higher variation revealed that some were regulated during IL4‐promoted differentiation; thus, WT CAF‐induced BMDMΦs presented a higher expression of *Arg1*, a gene upregulated by IL4, than KO CAF‐induced BMDMΦs. 

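IL4 raised Arg1, the arginase that splits arginine into ornithine and urea, from log2 signals of 5.17 and 4.99 to 12.92 and 14.77 (log2 difference 8.77, SE 1.21, limma, adjusted p = 0.0016; 9.69 without IL4 replicate 1 and 7.84 without IL4 replicate 2). With WT CAF CM the 2 arrays read 5.36 and 10.79 and with KO CAF CM 5.44 and 5.56, so that 1 of the 2 WT CAF CM arrays was above both KO CAF CM arrays. The difference between WT and KO CAF CM, 2.58 (SE 1.21), did not pass (limma, adjusted p = 0.5). It was -0.14 without WT CAF CM replicate 2 and 5.29 without WT CAF CM replicate 1. Either way 1 WT CAF CM array remains, whose own spread cannot be measured.

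Other genes with the largest IL4 responses were at the level of not stimulated macrophages with either CM: Chil3 and Chil4, chitinase-like secreted proteins, and Pdcd1lg2, the PD-1 ligand PD-L2, gave 9.97, 9.43 and 8.35 with IL4 and 0.03, 0.02 and -0.05 between WT and KO CAF CM (SE 0.38, 0.23 and 0.24). Of 24 measured genes known to be induced by IL4, 20 rose with IL4 and 0 fell (21 higher when adjusted over the list alone; median 2.83, camera of limma, adjusted p = 8.7e-39; adjusted p = 0.0021 with an estimated correlation). Between WT and KO CAF CM, 1 of them was higher and 1 lower, and the same numbers when adjusted over the list alone (median 0.05, camera of limma upward, adjusted p = 0.94), and the list turned downward without WT CAF CM replicate 2 (0.45) or KO CAF CM replicate 1 (1). The higher one was Mrc1, the mannose receptor (log2 difference 2.72, SE 0.39, limma, adjusted p = 0.0056), which gave 2.24 with IL4, -1.15 with WT CAF CM and -3.87 with KO CAF CM against not stimulated macrophages. The lower one was Myc, which IL4 raised by 2.09. Of this list, 3 members stand in Fig. 4C and are not independent evidence.

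**Figure D3:**
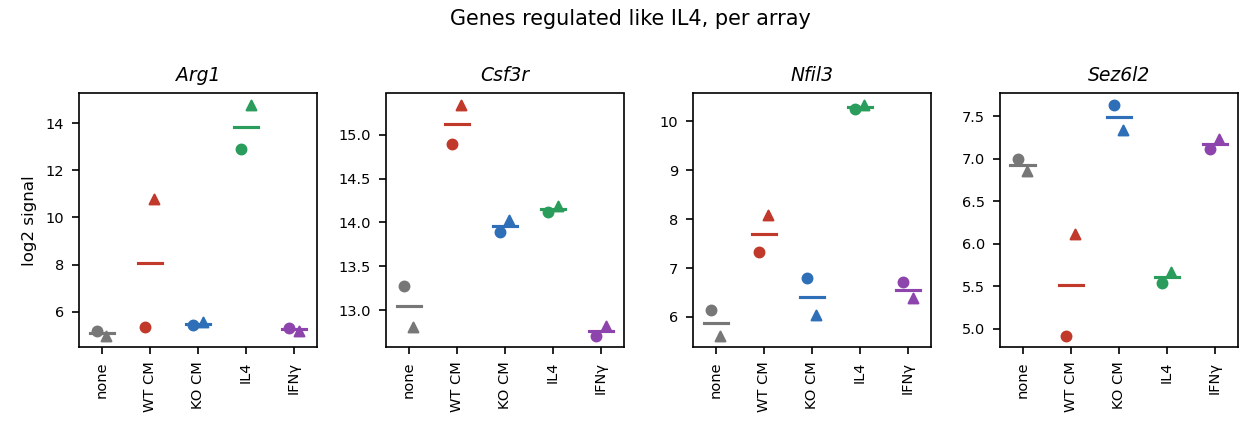
Log2 signal of Arg1, Csf3r, Nfil3 and Sez6l2 in each of the 10 arrays (circles, replicate 1; triangles, replicate 2; lines, means of 2 arrays) by condition. For Arg1, the WT CAF CM arrays read 5.36 and 10.79 and the IL4 arrays 12.92 and 14.77.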

*Sez6l2*, a gene downregulated by IL4, was decreased in WT CAF with respect to KO CAF macrophages. 

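Sez6l2, a membrane protein best known from neurons, had log2 signals of 4.92 and 6.11 with WT CAF CM and of 7.63 and 7.34 with KO CAF CM, and of 5.54 and 5.67 with IL4 against 7 and 6.85 in not stimulated macrophages. The difference between WT and KO CAF CM was -1.97 (SE 0.31, limma, adjusted p = 0.0094), that of IL4 -1.32 (SE 0.31, limma, adjusted p = 0.036), and that of WT CAF CM against not stimulated macrophages -1.41 (limma, adjusted p = 0.014). The first was -1.38 without WT CAF CM replicate 1 and -2.57 without WT CAF CM replicate 2, and passed in both. Without KO CAF CM replicate 1 it was -1.83 and did not pass (limma, adjusted p = 0.074; 0.0013 to 0.74 over the alternatives run). The IL4 difference did not pass without any 1 of the not stimulated, IL4 or IFNγ arrays (-1.25 to -1.4, limma, adjusted p = 0.057 to 0.2; 0.0031 to 0.37 over the alternatives run).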

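Csf3r, the receptor of granulocyte colony-stimulating factor, was 2.23-fold higher with WT than with KO CAF CM (log2 difference 1.16, SE 0.22, 2 arrays per condition) and rose by 1.11 with IL4. Nfil3, a leucine zipper transcription factor, rose by 4.4 with IL4, Clcn5, an endosomal chloride and proton exchanger, by 1.73, Pecam1, an adhesion molecule, by 1.56, and Plaur, the urokinase receptor, by 1.47. Between WT and KO CAF CM these 4 gave 1.29, 1.16, 0.56 and 0.69 and did not pass (limma, adjusted p = 0.078 to 0.63), while with WT CAF CM against not stimulated macrophages all 5 were higher (1.18 to 2.07, limma, adjusted p = 8.8e-05 to 0.027). Lower with IL4 were Cdt1, which licenses DNA replication (-1.18), Fmnl1, an actin-nucleating formin (-1.14), and Pcgf2, a polycomb protein (-1.36). They gave -0.64, -0.48 and -0.11 between WT and KO CAF CM (limma, adjusted p = 0.29 to 0.94). Cd207 and Tmcc3 passed neither test (-0.36 and -0.63 between WT and KO CAF CM, -1.07 and -1.23 with IL4).

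Of the 6 matched genes of Fig. 4F regulated upward like IL4, 1 passed between WT and KO CAF CM and 6 with IL4, and of the 6 regulated downward 1 (Sez6l2) and 4. All 12 had the direction given in Fig. 4F in both comparisons, which is no independent evidence since the study picked them on these arrays. Csf3r (WT against KO CAF CM, limma, adjusted p = 0.024) did not pass without WT CAF CM replicate 2 (0.94, adjusted p = 0.18), KO CAF CM replicate 1 (0.13) or KO CAF CM replicate 2 (0.094), with a range of 0.0037 to 0.69 over the alternatives run. With IL4, the calls of Csf3r, Pecam1, Plaur, Cdt1 and Fmnl1 ended without 1 or more of the not stimulated or IL4 arrays (limma, adjusted p up to 0.13, 0.15, 0.076, 0.097 and 0.056).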

A list of these genes, which we termed ‘same regulation than IL4’, is presented in Fig. 4F. Moreover, we observed that other genes repressed by IFNγ in BMDMΦs were activated by WT CAFs vs KO CAFs CM, including *Arg2* or *Cd33*; we termed these genes ‘inverse regulation than IFNγ’ (Fig. 4F).

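Arg2, the mitochondrial arginase, was 10.8-fold higher with WT than with KO CAF CM (log2 signals 9.78 and 10.73 against 7.05 and 6.6; log2 difference 3.43, SE 0.3, limma, adjusted p = 0.00023) and fell by 2.17 on the log2 scale with IFNγ (SE 0.3, limma, adjusted p = 0.00047). Cd33, a sialic acid-binding receptor of myeloid cells, was 14.2-fold higher (12.14 and 12.92 against 8.78 and 8.63; 3.83, SE 0.24, limma, adjusted p = 3.6e-05) and fell by 2.12 on the log2 scale with IFNγ (SE 0.24, limma, adjusted p = 0.00011). With KO CAF CM against not stimulated macrophages they gave 0.36 and 0.4 (limma, adjusted p = 0.55 and 0.35), with WT CAF CM 3.79 and 4.23. Dmxl2, a regulator of the vacuolar proton pump, was 2.95-fold higher with WT than with KO CAF CM (1.56, SE 0.28, limma, adjusted p = 0.02) and gave -3.22 with IFNγ. Its first call ended without WT CAF CM replicate 2 (1.22, limma, adjusted p = 0.13), KO CAF CM replicate 1 (0.1) or KO CAF CM replicate 2 (0.089), with a range of 0.0052 to 0.71 over the alternatives run. Of the 7 matched genes of Fig. 4F that are higher and inverse to IFNγ, these 3 passed between WT and KO CAF CM and 5 passed with IFNγ. Of the 4 lower ones (Cysltr2, Fignl1, Klf8 and Rnase6), 0 passed between WT and KO CAF CM by limma (-0.12 to -0.6, smallest adjusted p = 0.39) and 4 with IFNγ. The IFNγ calls of Klf8 and Fignl1 ended without 1 or more of the not stimulated or IFNγ arrays (limma, adjusted p up to 0.11 and 0.079; over the alternatives run, 0.0019 to 0.2 and 0.0038 to 0.34). The study picked these genes on the same arrays, so the counts are not independent evidence.

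**Figure D4:**
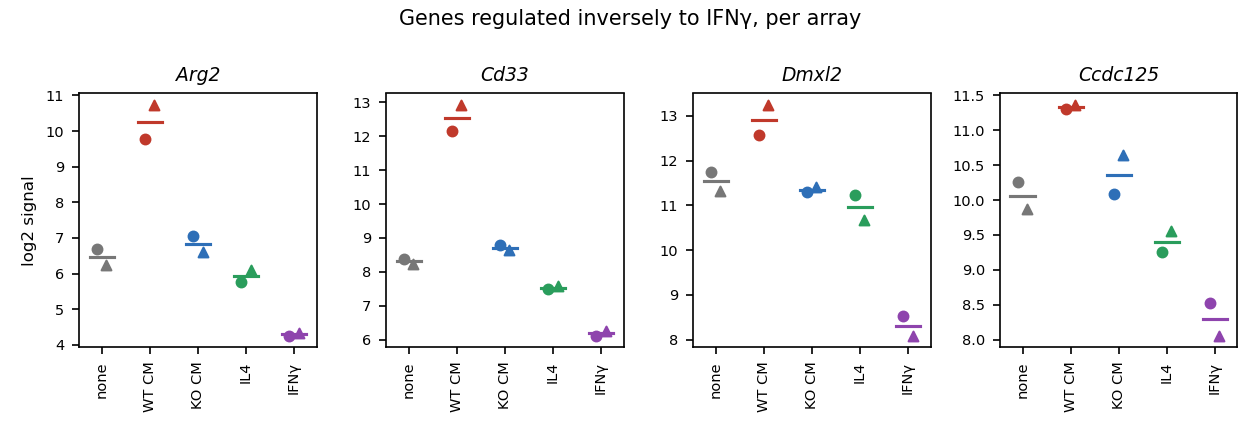
Log2 signal of Arg2, Cd33, Dmxl2 and Ccdc125 in each of the 10 arrays (circles, replicate 1; triangles, replicate 2; lines, means of 2 arrays) by condition. All 4 genes have their highest mean with WT CAF CM and their lowest with IFNγ.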

We validated the expression of a set of these genes. *Arg1* and *Mrc1*, were upregulated by IL4 and WT CAF CM, but not by KO CAF CM; conversely, *Sez6l2* levels were decreased in BMDMΦs treated with either IL4 or WT CAF CM but not in those treated with KO CAF CM (Fig. 5). However, other genes stimulated by IL4, such as *Myc* or *Itgax*, were not differently increased by WT‐CAF or KO CAF CM (Fig. S4C). Moreover, *Arg2* and *Cd33* two genes downregulated by IFNγ were increased by WT CAF CM and not by KO CAF CM (Fig. 5). Macrophage expression of *Nos2*, *Ccr5*, and *Cd86*, three IFNγ‐stimulated genes, was also assessed. *Nos2* was not stimulated significantly different by WT CAF or KO CAF CM, whereas *Ccr5* was downregulated only in KO CAF; in contrast, *Cd86* was increased by WT CAF CM but not by KO CAF CM (Fig. S4C). Other genes stimulated differently by WT CAF CM versus KO CAF CM included *Ccl2*, *Thbs1*, *Tgfb1*, and *Ido1*; these genes were either not sensitive to IL4 or IFNγ, or increased similarly by both factors (Fig. 5). Therefore, the genes differently regulated in macrophages by active versus inactive CAF do not correspond to those induced by IL4 during an *in vitro* alternative polarization since they englobe some genes activated similarly than IL4 (as *Arg1*); other, inversely to IFNγ (*Arg2*); a third subset, not regulated during the canonical macrophage polarizations (*Ccl2*) and even some genes activated by IFNγ (*Cd86*).

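On the arrays, Ccl2, a chemokine that attracts monocytes, rose by 5.16 with WT and by 4.29 with KO CAF CM on the log2 scale against not stimulated macrophages (SE 0.93, limma, adjusted p = 0.0042 and 0.008), and by 4.89 with IFNγ (limma, adjusted p = 0.0041). Cd86, a costimulatory ligand of T cells, rose by 5.06 with IFNγ (SE 0.29, limma, adjusted p = 4.8e-07) and gave 0.4 with WT and -0.67 with KO CAF CM. Between WT and KO CAF CM, Ccl2 gave 0.87 and Cd86 1.07, and neither passed (limma, adjusted p = 0.86 and 0.12, 2 arrays per condition), but Cd86 passed in some of the alternatives run (adjusted p = 0.025 to 0.71).

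Over all probe sets, the cytokines went with the WT against KO difference for some and against it for others. Of the 154 probe sets higher with WT than with KO CAF CM, 73 were lower and 23 higher with IFNγ (10.3 and 8.29 for independent lists), 15 were higher and 44 lower with IL4 (2.56 and 3.67), and 42 changed with neither. Of the 148 lower ones, 22 were higher and 34 lower with IFNγ (7.96 and 9.89), 22 were lower and 11 higher with IL4 (3.53 and 2.46), and 80 changed with neither. Across the 302 probe sets, log2 differences between WT and KO CAF CM correlated with those of IFNγ at Pearson r = -0.22 and Spearman rho = -0.23, and with those of IL4 at -0.07 and -0.11. Across all probe sets the values were -0.12 and -0.13 for IFNγ and -0.06 and -0.11 for IL4. These are correlations across genes, which are not independent replicates. Of 36 measured genes known to be induced by IFNγ, 36 rose with IFNγ (36 when adjusted over the list alone; median 4.3, camera of limma, adjusted p = 9.2e-60; adjusted p = 0.014 with an estimated correlation). Between WT and KO CAF CM, 0 of them were higher and 1 lower, the costimulatory receptor Cd40 (1 higher and 3 lower when adjusted over the list alone; median -0.21, camera of limma, adjusted p = 0.024; adjusted p = 0.52 with an estimated correlation). This list did not pass without WT CAF CM replicate 1 (0.69) or KO CAF CM replicate 1 (0.57), with 0.00024 to 0.69 over the alternatives run, and Cd40 (limma, adjusted p = 0.02) did not pass without either WT CAF CM array (0.062 and 0.12) or KO CAF CM replicate 1 (0.13), with 0.009 to 0.69 over the alternatives run. Cd40 stands in Fig. 4C and is not independent evidence. With the genes of Fig. 4C left out, the list of IFNγ-induced genes did not pass between WT and KO CAF CM. From genes of these kinds (Arg1 regulated as by IL4, Arg2 inversely to IFNγ, Ccl2 by neither, Cd86 upward by IFNγ), the paper concludes that the genes regulated differently by active and inactive CAFs do not correspond to those that IL4 induces in alternative polarization.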

**Fig. 5:**
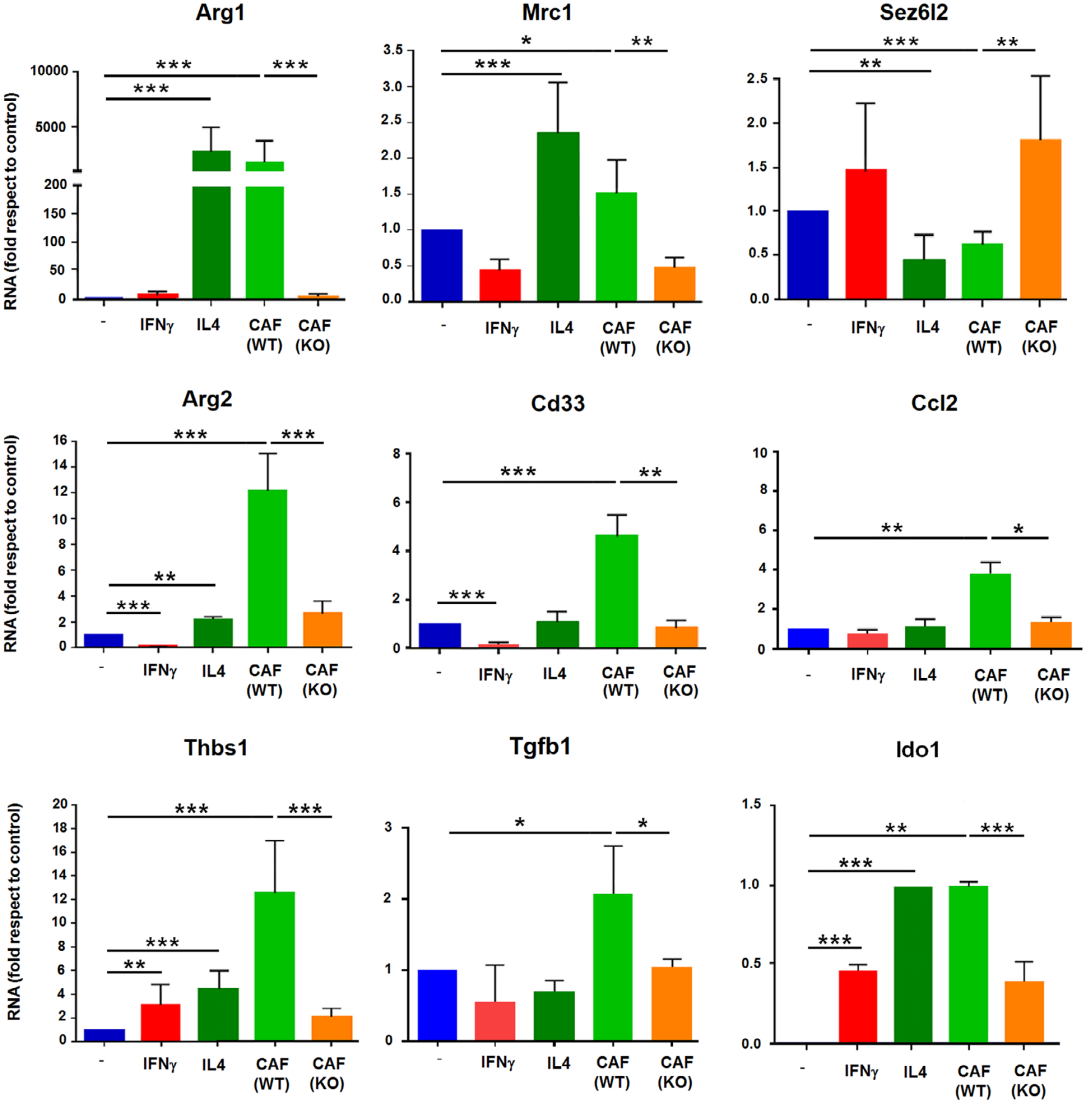
Genes specifically regulated by active cancer‐associated fibroblasts (CAFs) in macrophages do not correspond to an IL4‐induced polarization. RNA was obtained from macrophages either not stimulated, treated with conditioned medium (CM) from wild‐type (WT) or Snail1‐depleted (KO) CAFs, IFNγ (100 units·mL^−1^) or IL4 (10 ng·mL^−1^) for 24 h and analyzed by real‐time quantitative PCR coupled to retrotranscription. The figure shows the average ± SD of three experiments. Statistical significance was obtained using Student's *t*‐test; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

We analyzed the expression of one of these macrophage markers, Mrc1 (CD206), in PyMT tumors. As shown in Fig. S5, macrophages expressing this protein localized close to areas with presence of activated CAFs, determined these by the expression of the CAF marker Vimentin.

The differential stimulation of *Arg1* and *Arg2* gene expression in BMDMΦ by CAF was corroborated by western blot (Fig. S6A). In WT CAF‐stimulated BMDMΦ, this upregulation was accompanied with a higher production of spermidine, a polyamine synthetized as result of the activity of Arginase (Fig. S6B). Spermidine stimulation was sensitive to the addition of difluoromethylornithine (DFMO), an inhibitor of ornithine decarboxylase [24]. Addition of this inhibitor to WT CAF‐polarized macrophages did not affect their viability (Fig. S6C) and only slightly increased their cytotoxicity (Fig. S6D), suggesting that spermidine generation is not relevant for the CAF‐imposed macrophage polarization.

The CAF stimulation on macrophage polarization was only partially mimicked by tumor cells, even if these expressed Snail1. We used BTE136 and AT3 cells, both derived from PyMT tumors but that exhibit a different expression of mesenchymal markers (Fig. S7A). CM from BTE136, a cell line with high expression of Snail1 and other mesenchymal genes, produced a small but significant decrease in the cytotoxic activity of BMDMΦs, in contrast with the lack of effect of CM from AT3 cells (Fig. S7B). Furthermore, compared with AT3 CM, the BTE136 CM only stimulated to a higher extent *Arg2* and *Thbs1* of a set of genes selected from those studied above (Fig. S7C). Lower effects were obtained with HT29 M6 tumor cells expressing Snail1 that did not decrease macrophage cytotoxicity and only stimulated *Arg1* (Fig. S7A–C).

### 3.4 Activation of the CAF‐dependent signature in macrophages is a consequence of the secretion of multiple factors

We also investigated the CAF‐derived factors responsible for the different gene activation. Snail1‐dependent fibroblast activation promotes a higher synthesis and production of PGE_2_ and TGFβ [4, 8]. Accordingly, WT CAF CM presented higher levels of TGFβ than KO CAF CM (Fig. 6A) and promoted a greater stimulation of Smad2 phosphorylation when added to NMuMG cells (Fig. S8A), indicating an elevated secretion of active TGFβ. Similar results were observed when Smad2 phosphorylation was assessed in CAF‐treated BMDMΦs (Fig. S8B). These results also agree with the observation that ‘TGFβ signaling genes’ was one of the top categories differently expressed in macrophages stimulated by WT CAF versus KO CAF (see Fig. 4D,E). 

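Among 50 measured genes of TGFβ signaling, Thbs1, which releases TGFβ from its latent complex, was the 1 that was higher with WT than with KO CAF CM, and 0 were lower (1 higher and 1 lower when adjusted over the list alone). The receptor Tgfbr1 gave 0.26, the inhibitory Smad7 0.5, Skil 0.11 and Smad3, which transmits the signal, -1.25 (log2 differences, 2 arrays per condition), and none of these 4, picked after their values were seen, passed (limma, adjusted p = 0.081 for Smad3 and 0.41 to 0.94 for the others). The list as a whole did not pass (median 0.05, mean 0.17, camera of limma, adjusted p = 0.087). It passed without KO CAF CM replicate 1 (camera of limma, adjusted p = 0.017; 0.017 to 0.6 over the alternatives run). Thbs1 stands in Fig. 4C, so its direction is not independent evidence. The paper's enrichment test used other gene sets and a looser cutoff than the 0.05 used here. Against not stimulated macrophages, the mean of both CAF CM lowered 15 members and raised 5 (15 and 5 when adjusted over the list alone; median -0.17, camera of limma, adjusted p = 0.046; adjusted p = 0.24 with an estimated correlation), and Tgfbr1 gave -2.27 with WT and -2.53 with KO CAF CM. That difference of the list did not pass without not stimulated replicate 1 (camera of limma, adjusted p = 0.13), WT CAF CM replicate 1 (0.065), KO CAF CM replicate 2 (0.1) or either IFNγ array (0.053), with 0.0044 to 0.24 over the alternatives run.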

PGE_2_ levels were also considerably higher in WT CAF CM than in KO CAF CM (Fig. 6B). We also analyzed the secretome of these CAFs. The release of a considerable number of cytokines and growth factors was increased in active (WT) versus inactive (Snail1 KO) CAFs; only few factors were more abundant in KO CAF CM (Fig. 6C and Table S3). Another category differently expressed in WT CAF‐activated versus KO CAF‐activated macrophages was IL6/JAK/STAT3 signaling; accordingly, IL6 and other cytokines were elevated in WT CAF CM (Fig. 6C). This medium increased Stat3 phosphorylation in BMDMΦs to a higher extent than KO CAF CM (Fig. S8C,D). 

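Of 84 measured genes of IL6/JAK/STAT3 signaling, 3 were higher with WT than with KO CAF CM and 1 was lower. Beside Csf3r these were Ccr1, a receptor of inflammatory chemokines, 5.78-fold higher (log2 difference 2.53, SE 0.36, 2 arrays per condition), and Pdgfc, a platelet-derived growth factor, 2.89-fold higher (1.53, SE 0.25; -3.59 with WT and -5.12 with KO CAF CM against not stimulated macrophages), while the cytokine Tnf was lower (-2.08, SE 0.43). Adjusted over the list alone, 9 were higher and 3 lower. Socs3, the feedback inhibitor that STAT3 induces, gave 1.27, Stat3 0.65 and Il6 -0.92, values picked after they were seen, and none passed (limma, adjusted p = 0.49, 0.16 and 0.092). Socs3 read 8.2 and 10.66 in WT CAF CM replicates 1 and 2, against a mean of 8.16 with KO CAF CM. Its difference thus came from WT CAF CM replicate 2. Against not stimulated macrophages, Socs3 and Il6 were higher with WT CAF CM (5.02 and 4.5) and with KO CAF CM (3.75 and 5.42).

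The list did not pass between WT and KO CAF CM (median 0.04, camera of limma, adjusted p = 0.26), and it passed without WT CAF CM replicate 1 (adjusted p = 0.02; 0.02 to 0.92 over the alternatives run). Against not stimulated macrophages, 25 members were higher and 9 lower with the mean of both CAF CM (28 and 11 when adjusted over the list alone; median 0.23, camera of limma, adjusted p = 2e-05; adjusted p = 0.17 with an estimated correlation). By limma, Ccr1 (adjusted p = 0.005) passed without each array, Pdgfc (0.013) did not without WT CAF CM replicate 2 (0.099) or KO CAF CM replicate 2 (0.1), and Tnf (0.039) did not without any 1 of the 8 arrays other than those of IL4 (0.054 to 0.22), with ranges over all alternatives of 0.0056 to 0.67 for Pdgfc and 0.0035 to 0.65 for Tnf. Ccr1 stands in Fig. 4C and is not independent evidence. The paper's enrichment test used other gene sets and a looser cutoff than the 0.05 used here.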

Stat3 phosphorylation in BMDMΦs was inhibited with S3I‐201 (S3I), a Stat3 antagonist, and also with two inhibitors of PGE_2_ receptors, EP2 and EP4 (Fig. S8C,D).

**Fig. 6:**
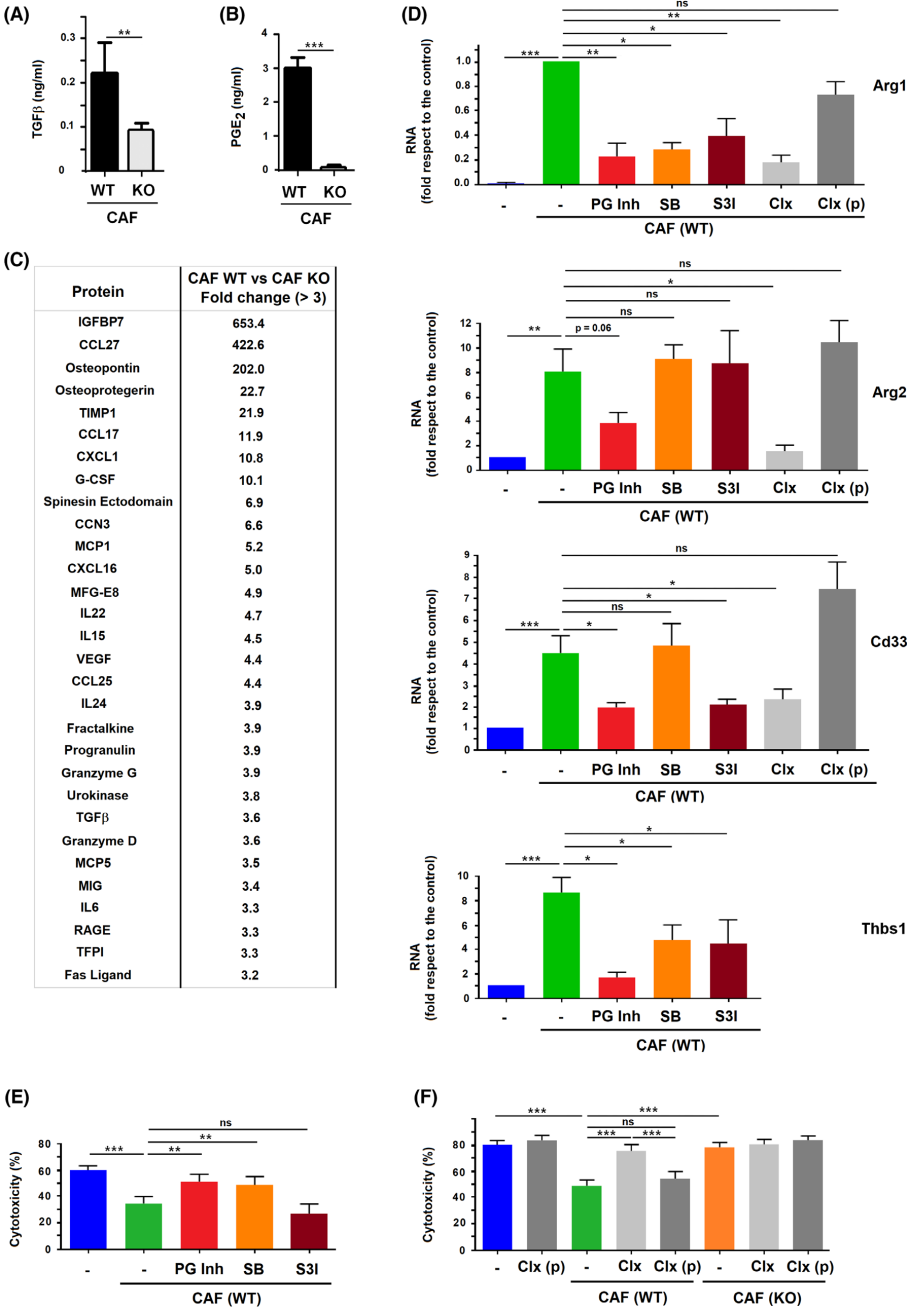
Factors specifically secreted by active cancer‐associated fibroblasts (CAFs) differentially regulate gene expression in macrophages. (A, B) Levels of TGFβ and PGE_2_ were determined in the conditioned medium (CM) from wild‐type (WT) or Snail1‐depleted (KO) CAFs. (C) Factors differently secreted by WT and KO CAFs were determined analyzing the Mouse L308 Array with the CM from both cells. A list of the 30 genes exhibiting the highest stimulation in WT CAF is shown. (D) RNA was obtained from macrophages stimulated with CM from CAF (WT) and in the presence of PGE_2_ receptor inhibitors L161 and PF (PG inh), TGFβ receptor inhibitor SB or Stat3 phosphorylation inhibitor S3I‐201 (S3I). When the effect of celecoxib (Clx) was assayed, this compound was previously added to the CAFs for 24 h (Clx, light gray bars) or, as control, just when the conditioned medium was collected (Clx(p), dark gray bars). Expression of the indicated genes was assessed by real‐time quantitative PCR coupled to retrotranscription. (E, F) Cytotoxic activity of macrophages supplemented with CM from WT CAFs and the indicated inhibitors was determined as above. The figure shows the average ± SD of three experiments. In (A, B) and (D–F) statistical significance was obtained using Student's *t*‐test; ns, not significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

We analyzed the effect of these secreted factors on the expression in macrophages of CAF‐stimulated genes. PGE_2_ and TGFβ potently activated the expression of *Arg1* and *Arg2* genes in contrast to osteopontin (OPN) or IL6 (Fig. S8E); these stimulations were sensitive to the addition of L161982 and PF04418948, antagonists of PGE_2_ receptors EP2 and EP4, respectively, as well as to the TGFβ Receptor inhibitor SB505125 (SB). On the contrary, OPN and IL6 stimulated *Cd33* to a higher extent than PGE_2_ or TGFβ (Fig. S8E). PGE_2_ and TGFβ, but not OPN, also significantly decreased the cytotoxic activity of macrophages (Fig. S8F).

We examined the effect of inhibitors of these factors on the expression in BMDMΦ of CAF‐stimulated genes. Of note, CAF‐stimulated genes showed a different sensitivity to PGE_2_, TGFβ, and Stat3 inhibitors: PGE_2_ antagonists were the most potent and decreased the four genes studied whereas inhibitors of TGFβ receptor or Stat3 were more selective (Fig. 6D and Fig. S9). The effect of PGE_2_ inhibitors on *Arg1*, *Arg2*, *Cd33*, and *Sez6l2* gene expression in macrophages was also confirmed by the pretreatment of CAFs with celecoxib (Fig. 6D and Fig. S9), an inhibitor of prostaglandin production.

We also assessed the action of these compounds on the attenuation by CAFs of the macrophage cytotoxic activity. TGFβ and PGE_2_ inhibitors significantly rescued the decrease in the cytotoxic activity caused by incubation of BMDMΦ with WT CAF (Fig. 6E,F).

These results indicate that activation of gene expression in macrophages by CAFs is a consequence of the secretion of multiple cytokines and growth factors, being the increased expression of PGE_2_ and TGFβ relevant for the modification of the macrophage function.

### 3.5 CAF‐polarized macrophages activate other tumor stromal cells

We analyzed the possible actions of CAF‐polarized BMDMΦ on other cells in the TME. Although not significant, we detected a lower activation of HMEC1 endothelial cell invasion through Matrigel when these cells were cultured with WT CAF‐polarized BMDMΦ CM compared with KO CAF‐polarized cells (Fig. S10A). This is probably related to the higher expression of the pro‐angiogenic factors VEGFα and FGF2 by active CAF‐polarized macrophages (Fig. S10B). We also determined the different abilities of BMDMΦs to activate other immune cells. The number of active CD8^+^ lymphocytes increased in the presence of CM of BMDMΦs treated with KO CAF CM but not of those treated with WT CAF CM (Fig. 7A); accordingly, CD8‐dependent toxicity over tumor cells was also higher, although the results were not significant (Fig. 7B). Of note, the effect of the remnant CAF CM was subtracted in all these assays. Since tumor‐associated macrophages modulate immunosuppressive T‐regs [25], we also analyzed these cells. CM from BMDMΦs polarized with WT CAF increased the number of active T‐regs to a higher extent than the corresponding control (Fig. 7C). Moreover, T‐reg presence in PyMT tumors associated with the expression of CAF marker Vimentin (Fig. 7D,E).

**Fig. 7:**
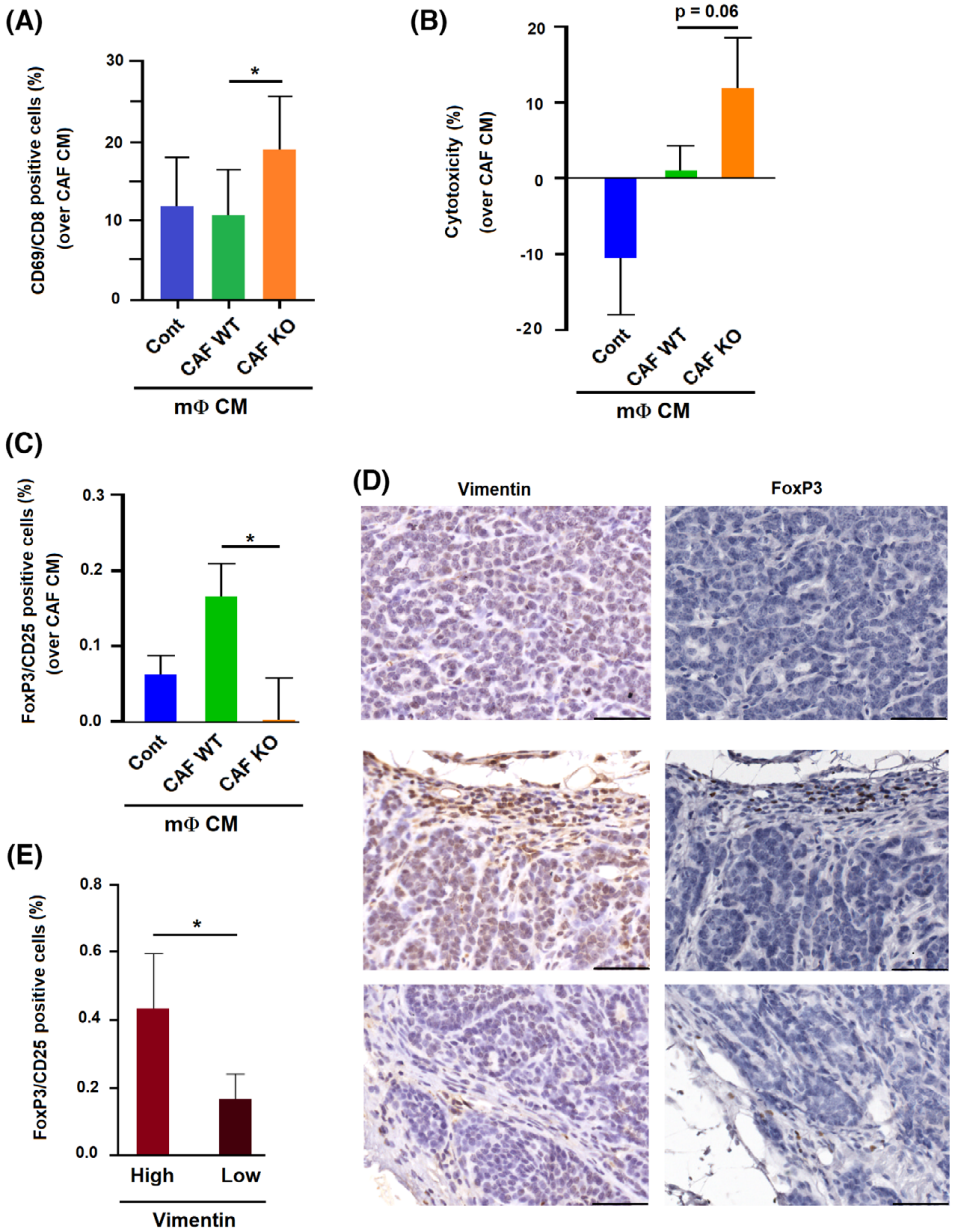
Functional effects of cancer‐associated fibroblast (CAF)‐induced macrophage polarization on lymphocytes. (A–C) Macrophage conditioned medium (CM) was used to stimulate lymphocytes; activation of CD8 lymphocytes (A) or regulatory T cells (T‐reg) (C) was determined by assessing the number of CD69/CD8‐positive or FoxP3/CD25‐positive cells by flow cytometry. Cytotoxicity of CD8 cells on OVA‐AT3 cells was also determined. (B) The average ± SD of three experiments is shown. (D, E) Expression of CAF and T‐reg markers vimentin and FoxP3, respectively, was determined in four PyMT tumors as indicated in Section 2. In (D) representative images of areas with low (upper panels) and high (middle and lower panels) vimentin expression with the corresponding staining of FoxP3 in the same areas. The bar corresponds to 50 μm. In (E) a quantification of the number of FoxP3 positive cells in areas with low (*n* = 8) or high (*n* = 8) vimentin expression. In (A–C and E) statistical significance was obtained using Student's *t*‐test; *, *P* < 0.05.

### 3.6 An alternative macrophage signature associates with CAF activation in human breast tumors

From the genes with a differential expression in BMDM stimulated by active versus *Snail1* KO CAF CM, we selected nine that were upregulated and showed a preferential expression in macrophages (*Plxdc2*, *Timp1*, *Ccr5*, *Arg2*, *Cd33*, *Cxcr4*, *Mrc1*, *Ccr1*, and *Arg1*). 

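Plxdc2, Arg2, Cd33, Cxcr4, Mrc1 and Ccr1 passed between WT and KO CAF CM, and Timp1 and Arg1 did not. Cxcr4, the receptor of the chemokine CXCL12, was 5.94-fold higher with WT CAF CM (log2 difference 2.57, SE 0.24, limma, adjusted p = 0.00037, 2 arrays per condition). Cxcr4 was nonetheless lower with both CAF CM than in not stimulated macrophages (-3.49 with WT and -6.06 with KO CAF CM), and Plxdc2 was lower with WT CAF CM as well (-1.64, limma, adjusted p = 0.0031). Arg2 and Cd33 were above the level of not stimulated macrophages with WT CAF CM. Timp1, an inhibitor of matrix metalloproteinases, read 4.87 and 10.79 in the 2 WT CAF CM arrays and 3.67 and 3.73 with KO CAF CM. Its difference of 4.13 (SE 1.26) did not pass (limma, adjusted p = 0.2). It was 7.09 without WT CAF CM replicate 1 and 1.17 without WT CAF CM replicate 2. Either way 1 WT CAF CM array remains, whose own spread cannot be measured. The same WT CAF CM array, replicate 2, carried the difference of Arg1.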

We interrogated public databases for the association of this signature with a high mesenchymal infiltration in breast tumors, defined by those that exhibited a high expression of CAF markers. As shown in Fig. 8A, in these human neoplasms, the macrophage signature correlated with the expression of *SNA1*, *FN1*, *ACTA2* (αSMA), *SPP1* (osteopontin), *COL1A1*, and *VIM*, all genes that are specific for active CAFs, indicating that this gene signature is associated with CAF activation. This macrophage alternative gene signature was also related to a higher endothelial infiltration, defined by *PECAM* expression (Fig. S11A) and also with that of *FGF2* but not with *VEGFA*. Finally, the CAF‐activated macrophage signature also correlated with the presence of T‐reg cells, as determined by *FOXP3* and *IKZF2* expression (Fig. S11B).

**Fig. 8:**
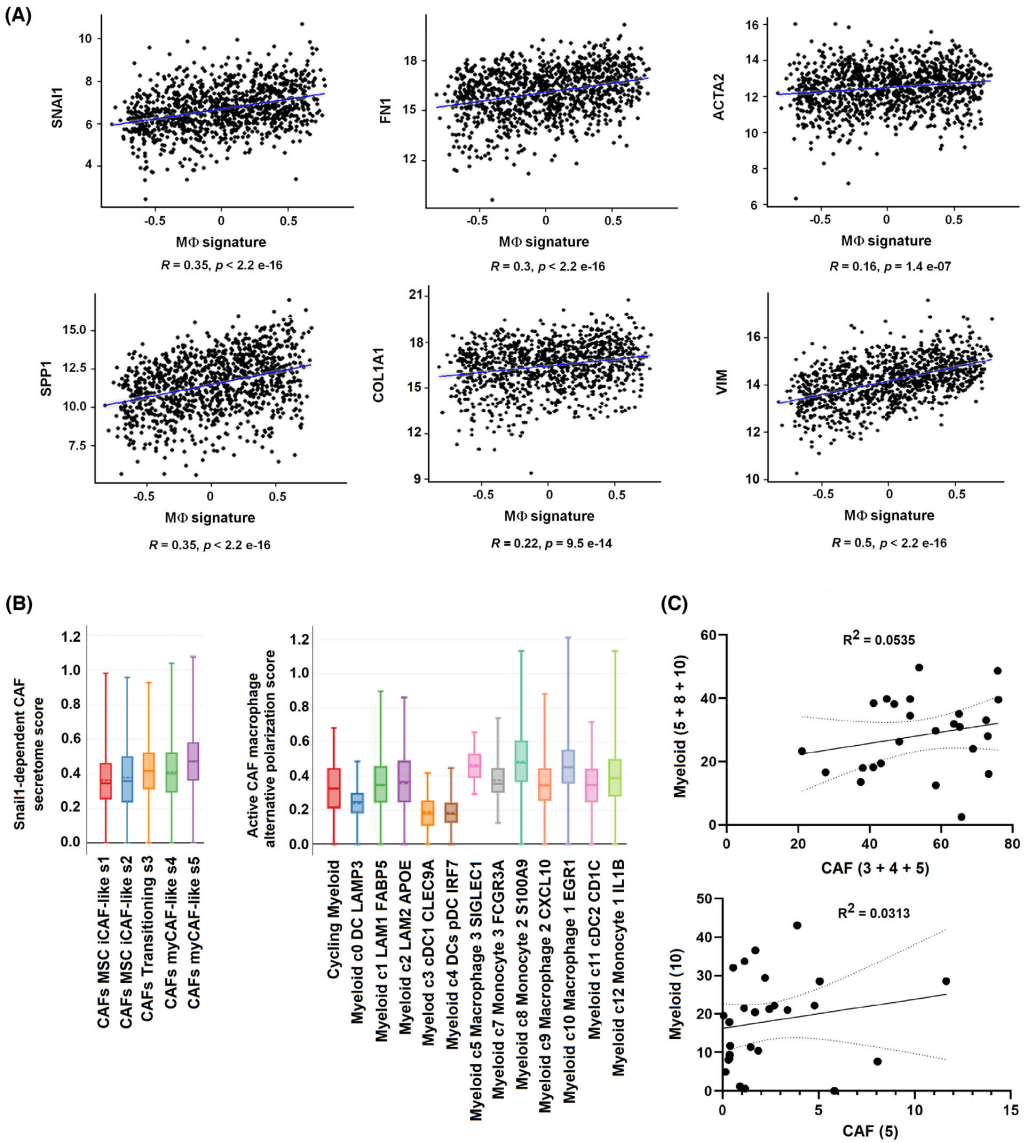
Macrophage gene signature specific for cancer‐associated fibroblast (CAF) activation correlates with mesenchymal gene expression in human tumors. (A) A signature characteristic of CAF‐activated macrophages was analyzed using the GSVA method in TCGA Breast Invasive Carcinoma PanCancer Atlas dataset; Spearman's correlation analysis showed positive associations among this macrophage's signature (*PLXDC2/TIMP1/CCR5/ARG2/CD33/CXCR4/MRC1/CCR1/ARG1*) and markers of active fibroblasts (*SNAI1*, *FN1*, *ACTA2*, *SPP1*, *COL1A1*, and *VIM*). The blue line indicated the regression of the values. (B) Breast cancer patients’ single‐cell RNA‐Seq data [22] were obtained and analyzed online at https://singlecell.broadinstitute.org/single_cell/portal as indicated in Section 2. CAF populations were scored by their expression of CAF WT versus CAF KO‐secreted proteins; myeloid cells, by the expression of genes up‐regulated in CAF‐activated macrophages. Each box is defined between Q1 and Q3 values and includes a dashed line (median) and a solid line (average). The bars represent the maximum and the minimum value of the series. The association between CAF and myeloid subpopulations in the cohort of 26 breast tumors is also shown (C). Statistical significance was assessed with the goodness‐of‐fit test.

We also analyzed recently published single‐cell RNA‐Seq data from a cohort of 26 breast cancer patients [22]. First, we scored the CAFs subpopulations obtained in this study depending on the expression of the secreted proteins described in Fig. 6C for our WT CAFs. The CAFs subpopulations *Transitioning s3*, *myCAF‐like s4*, and *myCAF‐like s5* showed a higher level of these factors compared with other subpopulations, being *myCAF‐like s5* the subpopulation with the highest score (Fig. 8B). This CAF subpopulation also ranked the highest when it was analyzed considering the expression of the CAF activation markers used in Fig. 8A, all also dependent on Snail1 (Fig. S12). Furthermore, we analyzed the myeloid cell subpopulations using the mean of their expression of the 25 genes with the highest expression in the macrophage polarization induced by active versus inactive CAFs; therefore, the 25 genes showing more activation in Fig. 4C. *Myeloid c5 Macrophage 3 SIGLEC1*, *Myeloid c8 Monocyte 2 S100A9*, and *Myeloid c10 Macrophage 1 EGR1* presented the highest scores (Fig. 8B). Finally, in the cohort of 26 tumors, we found a strong positive correlation between the abundance of s3 + s4 + s5 CAFs (in percentage of total CAFs) and the presence of c5 + c8 + c10 myeloid populations (measured as percentage of total myeloid cells; Fig. 8C). A similar association was observed when we compared just CAF s5 and myeloid c10 (*Macrophage 1 EGR1*), further suggesting that CAF activation promotes the polarization of macrophages to this alternative phenotype.

## 4 Discussion

We have extensively studied the role of Snail1 in mammary gland tumorigenesis. PyMT Snail1 KO mice show a higher survival than wild‐type mice, something that has attributed to Snail1 expression in CAFs, since these cells exhibit the highest expression of this factor. Moreover, Snail1 has been demonstrated to be essential for CAF activation. Besides this effect on CAFs, the results presented in Fig. 1 show that PyMT mammary gland tumors generated in Snail1‐deficient mice display a different macrophage polarization than those generated in control mice. Although the contribution of these altered macrophages in the increased survival remains to be studied, these results indicate that Snail1 directly or indirectly controls the polarization of these cells. After demonstrating that Snail1 is not expressed in macrophages, we have studied the effect of CAF activation in macrophage polarization analyzing the functional differences observed between the polarization of naïve BMDMΦ promoted by wild‐type and Snail1‐depleted, inactive CAFs. An association between CAFs and the alternative activation of macrophages has been observed in different tumors [26, 27, 28, 29], although a clear functional implication of CAF activation in macrophage polarization has not been investigated. Our study determines that compared with Snail1‐depleted, inactive CAFs, active CAFs induce a polarization state in BMDMΦs characterized by a lower cytotoxicity. This state does not correspond to an alternative IL4‐induced polarization since besides up‐regulating several classical markers of this differentiation, such as *Arg1*, CAFs also increase other gene products that are not modified by IL4 but downregulated by the M1 inducer IFNγ, such as *Arg2*. Moreover, other genes that are not modulated by IL4 or IFNγ are also specifically activated. Of note, WT CAFs also stimulated BMDMΦs expression of *Cd86*, an archetypical M1 marker, to a higher extent than KO CAFs. This agrees with single‐cell transcriptome analyses that have detected expression of genes up‐regulated by IL4 and IFNγ in some tumor‐derived macrophages [17]. It is also remarkable that, as shown in Fig. 4, although macrophages polarized by active or inactive CAFs are functionally distinct, they present more resemblances in gene expression than to those activated with IFNγ or IL4.

Our results also show that BMDMΦs polarized with active or inactive CAFs differently phagocyte tumor cells but do not show differences in fluorescent beads phagocytosis (see Fig. 3). These results suggested us that at least part of the effect of active CAFs on macrophages is cell‐dependent, and CAFs modulate the macrophage attack on tumor cells. The activity of macrophages on tumor cells is controlled through the interaction of tumoral CD47 with its receptor in macrophages, signal regulatory protein a (SIRPα) [30]. 

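Sirpa, the receptor of CD47 on macrophages, had log2 signals of 17.73 or more in all 10 arrays, among them 18.32 and 18.32 with WT CAF CM and of 18.37 and 18.44 with KO CAF CM. The difference of -0.09 (SE 0.18, 2 arrays per condition) did not pass (limma, adjusted p = 0.94). These signals lie near the highest of the arrays (18.73 to 18.8 in the WT and KO CAF CM arrays), where saturation can hide a difference, so that the test leaves open whether Sirpa differs. With IFNγ against not stimulated macrophages Sirpa gave -0.58 (limma, adjusted p = 0.056). Thbs1, which encodes another ligand of CD47, read 13.51 and 13.46 with WT CAF CM, 8.68 and 7.58 with KO CAF CM, 8.12 and 7.33 in not stimulated macrophages, 5.38 and 6.56 with IL4, and 6.71 and 6.5 with IFNγ. The gap between WT and KO CAF CM was larger than the replicate spread (limma, adjusted p = 9.2e-05).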

We have not detected significant differences in the transcriptome analysis in the expression of *SIRPα* between BMDMΦ polarized with active and inactive CAFs; in contrast, the levels of *Thbs1* are considerably higher in active CAFs‐polarized BMDMΦ (see Fig. 5). Thbs1 is also a high‐affinity receptor for CD47 and has been proposed to regulate CD47‐SIRPα binding [31]; moreover, it also contributes to the inhibition of other immune cells [31]. Therefore, it is also possible that the high expression of Thbs1 in CAF‐activated BMDMΦ might participate in the inhibition of the cytostatic and phagocytic activity of these cells on tumoral cells but not in the phagocytosis of beads.

As shown in Fig. 2, neither Snail1 protein nor its RNA was detected in macrophages. Some authors have previously reported Snail1 expression in these cells by immunohistochemistry [32]. However, these results were obtained with a Snail1 polyclonal antibody not currently available that might have recognized another related protein. Snail1 has also been detected in the THP‐1 macrophage cell line when stimulated with TGFβ [33]. In contrast, we have not observed Snail1 expression in BMDMΦs after they were stimulated with the CM from CAFs, with IFNγ or IL4. Only very low amounts of Snail1 RNA were detected, less than 1% of the values observed in not‐stimulated MSCs (see Fig. 2). Other EMT transcription factors, such as *Twist1* or *Snail2*, were not expressed by BMDMΦs; only *Zeb1* was detected in these cells, at levels corresponding to 3% of non‐stimulated MSCs. Zeb1 has been reported to be expressed by F4/80 low macrophages [34]. We have not observed Snail1 expression in this macrophage subtype.

Macrophages are very plastic cells and very sensitive to changes in the local microenvironment [35]. They undergo extensive changes in gene transcription upon exposition to cytokines that generate a hostile or permissive immune response. It has been proposed that these changes are relatively transient, and that after removal of the polarizing cytokine, they can return to the baseline state [36]. Our results imply that an active CAF‐rich TME promotes the polarization of BMDMΦs to an immunosuppressive phenotype, preventing its cytotoxic activity against tumor cells and also enhancing the activation of the T‐reg immunosuppressive cells. Accordingly, an analysis of human tumors shows a close association of the expression of a gene signature characteristic of CAF‐activated macrophages with genes specific of T‐reg activation.

Snail1 depletion in CAF affects their production of TGFβ, PGE_2,_ and OPN, three molecules reported to control macrophage differentiation to the alternative M2 phenotype [37, 38, 39, 40, 41, 42]. The precise mechanisms used by Snail1 to control these factors have only partially unveiled. For instance, PGE_2_ production needs the activation of cyclooxygenase 2, an enzyme required for prostaglandin synthesis, as well as the direct repression of 15‐hydroxyprostaglandin dehydrogenase, involved in PGE_2_ degradation [8, 43]. Although Snail1 has been traditionally considered a transcriptional repressor, Snail1 activation of mesenchymal genes is associated with a direct interaction of this transcriptional factor to their promoters, although this has only been documented for some specific genes [5, 44, 45]. In our studies, PGE_2_ is the most potent factor inducing our alternative program and repressing cytotoxicity; consequently, its inhibition exerts a more complete effect than that of TGFβ (Fig. 6 and Fig. S4). Moreover, other cytokines that are also upregulated in WT CAF versus CAF Snail1 KO cells, such as IL6 and GM‐CSF, have also been implicated in the alternative differentiation of macrophages [37, 46]. At this regard, OPN is a poorer activator than PGE_2_ or TGFβ of the alternative, CAF‐induced polarization (see Fig. S4), as assessed by the expression of *Arg1* or *Mrc1*. In any case, we cannot discard that other factors secreted by CAFs, such as those indicated in [29], may also play a role.

Our results also show that Snail1 expression in tumor cells is much less efficient than CAFs in promoting macrophage differentiation toward the alternative phenotype. Other authors have shown that Snail1 in tumor cells enhances macrophage recruitment [6] and their alternative M2 polarization [47, 48]. In our MMTV‐PyMT cancer model, the number of total macrophages in tumors was not different in WT or Snail1‐depleted mice, suggesting that other tumor cells are more relevant than active CAFs in attracting macrophages. Moreover, the differences in the activation of IL4‐induced genes were much less relevant when macrophages were activated with the CM from tumor cells transfected with Snail1 than with CAF CM, probably reflecting that Snail1 only produces a partial EMT in tumor cells or that it cannot promote the secretion of PGE_2_. It is possible that the differences observed by other authors when comparing Snail1‐deficient versus WT tumor cells on macrophage differentiation is due to the higher capability of Snail1‐expressing cells to activate CAF [49]. In any case, the fact that macrophages also secrete factors that activate CAFs [28, 50] indicates that tumor cells, CAFs, and macrophages participate in a complex network of activation, likely involved in the generation and progression of human tumors.

## 5 Conclusions

Our results show that active, Snail1‐expressing cancer‐associated fibroblasts promote the polarization of macrophages toward a phenotype with low cytotoxicity that also enhances the activation of T‐reg cells. With respect to inactive CAF‐treated cells, these CAF‐activated macrophages present an alternative polarization that does not correspond to a classic IL4‐induced phenotype and is characterized by the expression of genes that are (a) normally induced in the IL4‐promoted macrophage polarization, (b) downregulated by IFNγ, or (c) not altered during these two canonical differentiations. This CAF effect is dependent on their secretion of PGE_2_ and TGFβ, since inhibitors of these factors prevent this alternative macrophage polarization.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

RM and AGdH conceived and designed the study. MB‐O, RO‐S, BdV‐P, PM‐G, and RM performed the experimental work. AB analyzed the polyamines. MB‐O and RP did the bioinformatic analysis. RP helped with the tumor analysis. AGdH, with contributions from MB‐O and RO‐S, wrote the manuscript. All authors read and approved the final manuscript.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13454.

## Supporting information

**Fig. S1.** Snail1 staining and morphology of MMTV tumors.
**Fig. S2.** FACS gating strategy to identify macrophages and their polarization status.
**Fig. S3.** Activation of mesenchymal cells alters the cytotoxic activity of macrophages.
**Fig. S4.** Gene expression in macrophages polarized with conditioned medium from wild‐type or Snail1‐depleted cancer‐associated fibroblasts.
**Fig. S5.** Expression of cancer‐associated fibroblasts (CAFs)‐dependent bone‐marrow macrophage activation marker Mrc1 and active CAF protein vimentin associated in PyMT.
**Fig. S6.** Macrophages polarized with conditioned medium from active cancer‐associated fibroblasts (CAFs) present an elevated Arg1 and 2 expression.
**Fig. S7.** Snail1‐expressing tumor cells are less effective than cancer‐associated fibroblasts (CAFs) in the promotion of the alternative macrophage polarization.
**Fig. S8.** Prostaglandin E_2_ (PGE_2_) stimulates Arg1 and Arg2 gene expression and represses macrophage cytotoxicity.
**Fig. S9.** Prostaglandin E_2_ (PGE_2_) and TGFβ receptor inhibitors reverse the repression of *Sez6l2* by cancer‐associated fibroblasts (CAF)‐stimulated macrophages.
**Fig. S10.** Functional effects of cancer‐associated fibroblasts (CAFs)‐induced macrophage polarization on endothelial cells.
**Fig. S11.** Macrophage gene signature specific for cancer‐associated fibroblasts (CAF) activation correlates with endothelial cell markers and genes characteristic of activated regulatory T (T‐regs) cells.
**Fig. S12.** Cancer‐associated fibroblast (CAF) *myCAF‐like s5* signature presents the highest association with CAF activation markers.
**Table S1.** Antibodies used in this article.
**Table S2.** Primers used in the real‐time quantitative PCR coupled to retrotranscription.
**Table S3.** Secreted factors differently expressed in wild‐type versus Snail1‐depleted cancer‐associated fibroblasts.

## Data Availability

The data that support the findings of this study are available from the corresponding author () upon reasonable request. The data that support the findings of the microarray analysis mentioned in 2.10 have been deposited in NCBI's GEO (GSE206404, token sbsxciochrmpnon).

# Supplementary material for: Analyzing the role of cancer‐associated fibroblast activation on macrophage polarization
**Source:** Mol Oncol. 2023 Jun 7;17(8):1492–513. doi: 10.1002/1878-0261.13454
**Supplement:** Supplementary file 1 — Fig. S1. Snail1 staining and morphology of MMTV tumors. Fig. S2. FACS gating strategy to identify macrophages and their polarization status. Fig. S3. Activation of mesenchymal cells alters the cytotoxic activity of macrophages. Fig. S4. Gene expression in macrophages polarized with conditioned medium from wild‐type or Snail1‐depleted cancer‐associated fibroblasts. Fig. S5. Expression of cancer‐associated fibroblasts (CAFs)‐dependent bone‐marrow macrophage activation marker Mrc1 and active CAF protein vimentin associated in PyMT. Fig. S6. Macrophages polarized with conditioned medium from active cancer‐associated fibroblasts (CAFs) present an elevated Arg1 and 2 expression. Fig. S7. Snail1‐expressing tumor cells are less effective than cancer‐associated fibroblasts (CAFs) in the promotion of the alternative macrophage polarization. Fig. S8. Prostaglandin E2 (PGE2) stimulates Arg1 and Arg2 gene expression and represses macrophage cytotoxicity. Fig. S9. Prostaglandin E2 (PGE2) and TGFβ receptor inhibitors reverse the repression of Sez6l2 by cancer‐associated fibroblasts (CAF)‐stimulated macrophages. Fig. S10. Functional effects of cancer‐associated fibroblasts (CAFs)‐induced macrophage polarization on endothelial cells. Fig. S11. Macrophage gene signature specific for cancer‐associated fibroblasts (CAF) activation correlates with endothelial cell markers and genes characteristic of activated regulatory T (T‐regs) cells. Fig. S12. Cancer‐associated fibroblast (CAF) myCAF‐like s5 signature presents the highest association with CAF activation markers. Table S1. Antibodies used in this article. Table S2. Primers used in the real‐time quantitative PCR coupled to retrotranscription. Table S3. Secreted factors differently expressed in wild‐type versus Snail1‐depleted cancer‐associated fibroblasts.

Analyzing the role of cancer-associated fibroblast activation on macrophage polarization

Marina Bruch-Oms, Rubén Olivera-Salguero, Rocco Mazzolini, Beatriz del Valle-Pérez,
Paula Mayo-González, Ángel Beteta, Raúl Peña, and Antonio García de Herreros

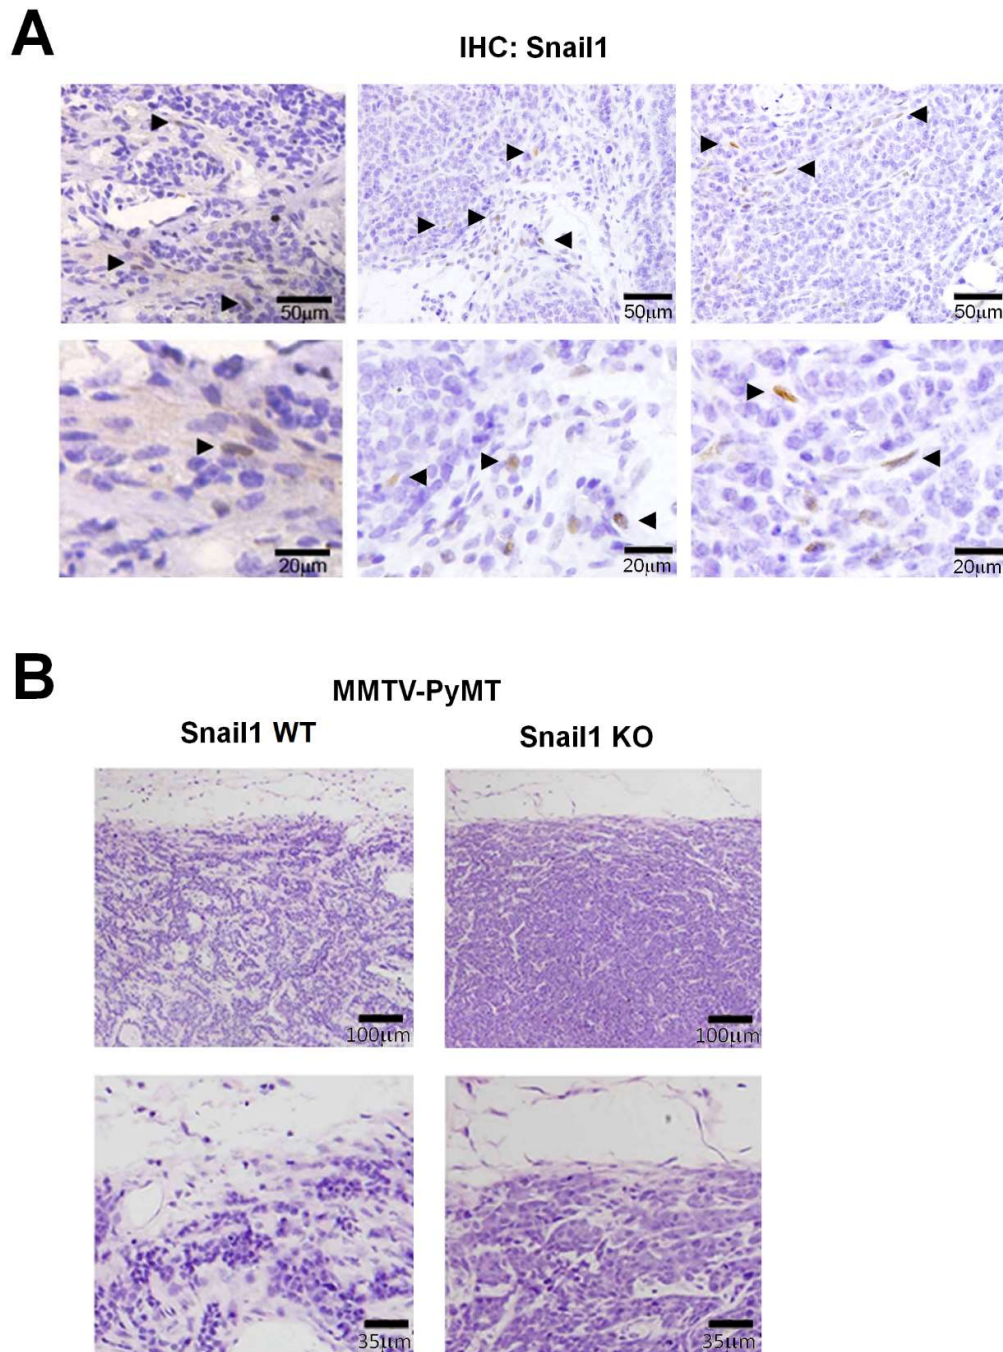

Figure S1. Snail1 staining and morphology of MMTV tumors. **A**, Snail1 staining of MMTV-PyMT tumors was performed as indicated in Methods. The figure presents representative images (upper row) with magnification (lower row) of Snail1-expressing cells (labelled with arrowheads). **B**, Representative images of hematoxylin-eosin staining of the invasion from of MMTV-PyMT tumors generated in wild-type (WT) or Snail1 KO mice.

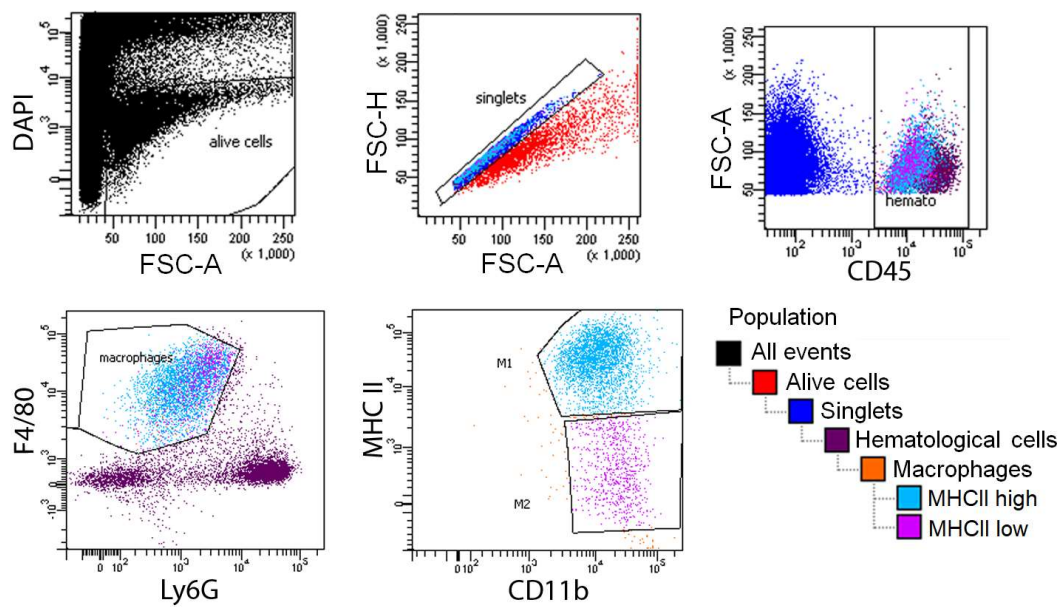

Figure S2. FACS gating strategy to identify macrophages and their polarization status. MMTV-PyMT mammary tumors were harvested and dissociated for single cell recovery. Representative plots of living CD45+, F4/80+, Ly6G-, CD11b+ and MHC-low or -high macrophages are shown.

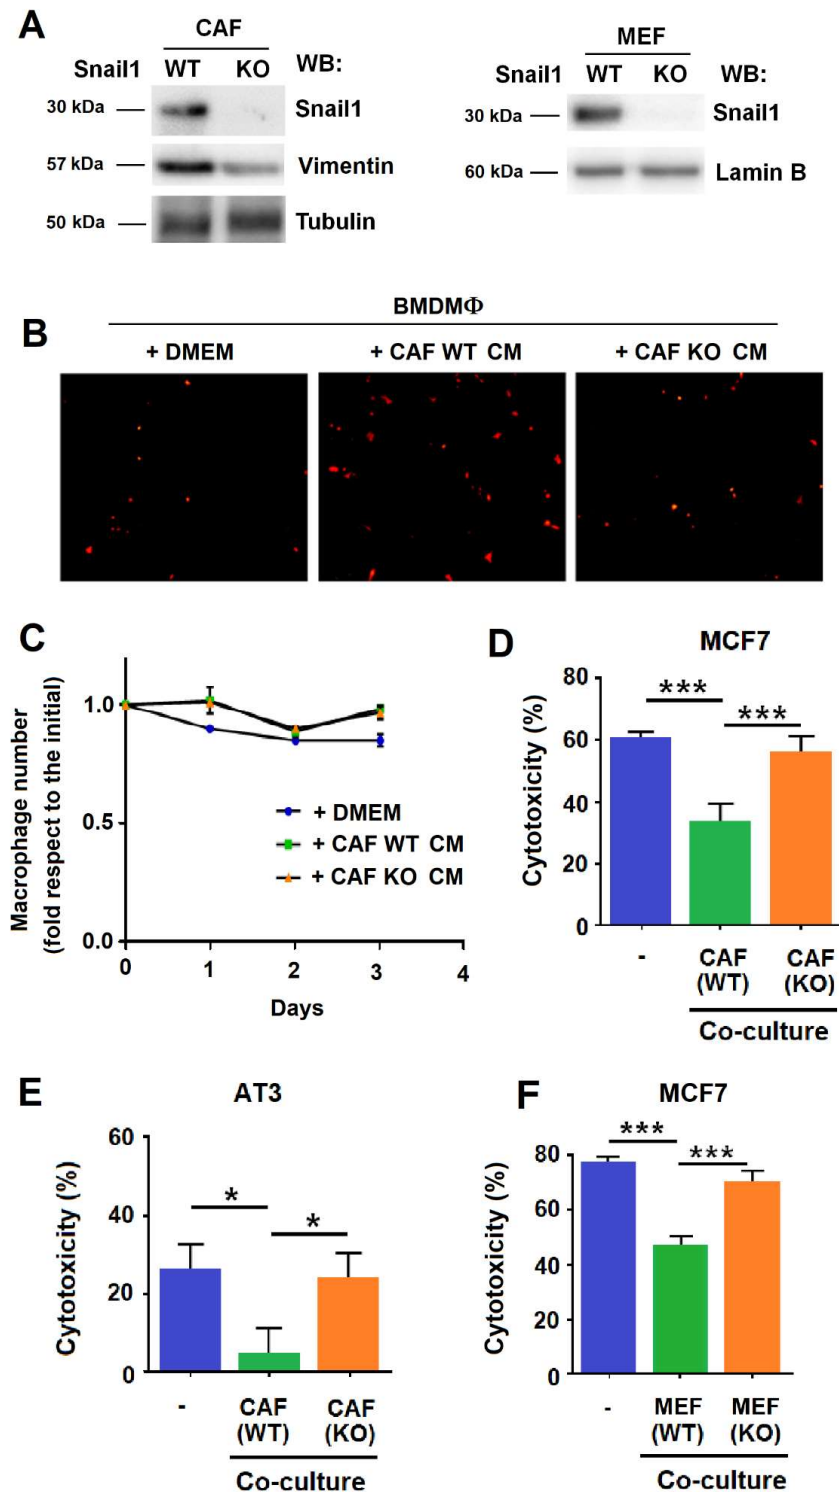

Figure S3. Activation of mesenchymal cells alters the cytotoxic activity of macrophages. **A**, Snail1 expression in cancer-associated fibroblasts (CAFs) or murine

embryo fibroblasts (MEFs), as assessed by western blot. **B**, Tomato-labelled human MCF7 mammary tumor cells were incubated with bone marrow-derived macrophages (BMDMΦ) and conditioned medium (CM) from the indicated CAFs. A representative micrograph showing Tomato-labelled cells 48 h later is shown. **C**, Effect of CAF CM on macrophage viability. Number of macrophages was determined by MTT assays. **D-F**, Tomato-labelled human MCF7 or murine AT3 mammary tumor cells were incubated with CAF or MEF either Snail1 WT or KO for 24 h. Bone marrow-derived macrophages were added and the number of Tomato-labelled cells was determined 48 h later. In C-F the average $\pm$ SD of three experiments is shown. Statistical significance was obtained using Student's t-test; *, $P < 0.05$; ***, $P < 0.001$.

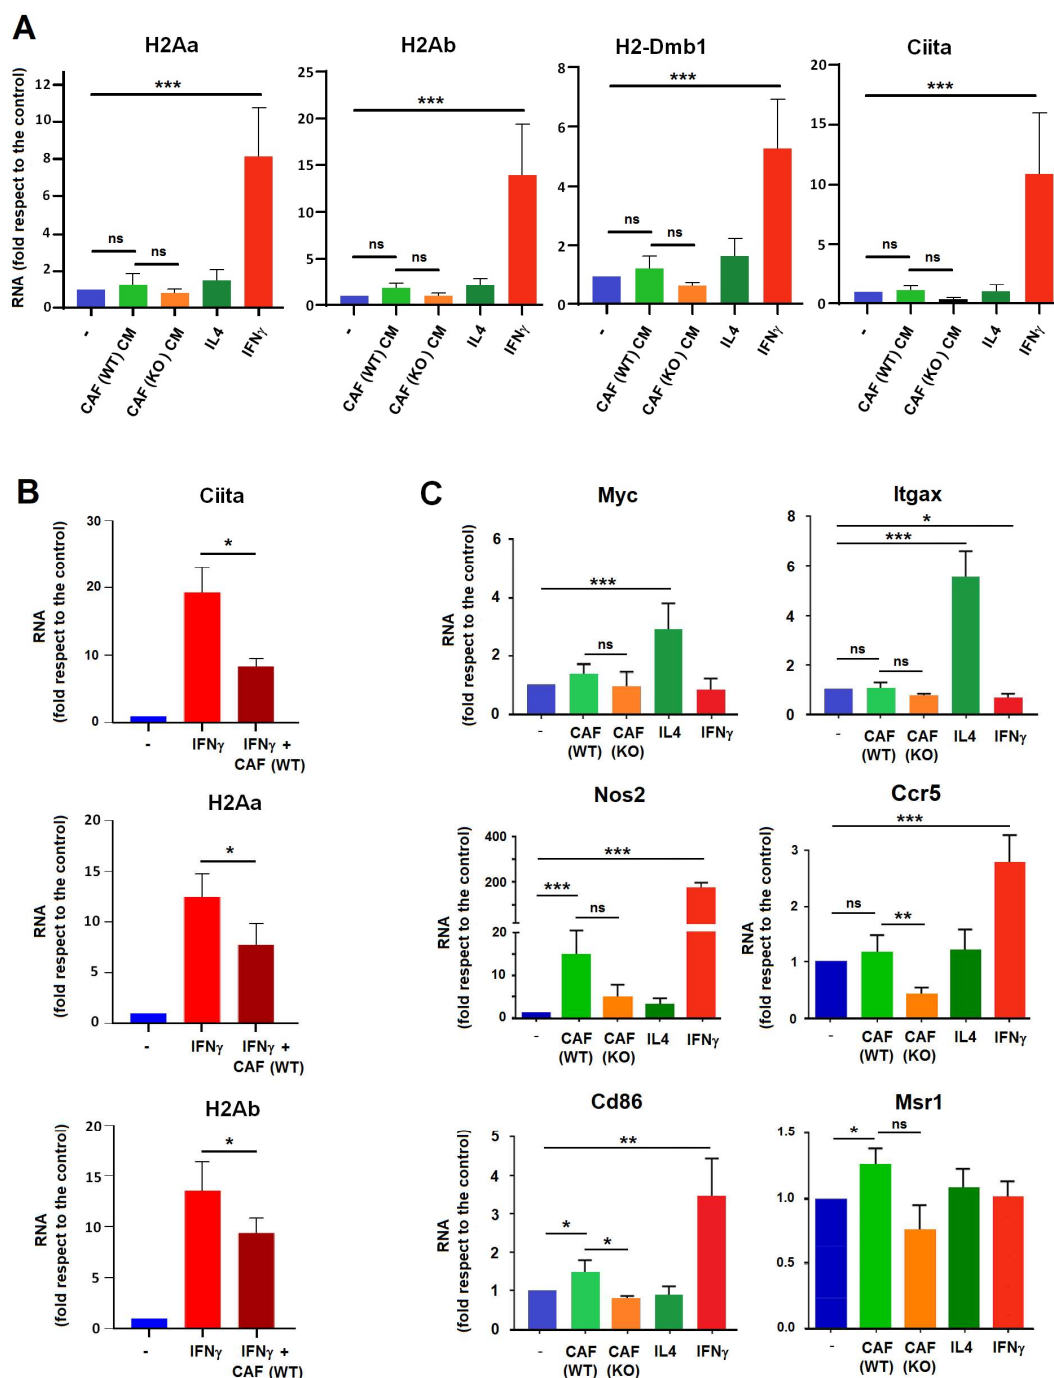

Figure S4. Gene expression in macrophages polarized with conditioned medium from wild-type or Snail1-depleted cancer-associated fibroblasts (CAFs). A-C, RNA analysis in not-stimulated macrophages or activated with conditioned medium (CM) from wild-type (WT) or Snail1-depleted (KO) CAFs, with IL4, IFN γ or IFN γ plus WT CAFs CM. All treatments were for 24 h. The figure shows the average $\pm$ SD of

three experiments. Statistical significance was obtained using Student's t-test; ns, not significant; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$.

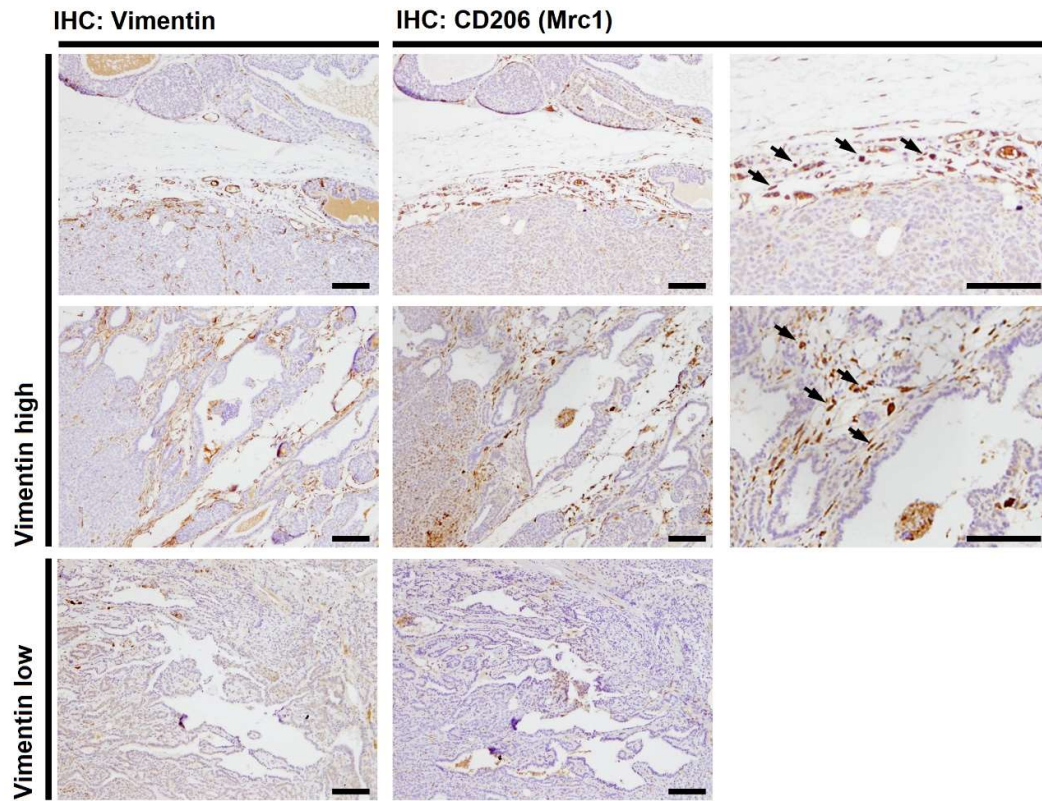

Figure S5. Expression of cancer-associated fibroblasts (CAFs)-dependent bone marrow macrophage activated marker Mrc1 and active CAF protein vimentin associate in PyMT. Representative images of areas with low and high vimentin expression with the corresponding staining of CD206 (Mrc1) in the same areas. The bar corresponds to 100 μm . The right panels correspond to magnifications of the middle panels; the arrows identify macrophages stained with the CD206 antibody.

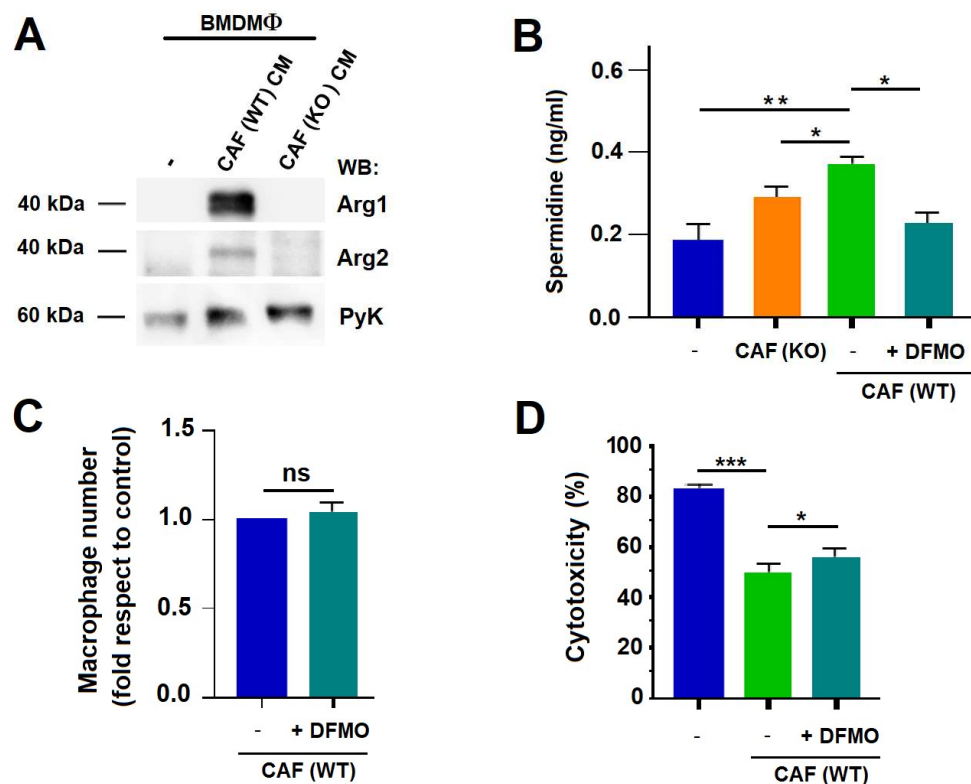

Figure S6. Macrophages polarized with conditioned medium from active cancer-associated fibroblasts (CAFs) present an elevated Arg1 and 2 expression. **A**, Analysis of Arg1 and 2 in total extracts of bone-marrow-derived macrophages (BMDMΦ) incubated with conditioned medium (CM) from CAFs. **B**, Spermidine levels in macrophages treated as in A and incubated with DFMO (100 μ M). **C**, Effect of DFMO on macrophage viability. Number of macrophages was determined by MTT assays. **D**, Tomato-labelled human MCF7 were incubated with CAFs for 24 hours and later with BMDMΦ and the indicated inhibitors for 48 h. Macrophage-induced cytotoxicity was assessed as indicated in Methods. In B-D the average $\pm$ SD of three experiments is shown. Statistical significance was obtained using Student's t-test; ns, not significant; ns, not significant, *, P < 0.05; **, P < 0.01; ***, P < 0.001.

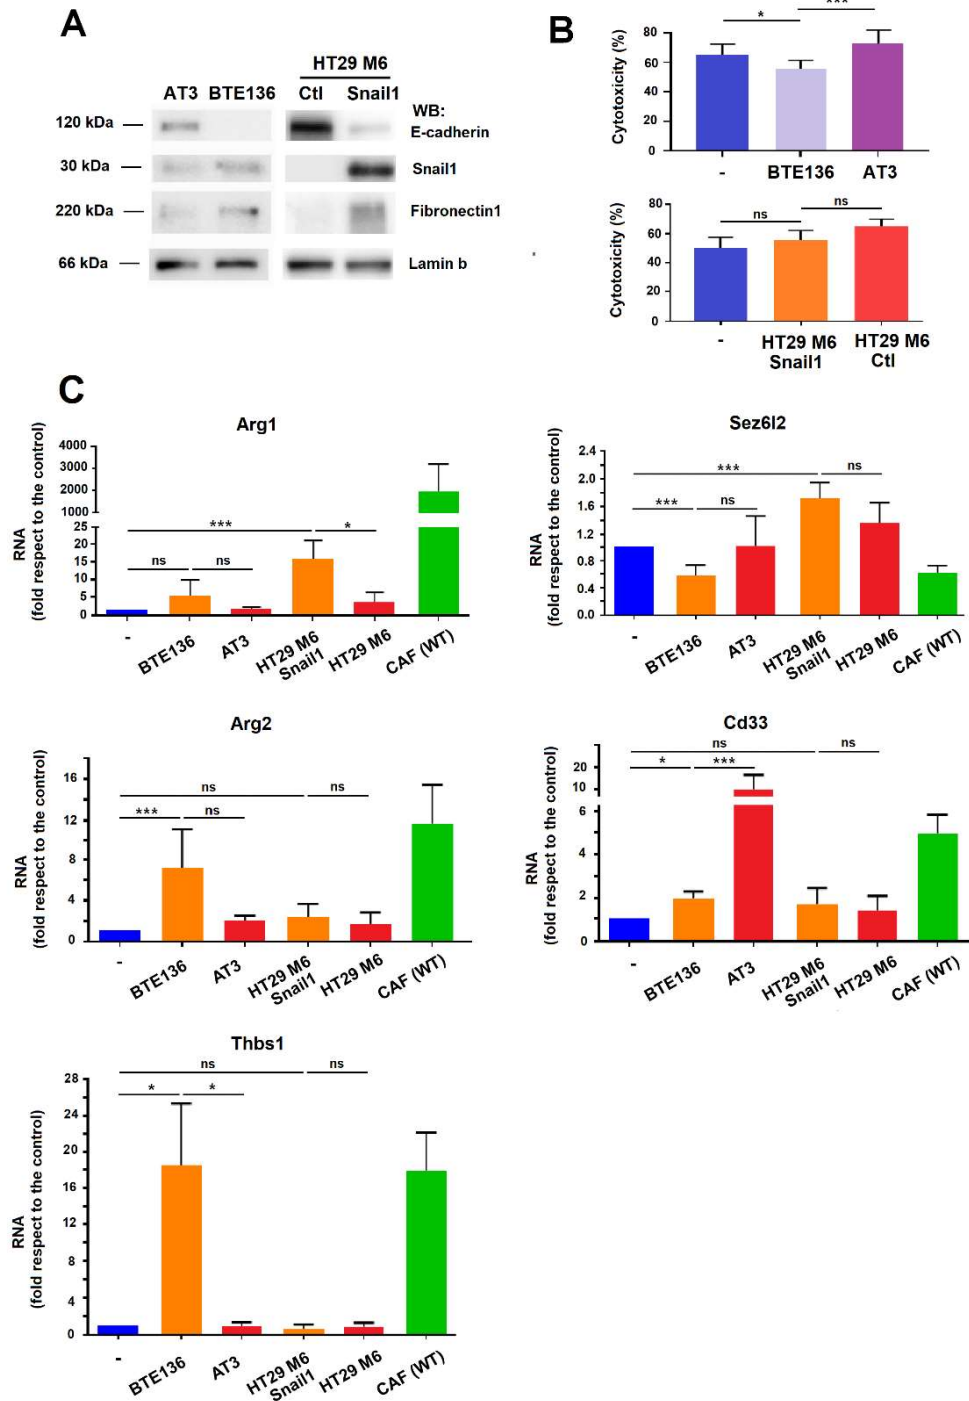

Figure S7. Snail1-expressing tumor cells are less effective than cancer-associated fibroblasts (CAFs) in the promotion of the alternative macrophage polarization. **A**, Expression of Snail1 and epithelial (E-cadherin) or mesenchymal (Fibronectin) markers in breast tumor AT3 and BTE136 cells or HT29 M6 cells transfected with Snail1. Protein expression was determined in total cell extracts by western blot. **B**, Bone-marrow-derived macrophages were incubated for 48 h with

Tomato-labelled MCF7 cells and conditioned-medium (CM) from the indicated cells and the cytotoxic activity versus MCF7 cells was assayed. **C**, RNA analysis of CAF-regulated genes in not-stimulated macrophages or treated with CM from the indicated cells. Regulation of these same genes by CAFs (data from Fig 5) is shown as reference. In B-C the average $\pm$ SD of three experiments is shown. Statistical significance was obtained using Student's t-test; ns, not significant; *, P <0.05; ***, P <0.001.

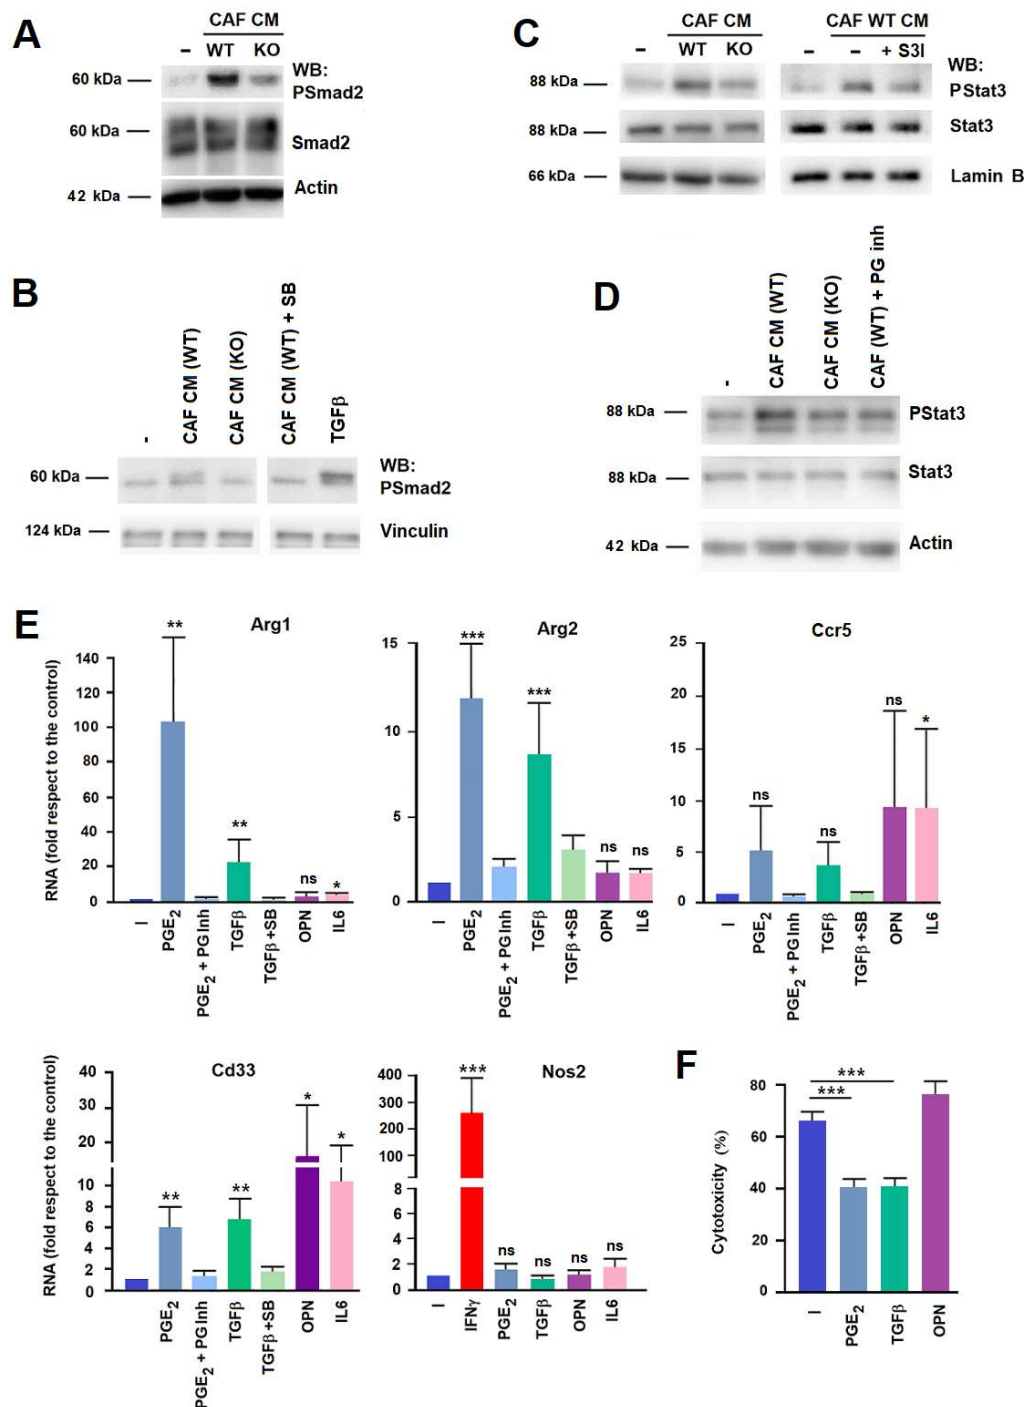

Figure S8. Prostaglandin E₂ (PGE₂) stimulates Arg1 and Arg2 gene expression and represses macrophage cytotoxicity. A-D, Smad2 or Stat3 phosphorylation was assessed by western blot in NMuMG (A) or bone-marrow-derived macrophages (BMDMΦ) (B-D) treated with conditioned medium from wild-type (WT) or Snail1-depleted (KO) CAFs. When indicated the Stat3 phosphorylation inhibitor S3I (25 μM),

the TGF β -receptor inhibitor SB (5 μ M) or the PGE₂ receptor inhibitors L161 (10 μ M) and PF (1 μ M) (PG Inh) were also added. **E**, BMDM Φ were treated with PGE₂ (100 nM), TGF β (5 ng/ml), Osteopontin (OPN) (10 ng/ml), IL6 (50 ng/ml), PG Inh or SB. RNA was obtained after 24 h and the expression of the indicated genes was analyzed by real-time quantitative PCR coupled to retrotranscription. Average $\pm$ SD of three experiments is shown. **F**, BMDM Φ were incubated with the indicated factors and Tomato-labelled human MCF7 for 48 h. Macrophage-induced cytotoxicity was assessed as above. The figure shows the average $\pm$ SD of three experiments. In E and F statistical significance was obtained using Student's t-test; *, P <0.05; **, P <0.01; ***, P <0.001.

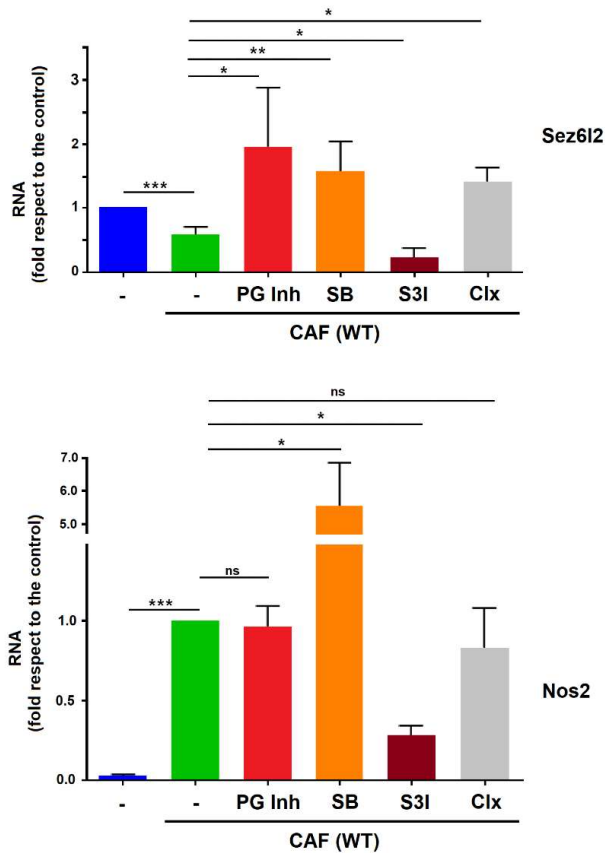

Figure S9. Prostaglandin E₂ (PGE₂) and TGF β receptor inhibitors reverse the repression of *Sez6l2* by cancer-associated fibroblasts (CAFs)-stimulated macrophages. RNA analysis of macrophages treated with conditioned medium (CM) from CAFs. The indicated inhibitors were added to the CM. When the effect of celecoxib (Clx) was assayed, this compound was previously added to the CAFs during 24 h. The average $\pm$ SD of three experiments is shown. Statistical significance was obtained using Student's t-test; ns, not significant; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

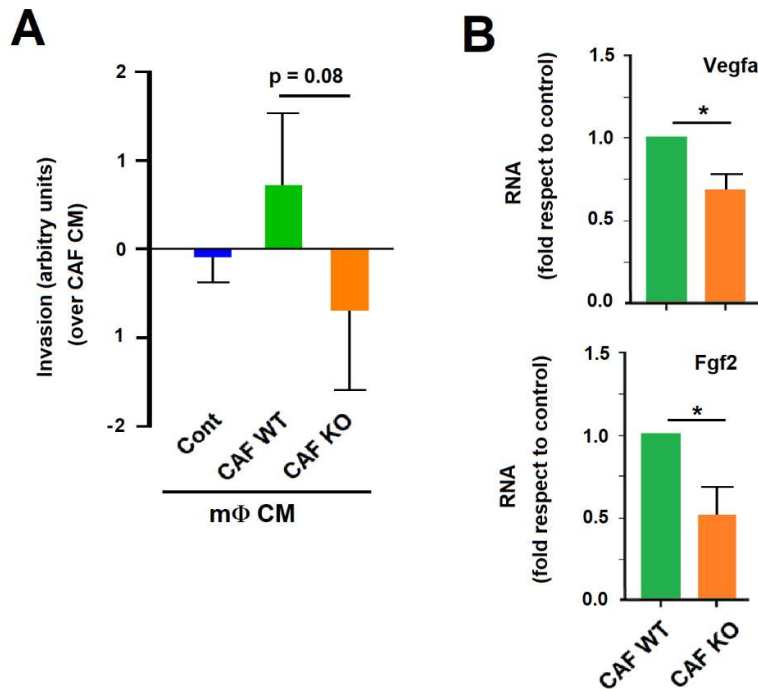

Figure S10. Functional effects of cancer-associated fibroblast (CAF)-induced macrophage polarization on endothelial cells. **A**, Conditioned medium (CM) from macrophages stimulated either by wild-type (WT) or Snail1-depleted (KO) CAFs CM was used to drive invasion of HMEC1 endothelial cells. CAFs CM was used as control. **B**, Expression of *Vegfa* or *Fgf2* genes was assessed in macrophages by real-time quantitative PCR coupled to retrotranscription. The figures show the average $\pm$ SD of three experiments. Statistical significance was obtained using Student's t-test; *, $P < 0.05$.

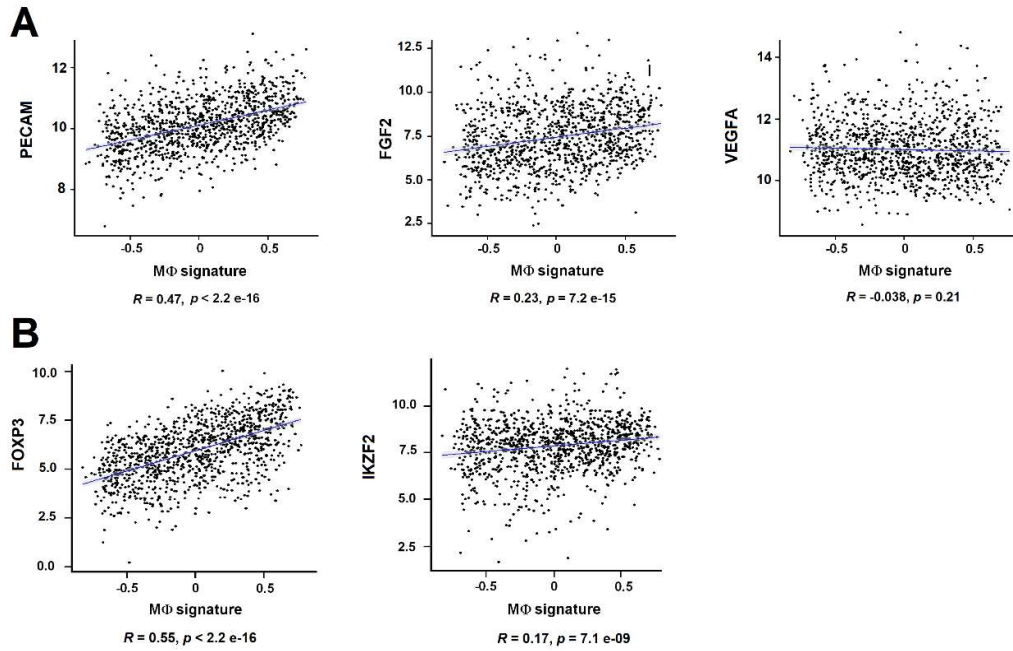

Figure S11. The macrophage gene signature specific for cancer-associated fibroblast (CAF)- activation correlates with endothelial cell markers and genes characteristic of activated regulatory T cells (T-regs). The signature characteristic of CAF-activated macrophages was analyzed using the GSVA method in TCGA Breast Invasive Carcinoma PanCancer Atlas dataset; Spearman's correlation analysis showed positive associations among this macrophage's signature (*PLXDC2/ TIMP1/ CCR5/ ARG2/ CD33/ CXCR4/ MRC1/ CCR1/ ARG1*) and endothelial cells-related genes (**A**) or with genes characteristic of activated T-regs (**B**). The blue line represents regression.

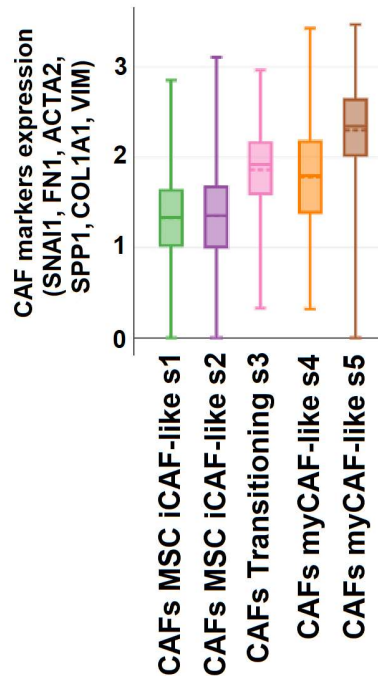

Figure S12. Cancer- associated fibroblast (CAF) *myCAF-like s5* signature presents the highest association with CAF activation markers. Breast cancer patients single cell RNA seq data analyzed online at https://singlecell.broadinstitute.org/single_cell/portal/ as indicated in Methods. CAF populations were scored by their expression of the specific CAF markers analyzed in Fig. 8A (*SNAI1*, *FN1*, *ACTA2*, *SPP1*, *COL1A1* and *VIM*). Each box is defined between Q1 and Q3 values and includes a dashed line (median) and a solid line (average). The bars represent the maximum and the minimum value of the series.

Table S1. Antibodies used in this article

Antibody	Company	Method
α - Smooth Muscle Actin (α -SMA)	Sigma (A2547)	WB (1/1000)
β -Actin	Abcam (ab8227)	WB (1/2000)
Arginase 1	Cell Signaling (93668)	WB (1/1000)
Arginase 2	Cell Signaling (55003)	WB (1/1000)
CD3 (clone 17A2) (APC-Cy7)	BD Biosciences (560590)	FC (1/200)
CD4 (clone GK1.5) (PerCP)	Biolegend (100431)	FC (1/100)
CD8a (Clone 53-6.7) (PE-Cy7)	EBioscience (25-0081-82)	FC (1/100)
CD11b (clone M1/70) (PE-Cy7)	BD Biosciences (561098)	FC (1/100)
CD25 (clone 3C7) (APC)	Biolegend (101909)	FC (1/100)
CD45 (clone 30-F11) (PE)	Biolegend (103105)	FC (1/100)
CD69 (Clone H1-2F3) (PE)	Biolegend (104507)	FC (1/100)
CD206 (Mrc1)	Abcam (ab64693).	IHC (1/100)
E-Cadherin	Transduction labs (610182)	WB (1/2000)
F4/80 (clone BM8) (APC)	Biolegend (123115)	FC (1/100)
Fibronectin1	Abcam (ab2413)	WB (1/1000)
FoxP3 (Clone FJK-16s) (PE)	EBioscience (12-5773-82)	FC (1/200)
FoxP3	Cell signaling (12653)	IHC (1/200)
Lamin B	Abcam (ab16048)	WB (1/2000)
Ly6G (clone RB6-8C5) (FITC)	EBioscience (11-5931-81)	FC (1/100)
MHCII (clone M5/114.15.2) (APC-Cy7)	Biolegend (107627)	FC (1/100)
pSmad2	Cell Signaling (3108)	WB (1/1000)
pStat3	Cell Signaling (9145S)	WB (1/1000)
Pyruvate kinase	Chemicon (1235)	WB (1/1000)
Smad2/3	Cell Signaling (8685)	WB (1/1000)
Snail1	Cell Signaling (3879)	WB (1/2000)<br>IHC (1/100)
Stat3	Santa Cruz (Sc-8019)	WB (1/1000)
Tubulin	Merck/Sigma (T9026)	WB (1/10000)
Vimentin	BD Biosciences (550513)	IHC (1/50)
Vinculin	Sigma (V9131)	WB (1/1000)

WB: western blot; IHC: immunohistochemistry; FC: flow cytometry

Table S2. Primers used in the real-time quantitative PCR coupled to retrotranscription.

**Gene**	**Forward**	**Reverse**
<i>Arg1</i>	5'-CACACTGACATCAACACTCC-3'	5'-TCTCGCAAGCCAATGTACAC-3'
<i>Arg2</i>	5'-TCTCCTCCACGGGCAAATTC-3'	5'- GCAAGCCAGCTTCTCGAATG-3'
<i>Ccl2</i>	5'-GCATCTGCCCTAAGGTCTTCA-3'	5'GTGGAAAAGGTAGTGGATGCATT-3'
<i>Ccr5</i>	5'-GCTCAGTCTTTCCTGCATGGT-3'	5'-ACTTCCTAAGCTCCCACTGC-3'
<i>Cd33</i>	5'-TCCATTTCATGCTTTTCTTAGCTGT-3'	5'-GAGTTAGGACGCATTTTAGCTGT-3'
<i>Cd86</i>	5'- CAGCACGGAAGTGAACAACC-3'	5'- CTCCACGGAAACAGCATCTGA -3'
<i>Ciita</i>	5'-AGGCCTATGCCAACATTGCG-3'	5'-CCATAGCATGCTCTTCCGGG-3'
<i>Fgf2</i>	5'-GACCCACACGTCAAACATAAA-3'	5'-GTAACACACTTAGAAGCCAGCAG-3'
<i>H2-Aa</i>	5'-AGGTGAAGACGACATTGAGG-3'	5'-AACTCAGGAAGCATCCAGAC-3'
<i>H2-Ab</i>	5'-CCATTACCTGTGCCTTAGAG-3'	5'-GAACTGGTACACGAAATGCC-3'
<i>H2-Dmb1</i>	5'-AGCCTTCTCCAGCGTTTGC-3'	5'-TTTGGGCTACTCGGACAGATG-3'
<i>Hprt</i>	5'-GGCCAGACTTTGTTGGATTTG-3'	5'-TGCGCTCATCTTAGGCTTTGT-3'
<i>Ido1</i>	5'-AACCCCTATAAGAGATGCTGGGACAT-3'	5'-ATGTGGTAGAGCAAAGCCCA-3'
<i>Itgax</i>	5'-GAGGCTGCAAGCATCATTCG-3'	5'-GCATCAAAGTTCTCCACGCTG-3'
<i>Mrc1</i>	5'-CTGCAGATGGGTGGGTATT-3'	5'-GGCATTGATGCTGCTGTTATG-3'
<i>Msr1</i>	5'- ATCTTCCACCAAGGCCAGTG-3'	5'- CCTAGACTCCGGCAGACAAC -3'
<i>Myc</i>	5'ATGAGGAGACACCGCCACCC-3'	5'-GCCTCTTCTCCACAGACACCACAT-3'
<i>Nos2</i>	5'-AGCTGGGCTGTACAAACCTT-3'	5'-CTCCCATGTTGCATTGGAAG-3'
<i>Opn</i>	5'-CTGGCAGCTCAGAGGAGAAG-3'	5'-CTGTGGCGCAAGGAGATTCTG-3'
<i>Sez6l2</i>	5'-GACGCAGAGGGAAAGTGACA-3'	5'-TTCCAGGCTCTGGCATCATC-3'
<i>Snai1</i>	5'-GCGCCCGTCGTCCTTCTCGTC-3'	5'-CTTCCGCGACTGGGGGTCCT-3'
<i>Snai2</i>	5'-CCATGCCATCGAAGCTGAGAA-3'	5'-AGGCTTTTCCCCAGTGTGAGTTC-3'
<i>Tgfb1</i>	5'-AAGTGGAGCAGCACGTGGAG- 3'	5'-CAGCCGGTTGCTCAGGTATC-3'
<i>Thbs1</i>	5'-AAGCAACCGCATTCCAGAG-3'	5'-TGGCCCTTCACCAAGTCG-3'
<i>Twist1</i>	5'-CTGCAGGCCGAGACCTAGA-3'	5'-TTAAAAGTGCCCCACGCC-3'
<i>Vegfa</i>	5'-CCAGCGAAGCTACTGCCGTC-3'	5'-GATCCGCATGATCTGCATGG-3'
<i>Zeb1</i>	5'-TCAGCTGCTCCCTGTGCAGT-3'	5'-AAGGCCTTCCCGCATTAGT-3'

All sequences correspond to the murine genes.

Table S3. Secreted factors differently expressed in wild-type (Snail WT) versus Snail-depleted (Snail1 KO) cancer-associated fibroblasts

**PROTEIN**	**FOLD CHANGE<br>(Snail1 WT vs Snail1 KO)**
IGFBP-7	653.41
CCL27	422.62
Osteopontin	202.02
Osteoprotegerin	22.74
TIMP-1	21.90
CCL17	11.92
CXCL1	10.77
G-CSF	10.10
Spinesin Ectodomain	6.91
CCN3	6.60
MCP-1	5.17
CXCL16	5.01
MFG-E8	4.94
IL-22	4.69
IL-15	4.54
VEGF	4.44
CCL25	4.40
IL-24	3.95
Fractalkine	3.92
Progranulin	3.89
Granzyme G	3.89
Urokinase	3.84
TGFβ	3.61
Granzyme D	3.55
MCP-5	3.51
MIG	3.37
IL-6	3.33
RAGE	3.31
TFPI	3.27
Fas Ligand	3.21
Activin A	3.20
PDGF C	3.15
CCL7 / MCP-3 / MARC	3.00
Lymphotactin	2.98
MMP-3	2.90
IL-13	2.78
IGF-I	2.72
TCA-3	2.69
IL-7	2.67
IL-21	2.65
Galectin-3	2.58
GM-CSF	2.54

Dkk-3	2.51
Gremlin	2.46
RANTES	2.43
VCAM-1	2.43
CCL8 / MCP-2	2.42
IL-3	2.39
TRAIL / TNFSF10	2.35
CCL22	2.34
TGF-beta 3	2.32
S100A10	2.29
CXCL5	2.15
SLPI	2.15
HGF	2.13
CD14	2.12
DPPIV / CD26	2.11
FGF-21	2.07
Thymus Chemokine-1	2.07
RANKL	2.05
MIP-1 gamma	2.03
IL-4	2.01
IL-22BP	1.99
FADD	1.97
Cerberus 1	1.95
GDF-3	1.90
FLRG (Follistatin)	1.90
Ubiquitin	1.87
PIGF-2	1.87
TSLP	1.84
CD30 L	1.83
Artemin	1.80
MIP-3 alpha	1.80
Activin C	1.79
Thrombospondin	1.78
IL-23	1.78
MIP-3 beta	1.76
TGF-beta 2	1.73
IL-20	1.72
IL-1 beta	1.71
Decorin	1.71
TL1A / TNFSF15	1.70
CCL4 / MIP-1 beta	1.69
MIP-1 alpha	1.69
Fit-3 Ligand	1.69
CCR7	1.69
IL-18 R alpha/IL-1 R5	1.69
DAN	1.68

Resistin	1.67
IL-10	1.67
CXCR4	1.66
CCR3	1.66
IFN-alpha / beta R2	1.65
IL-31 RA	1.65
BCMA / TNFRSF17	1.65
TIMP-4	1.64
WIF-1	1.64
ALCAM	1.63
Insulin	1.61
CCL1 / I-309 / TCA-3	1.60
TROY	1.60
TACI / TNFRSF13B	1.58
Axl	1.57
CD27 / TNFRSF7	1.56
IFN-beta	1.55
Neg	1.55
HVEM / TNFRSF14	1.53
IL-2 R beta	1.51
GDF-5	1.51
IL-17RD	1.51
Crossveinless-2	1.50
Chordin-Like 2	1.50
IL-17BR	1.50
IL-12 p40/p70	1.49
Eotaxin	1.48
IL-2	1.47
Frizzled-1	1.46
IL-9 R	1.45
LEPTIN(OB)	1.44
Shh-N	1.42
GDF-1	1.40
I-TAC	1.40
BTC (Betacellulin)	1.40
Angiopoietin-like 3	1.40
EDAR	1.39
VEGF-D	1.37
IL-15 R alpha	1.37
Angiopoietin-like 2	1.37
CCR4	1.36
Activin RIB / ALK-4	1.36
beta-Catenin	1.35
CXCR3	1.33
Cripto	1.33
DKK-1	1.32

SCF	1.31
IL-17D	1.31
Eotaxin-2	1.31
Granzyme B	1.30
MMP-14 / LEM-2	1.30
GDF-9	1.30
Endoglin / CD105	1.29
ICK	1.28
MMP-24 / MT5-MMP	1.27
TIMP-2	1.26
RELM beta	1.24
Cryptic	1.23
b FGF	1.21
MMP-9	1.21
TLR1	1.21
IFN-alpha / beta R1	1.20
BAFF R / TNFRSF13C	1.20
Coagulation Factor III /<br>Tissue Factor	1.18
EG-VEGF / PK1	1.17
IFN-gamma	1.16
6Ckine	1.16
VE-Cadherin	1.16
uPAR	1.16
CD40 Ligand / TNFSF5	1.15
IGFBP-6	1.15
MMP-12	1.15
IL-23 R	1.14
FAM3B	1.14
CD27 Ligand / TNFSF7	1.14
TPO	1.13
VEGFC	1.12
OX40 Ligand / TNFSF4	1.12
MMP-2	1.12
M-CSF	1.11
IL-17C	1.11
Pentraxin3 / TSG-14	1.06
Lefty-1	1.02
Serum Amyloid A1	1.00
BLC	1.00
CRP	1.00
IGFBP-5	0.98
SDF-1	0.98
IGF-II	0.96
TWEAK / TNFSF12	0.96
Epigen	0.96
PF-4	0.96

CRG-2	0.93
Adiponectin / Acrp30	0.92
CD11b	0.90
Neuregulin-3 / NRG3	0.89
IL-9	0.88
IL-27	0.87
Dkk-4	0.86
Prolactin	0.85
IL-11	0.85
IL-17E	0.84
IGFBP-1	0.83
IL-17	0.82
LIF	0.81
Kremen-1	0.81
Cardiotrophin-1	0.79
Epregrulin	0.78
IL-28 / IFN-lambda	0.78
IGFBP-3	0.76
MIP-2	0.75
TNF-alpha	0.74
Follistatin-like 1	0.72
GITR Ligand / TNFSF18	0.71
CCL28	0.69
AgRP	0.68
Lungkine	0.68
IL-31	0.67
Erythropoietin (EPO)	0.66
GDF-8	0.66
IL-5	0.65
LIGHT / TNFSF14	0.65
Endocan	0.65
CXCL14 / BRAK	0.64
TNF-beta / TNFSF1B	0.63
VEGF-B	0.61
Endostatin	0.61
IGFBP-2	0.60
Neurturin	0.58
IL-1 alpha	0.56
IL-16	0.52
SPARC	0.46
IL-12 p70	0.39
IL-17F	0.35
WISP-1 / CCN4	0.34
Soggy-1	0.31

How the deposited data were processed for this re-analysis (not part of the article)

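Gene expression was measured in mouse BMDMΦs on 10 Clariom S arrays, 2 for each of not stimulated macrophages in complete medium, WT CAF CM, KO CAF CM, IL4 and IFNγ, after 48 h. The values are log2 signals that the authors made with RMA (background correction, normalization between arrays and summary per probe set) and deposited with 2 decimals, and they were used as deposited, with 0 columns left out. The authors' notes name RMA and limma without versions. No background level or detection call was used here, so a gene that is off cannot be told from one with a low signal, and such genes are given by their signal. The names of the genes come from a table of the array's probe sets: 19572 probe sets carry 1 symbol (19505 different symbols, 55 of them on more than 1 probe set), 2634 carry none here, and a gene on several probe sets is given by the one with the highest mean. Gm11096, Mmp27, Ntng2, Igf2bp2 and Fmnl3, which the paper names, were not matched to a probe set here.

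A linear model with a mean per condition was fitted to all 10 arrays with limma 3.58.1 in R 4.3.3 (5 residual degrees of freedom, 6.43 added by the empirical Bayes step), and p-values were adjusted by Benjamini-Hochberg over all probe sets for each comparison, with a threshold of 0.05. The comparisons were WT against KO CAF CM, each of WT CAF CM, KO CAF CM, IL4, IFNγ and the mean of both CAF CM against not stimulated macrophages, and each CAF CM against each cytokine. With 2 arrays per group, no test of single samples as outliers and no permutation of the labels was made. On simulated data with the spread of these arrays, limma found 47.8% of 67 probe sets changed by 1 log2 unit between 2 groups and all of those changed by 2 or 3, with 13 of 178 calls false and 0 calls in an unchanged comparison, and a shift of -0.5 in 1 gene list was found while 0 of the other 24 lists were called. The simulated probe sets varied independently, while the data gave an estimated correlation of 0.67 within the type I interferon list. The simulation therefore does not show how often lists of genes that vary together are called without a change.

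Gene lists were tested with camera of limma (preset correlation 0.01, adjusted over 25 lists), beside camera with an estimated correlation and fry. The lists, written from general knowledge, are angiogenesis, IL6/JAK/STAT3 signaling, EMT and extracellular matrix, TGFβ signaling, cholesterol synthesis, hypoxia, glycolysis, IL4-induced genes, IFNγ-induced genes, MHC class II, type I interferon genes, NRF2 targets, cAMP and CREB targets, inflammatory cytokines and NF-kB targets, cell cycle, arginine and polyamine metabolism, phagocytic receptors (with ligands such as Thbs1), T cell costimulation and regulation, macrophage identity, and the markers of monocytes, fibroblasts, neutrophils, dendritic cells, lymphocytes, and mast cells, basophils and eosinophils. Principal components and distances were computed on centred log2 signals of all probe sets. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

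The comparisons, tests, thresholds, lists, alternatives and the rule for named genes were set before the data were examined, but with the paper's figures known. The rule names every gene that the paper names as measured in macrophages, the 10 largest differences in each direction between WT and KO CAF CM, the 5 largest in each direction against not stimulated macrophages, and up to 4 called members of each list (or up to 2 with the smallest p where none was called), the largest being taken among genes with an adjusted p under 0.05 and the same sign in both replicates. Genes outside the rule are marked as picked after their values were seen. The alternatives were: the 33.3% of probe sets with the lowest mean left out, a fit of the 2 groups compared, the replicate number in the model, limma with trend and robust moderation, array weights, quantile normalization or median centring of the deposited values, a Student's t-test with equal variances with and without adjustment, a threshold of at least 2-fold with an unadjusted or an adjusted p under 0.05, 1 probe set per gene, members of Fig. 4C left out of the lists, scaled probe sets or the 1000 most variable ones for the principal components, and each array left out in turn. The paper's real-time PCR, protein and tumor data are not part of these files and were left out.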

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

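The tests of explanations in this part were chosen only after the results were seen, while the counts and list tests themselves were planned. The results given here, signals in comparisons or gene lists that the paper does not report on, were picked after their values were seen.

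Both CAF CM moved the macrophages far from not stimulated ones, a comparison of the arrays that the paper does not describe. With the mean of both CAF CM, limma called 3250 probe sets (1475 higher, 1775 lower; 1817 in all without not stimulated replicate 1 and 2027 without replicate 2). Of 25 inflammatory cytokines and NF-kB targets, 21 were higher and 0 lower (23 and 0 adjusted over the list alone; median log2 difference 2.82, camera of limma, adjusted p = 3.5e-26; adjusted p = 0.087 with an estimated correlation). Of 34 cell cycle genes, 25 were lower and 0 higher (29 and 0 adjusted over the list alone; median -1.21, camera of limma, adjusted p = 5.3e-18; adjusted p = 0.087 with an estimated correlation). CAF RNA carried over with the medium is argued against, since the 15 fibroblast markers had a median log2 difference of -0.04 with 0 called by limma, but the serum starvation of the CAFs' medium cannot be told apart from what CAFs secrete, because no array had such medium without CAFs and the cholesterol synthesis genes, which serum lipids repress, gave a median of 0.17 with 2 higher and 1 lower of 22.

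Between WT and KO CAF CM, targets of NRF2, the regulator of antioxidant genes, were lower: 7 of 25 measured genes and 0 higher (11 and 0 adjusted over the list alone; median log2 difference -0.75, camera of limma, adjusted p = 5.3e-15; adjusted p = 0.29 with an estimated correlation). The list was written after Fig. 4C had shown 3 of its members (Gclc, Gsta3 and Nqo1), so these are not independent evidence. The other 4 were Srxn1, and Pir, Akr1b8 and Txnrd1, which were picked after their values were seen. Gsta3, a glutathione transferase, gave -2.33 (SE 0.27, limma, adjusted p = 0.0015), and Srxn1, which restores peroxiredoxins, -1.98 (limma, adjusted p = 0.01; -1.39 without KO CAF CM replicate 1; adjusted p = 0.069 without WT CAF CM replicate 2, and 0.00099 to 0.74 over the alternatives run). Nqo1, a quinone reductase, gave -2.59 (SE 0.53, limma, adjusted p = 0.038) and did not pass without WT CAF CM replicate 2 (0.24), KO CAF CM replicate 1 (0.21) or any not stimulated or IFNγ array (0.062 to 0.063), with log2 differences of -1.85 to -3.34 and 0.0038 to 0.78 over the alternatives run.

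Of 24 phagocytic receptors and ligands of such receptors, 5 were higher with WT than with KO CAF CM and 0 lower (9 and 2 adjusted over the list alone; median log2 difference 0.26, camera of limma, adjusted p = 9.5e-05; adjusted p = 0.3 with an estimated correlation): the ligand Thbs1 and the receptor Mrc1, which stand in Fig. 4C and are not independent evidence, Mertk, a receptor for dying cells (1.73, SE 0.23, limma, adjusted p = 0.0032), the hemoglobin receptor Cd163 (1.22, limma, adjusted p = 0.039), and Fcgr3, picked after its value was seen. Cd163 did not pass without any 1 of 7 arrays (limma, adjusted p = 0.059 to 0.25), namely all but WT CAF CM replicate 1 and the IL4 arrays, with 0.02 to 0.73 over the alternatives run.

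Of 11 monocyte markers, 2 were higher and 1 was lower with WT than with KO CAF CM (3 and 1 adjusted over the list alone; median log2 difference 0.33, camera of limma, adjusted p = 0.00094; adjusted p = 0.29 with an estimated correlation). The list did not pass by camera with the genes of Fig. 4C left out. Higher were Vcan, which stands in Fig. 4C and is not independent evidence, and Ccr2, the receptor of Ccl2 (2.33, SE 0.29, limma, adjusted p = 0.0022), and lower was Cx3cr1, the fractalkine receptor (-1.29, limma, adjusted p = 0.048), which did not pass without any 1 of 9 arrays (0.057 to 0.27), namely all but KO CAF CM replicate 2, with 0.028 to 0.74 over the alternatives run.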

How the results depend on the processing

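All alternatives in this part were planned, so no test here was chosen only after the result was seen. With 1 array of a condition left out, the remaining lone array is assumed to vary like the other groups. The array weights were equal for the 2 arrays of each condition (1.06 for both with WT CAF CM, 0.819 for both with KO CAF CM). They could therefore not lower the weight of a single deviating array. No background level was used here, so how many of the low signals are above background is not known. Differences of single genes outside the comparisons of the rule for named genes were not run under the alternatives. Where a result changed below, the cause was not tested. The ranges of single genes over the alternatives include the adjusted t-test, which few probe sets passed. Their upper ends therefore do not tell stable genes from unstable ones.

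Of 187 results for single genes, the direction and the side of the threshold were kept by 179 of the 180 that remained with dim probe sets left out, 163 with a fit of the 2 groups only, 181 with trend and robust moderation, 183 with array weights, 186 with quantile normalization and 186 with median centring, 155 in the t-test, 63 in the adjusted t-test (the others no longer passed), 173 at an unadjusted p with 2-fold, 187 at an adjusted p with 2-fold and 187 with 1 probe set per gene, and 158 to 182 with an array left out. Of the 25 lists between WT and KO CAF CM, 15 kept theirs with an estimated correlation and 17 with fry, and of 34 list results in other comparisons 5 and 26.

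Numbers of probe sets called between WT and KO CAF CM (302) were 104 with a fit of the 2 groups only, 1554 in the t-test, 7 in the adjusted t-test, 489 at an unadjusted p with 2-fold, and 142 to 269 with an array left out. They were 337 with dim probe sets left out, 450 with trend and robust moderation, 244 with array weights, 325 with quantile normalization and 294 with median centring. Against not stimulated macrophages, WT CAF CM (1900) had 2970 in the t-test, 4 in the adjusted t-test and 1021 to 1945 with an array left out; KO CAF CM (3292) had 13 in the adjusted t-test, 2141 at an unadjusted p with 2-fold, 2065 at an adjusted p with 2-fold and 2003 to 3184 with an array left out; IL4 (898) had 2279 in the t-test, 2 in the adjusted t-test and 418 to 913 with an array left out; IFNγ (2679) had 13 in the adjusted t-test and 1642 to 2702 with an array left out; and the mean of both CAF CM had 257 in the adjusted t-test, 1723 at an unadjusted p with 2-fold, 1675 at an adjusted p with 2-fold and 1817 to 3158 with an array left out. In the adjusted t-test, WT CAF CM had 8 against IL4 and 8 against IFNγ, and KO CAF CM 1 against IL4 and 13 against IFNγ. WT CAF CM against IL4 had 1560 to 2503 with an array left out, and KO CAF CM against IL4 had 2135 at an adjusted p with 2-fold.

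Adjusted p of gene lists between WT and KO CAF CM, by camera of limma unless fry is named, were as follows. With an estimated correlation: EMT 0.47, IFNγ-induced 0.52, type I interferon 0.52, NRF2 0.29, inflammatory 0.52, cell cycle 0.52, phagocytic 0.3, macrophage identity 0.47, monocyte 0.29 and neutrophil 0.52. With fry: EMT 0.18, IFNγ-induced 0.41, type I interferon 0.41, NRF2 0.051, inflammatory 0.41, cell cycle 0.36, macrophage identity 0.1 and neutrophil 0.24. With the genes of Fig. 4C left out: EMT 0.33, IFNγ-induced 0.073, cell cycle 0.052, monocyte 0.052, neutrophil 0.33, and with the direction turned IL4-induced 0.89, arginine 0.37 and T cell costimulation 0.37. With dim probe sets left out: angiogenesis 0.029, neutrophil 0.077, and IL4-induced 0.95 with the direction turned. With an array left out: angiogenesis 0.02 to 0.49, IL6/JAK/STAT3 0.02 to 0.92, EMT 0.00024 to 0.2, TGFβ 0.017 to 0.6, cholesterol synthesis 1e-04 to 0.33, hypoxia 0.00052 to 0.98, glycolysis 0.08 to 0.97, IL4-induced 0.45 to 1, IFNγ-induced 0.00024 to 0.69, MHC class II 0.017 to 0.53, inflammatory 1.1e-10 to 0.63, cell cycle 4.6e-05 to 0.38, arginine 0.025 to 0.98, neutrophil 0.00018 to 0.92, fibroblast 0.34 to 0.97 and dendritic cell 0.5 to 0.98. Among these, the direction turned without 1 or 2 of the WT or KO CAF CM arrays, each left out alone, for cholesterol synthesis, hypoxia, glycolysis, IL4-induced, arginine, fibroblast and dendritic cell genes. Cholesterol synthesis with the mean of both CAF CM against not stimulated macrophages ranged from 0.078 to 0.86, turned without WT CAF CM replicate 1 or KO CAF CM replicate 1.

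The titles give all conditions the same 2 replicate numbers without saying what they stand for, and the arrays were not treated as paired: the values of the 2 arrays about their means correlated between conditions at -0.05 to 0.19, over 0.1 in 3 of 10 pairs of conditions, which leaves a weak pairing open. With the replicate number in the model as a block, limma called 406 probe sets between WT and KO CAF CM (205 higher, 201 lower), and 181 of 187 results for single genes and 23 of 25 lists were kept, with angiogenesis at 0.039 and MHC class II at 0.0094 now passing. With the block, of the probe sets higher with WT than with KO CAF CM, 20 were higher and 61 lower with IL4, and 36 higher and 97 lower with IFNγ, and of the lower ones 17 were higher and 30 lower with IL4, and 34 higher and 51 lower with IFNγ.

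The first principal component held 22.4% with scaled probe sets, 53.5% with the 1000 most variable and 39.9 to 49.2% with an array left out, and the second 17.4% with scaled probe sets and 20.4 to 32.6% with an array left out. The WT to KO distance over the smallest to IL4 or IFNγ was 0.777 with scaled probe sets, 0.355 with the 1000 most variable and 0.462 to 0.548 with an array left out. At an unadjusted p with 2-fold, probe sets higher with WT than with KO CAF CM numbered 28 higher and 68 lower with IL4 and 49 higher and 105 lower with IFNγ, and lower ones 22 higher and 39 lower with IL4 and 41 higher and 53 lower with IFNγ. With an array left out, log2 differences between WT and KO CAF CM changed sign for Arg1 (-0.14 to 5.29), Cd207 (-0.75 to 0.04), Arhgap26 (-0.41 to 1.07), Glis3 (-0.43 to 1.41), Cysltr2 (-0.33 to 0.08), Klf8 (-0.86 to 0.44), Rnase6 (-0.71 to 0.14), Tgfb1 (-0.05 to 0.1), H2-Aa (-0.13 to 0.6), Ciita (-0.65 to 1.15), Nos2 (-0.58 to 1.67), Fgf2 (-0.1 to 0.14), Snai1 (-0.05 to 0.54) and Twist1 (-0.47 to 0.01).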

Differences from the paper's values

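No test in this part was chosen after the result was seen, and the alternatives named here were set before the data were examined. Cd33 was 14.2-fold higher with WT than with KO CAF CM, where the paper gives about 9.1 in Fig. 4C, read by eye. The values lie within 1.5 times of each other without WT CAF CM replicate 2 (10.8) and without KO CAF CM replicate 2 (13.5). They do not with dim probe sets left out, the replicate number in the model, array weights, quantile normalization, median centring, or any of the other 8 arrays left out.

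Fig. 4C lists Arg1, Timp1 and Serpinb2 as higher and Ptchd1 as lower with WT CAF CM. The values had these directions (2.58, 4.13, 2.72 and -2 on the log2 scale) but did not pass (limma, adjusted p = 0.5, 0.2, 0.18 and 0.064), while the other 41 matched genes of that figure had its direction and passed. Some of those 41 calls, such as those of Dab2, Nqo1 and Ppfia3, ended when a single array was left out. The paper analyzed the arrays with TAC software and states no threshold for them in particular. The legend of Fig. 4C presents genes with higher differences and names no test. Its statistics section gives Student's t-test with p under 0.05 in general. At that threshold none of Arg1, Timp1, Serpinb2 and Ptchd1 passed here, which need not be how the figure was made. Timp1, Serpinb2 and Ptchd1 passed at an unadjusted p under 0.05 with at least 2-fold, and Ptchd1 also with the replicate number in the model. Without WT CAF CM replicate 1 all 4 differences were larger in size, but the 1 WT CAF CM array left then has no measured spread. Without WT CAF CM replicate 2, Arg1 gave -0.14. The paper also reports Arg1 as higher with WT than with KO CAF CM by real-time PCR and by western blot, which are not part of these arrays.

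Fig. 4F shows 23 matched genes as regulated by WT CAF CM like IL4 or inversely to IFNγ. All 23 had the stated direction between WT and KO CAF CM, and 5 passed (Csf3r, Sez6l2, Arg2, Cd33 and Dmxl2), while 19 passed with the cytokine. Of the 18 that did not pass, Arg1 passed only without WT CAF CM replicate 1, where the 1 WT CAF CM array left has no measured spread. Clcn5 passed with trend and robust moderation in limma, in the t-test and at an unadjusted p with at least 2-fold. Nfil3 passed at an unadjusted p with at least 2-fold, and Tmcc3 in the t-test. The other 14 passed in none of the alternatives run.

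The paper states that the genes that differ between WT and KO CAF CM belong to categories such as angiogenesis, JAK/STAT signaling, EMT and TGFβ signaling. With the lists used here, which are not the gene sets of the study, EMT and extracellular matrix passed (camera of limma, adjusted p = 0.017; adjusted p = 0.47 with an estimated correlation), and angiogenesis (0.065), IL6/JAK/STAT3 (0.26) and TGFβ signaling (0.087) were higher but did not pass. The EMT list did not pass with fry (adjusted p = 0.18) or with the genes of Fig. 4C left out. Angiogenesis passed without WT CAF CM replicate 1, without KO CAF CM replicate 2, with the replicate number in the model and with dim probe sets left out. IL6/JAK/STAT3 signaling passed without WT CAF CM replicate 1 and TGFβ signaling without KO CAF CM replicate 1.

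By real-time PCR after 24 h in other samples, the paper states that Ccl2, Tgfb1, Ido1 and Cd86 were stimulated differently by WT and KO CAF CM, that Myc was not, and that WT CAF CM raised Mrc1. On the arrays after 48 h, Ccl2 (0.87), Tgfb1 (0.03), Ido1 (0.34) and Cd86 (1.07) did not pass between WT and KO CAF CM (limma, adjusted p = 0.86, 0.99, 0.76 and 0.12), where Cd86 passed with the replicate number in the model, in the t-test, and at an unadjusted p with at least 2-fold. Myc was lower with WT than with KO CAF CM (-3.15, limma, adjusted p = 0.0023), as Fig. 4C also lists it. Mrc1 gave -1.15 with WT CAF CM against not stimulated macrophages (limma, adjusted p = 0.11). The paper names Ccl2 as not regulated in the canonical polarizations, and IFNγ raised it on the arrays (4.89, limma, adjusted p = 0.0041). As the paper states for Arg2, Cd33, Thbs1 and Sez6l2, these differed between WT and KO CAF CM in its direction. By real-time PCR the paper also found Arg1 raised by WT and not by KO CAF CM. On the arrays the WT to KO difference of Arg1 was 2.58 and did not pass (limma, adjusted p = 0.5).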

Other observations

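The tests of explanations in this part were chosen only after the results were seen, while the comparisons, list tests and named genes were planned. With the mean of both CAF CM against not stimulated macrophages, the 5 named genes that rose most were Marco (log2 difference 10.27, SE 0.22), the noncoding transcript U90926 (10.26), Lcn2 (9.41, SE 0.33), Serpinb2 (8.94) and the secreted acute phase protein Saa3 (8.53), with adjusted p = 6.9e-06 for U90926 and 5.4e-09 for Saa3 by limma. U90926 read 12.97 and 17.32 in the 2 WT CAF CM arrays and was 11.35 without replicate 1 and 9.17 without replicate 2 of WT CAF CM. Serpinb2 ranged from 8.25 to 9.63 with a WT or KO CAF CM array left out. Saa3 lay near the highest signals of the arrays with CAF CM (18.26 to 18.7), where saturation can hide part of a difference, so its size and place are uncertain. The cytokines Il1b and Il6 and the chemokine Ccl5, picked after their values were seen, gave 8.52, 4.5 and 7.38 with WT CAF CM and 6.88, 5.42 and 6.94 with KO CAF CM. Hpgd, which degrades prostaglandins, gave -6.91 (limma, adjusted p = 9.3e-09), the Ras activator Rasgrp3 -5.34, the matrix protein Olfml3 -5.24, the G protein regulator Rgs2 -5.13 and Mamdc2 -5.11. Of the gene lists, 13 of 28 hypoxia genes were higher and 4 lower (16 and 6 adjusted over the list alone; median 0.71, camera of limma, adjusted p = 0.0011; adjusted p = 0.4 with an estimated correlation), and 11 of 20 glycolysis genes were higher and 1 lower (13 and 2 adjusted over the list alone; median 0.62, camera of limma, adjusted p = 3.6e-06; adjusted p = 0.18 with an estimated correlation). IFNγ-induced genes were higher too (18 of 36 higher and 1 lower; 24 and 3 adjusted over the list alone; median 0.79, camera of limma, adjusted p = 9e-10; adjusted p = 0.17 with an estimated correlation). So were type I interferon genes (11 of 20 and 0 lower, the same adjusted over the list alone; median 0.77, camera of limma, adjusted p = 4.9e-08; adjusted p = 0.4 with an estimated correlation), NRF2 targets (10 of 25 and 1 lower; 11 and 2 adjusted over the list alone; median 0.45, camera of limma, adjusted p = 2e-04; adjusted p = 0.4 with an estimated correlation), T cell costimulation and regulation (10 of 24 and 3 lower; 12 and 3 adjusted over the list alone; median 0.77, camera of limma, adjusted p = 0.00014; adjusted p = 0.087 with an estimated correlation) and neutrophil markers (5 of 14 and 1 lower; 5 and 1 adjusted over the list alone; median 0.23, camera of limma, adjusted p = 0.0011; adjusted p = 0.24 with an estimated correlation).

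Among the lists called with IL4, type I interferon genes were lower than in not stimulated macrophages (6 of 20, 0 higher; 14 and 0 adjusted over the list alone; median -0.95, camera of limma, adjusted p = 2.8e-12; adjusted p = 0.32 with an estimated correlation), as were cell cycle genes (6 of 34, 0 higher; 15 and 0 adjusted over the list alone; median -0.69, camera of limma, adjusted p = 4.1e-12; adjusted p = 0.25 with an estimated correlation). MHC class II genes were higher with IL4 (1 of 10; 4 adjusted over the list alone; median 0.98, camera of limma, adjusted p = 0.00013; adjusted p = 0.31 with an estimated correlation) and with IFNγ (9 of 10; 9 adjusted over the list alone; median 2.89, camera of limma, adjusted p = 7e-13; adjusted p = 0.059 with an estimated correlation). IFNγ also lowered 20 of 25 NRF2 targets and raised 0 (22 and 0 adjusted over the list alone; median -1.77, camera of limma, adjusted p = 6.1e-19; adjusted p = 0.078 with an estimated correlation) and raised 9 of 24 genes of T cell costimulation and lowered 1 (10 and 1 adjusted over the list alone; median 0.65, camera of limma, adjusted p = 2.8e-08; adjusted p = 0.03 with an estimated correlation).

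Between WT and KO CAF CM, type I interferon genes were lower as a list, with 0 of 20 called by limma and 0 adjusted over the list alone (median -0.62, camera of limma, adjusted p = 4.1e-06; adjusted p = 0.52 with an estimated correlation). Inflammatory cytokines and NF-kB targets were lower as well (3 of 25 called, Ccl4, Tnf and Nfkbiz, and 0 higher; 7 lower and 1 higher adjusted over the list alone; median -0.52, camera of limma, adjusted p = 0.00058; adjusted p = 0.52 with an estimated correlation), but did not pass without WT CAF CM replicate 1 (0.63; 1.1e-10 to 0.63 over the alternatives run). Cell cycle genes were higher (Ncapg2 called, of 34, and 0 lower; 1 and 0 adjusted over the list alone; median 0.17, camera of limma, adjusted p = 0.0068; adjusted p = 0.52 with an estimated correlation), but did not pass without WT CAF CM replicate 1 (0.38; 4.6e-05 to 0.52 over the alternatives run). Genes of macrophage identity were higher (Mertk called, of 14, and 0 lower; 3 and 0 adjusted over the list alone; median 0.23, camera of limma, adjusted p = 0.00094; adjusted p = 0.47 with an estimated correlation). Neutrophil markers were higher (Mmp8 and Csf3r called, of 14, and 0 lower; 2 and 0 adjusted over the list alone; median 0.13, camera of limma, adjusted p = 0.046; adjusted p = 0.52 with an estimated correlation), but did not pass without WT CAF CM replicate 2 (0.92), KO CAF CM replicate 1 (0.33) or any IL4 or IFNγ array (0.054 to 0.055), with 0.00018 to 0.92 over the alternatives run. Ncapg2 and Mmp8 stand in Fig. 4C and are not independent evidence. With the genes of Fig. 4C left out, the cell cycle and neutrophil lists did not pass. The calls of Ccl4, Tnf, Nfkbiz and Csf3r ended without 1 or more single arrays.

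The other lists did not pass between WT and KO CAF CM by camera of limma. MHC class II genes had 0 of 10 called (0 adjusted over the list alone; median 0.24, adjusted p = 0.059). This list passed with the replicate number in the model (camera of limma, adjusted p = 0.0094), and without either not stimulated array, WT CAF CM replicate 2 or KO CAF CM replicate 1. With an estimated correlation it did not (camera of limma, adjusted p = 0.52). Arginine and polyamine metabolism had Arg2 higher of 14 and 0 lower (1 and 0 adjusted over the list alone; median 0.11, camera of limma, adjusted p = 0.71) and passed without WT CAF CM replicate 1 (0.025; 0.025 to 0.98 over the alternatives run) and turned downward without WT CAF CM replicate 2 (0.45), where Arg1 and Arg2 stand in Fig. 4C and are not independent evidence. Targets of cAMP and CREB had 3 of 17 higher (Rgs2, Pde3b and, picked after its value was seen, Fosl2) and 2 lower (Il10, of Fig. 4C and not independent evidence, and Atf3), 5 and 4 adjusted over the list alone (median 0.12, mean -0.02, camera of limma upward, adjusted p = 0.66). The calls of Rgs2 and Pde3b ended when single WT or KO CAF CM arrays were left out. T cell costimulation and regulation had 1 of 24 higher (Havcr2) and 3 lower (Il10, Cd69 and Cd40, of Fig. 4C and not independent evidence), 2 and 5 adjusted over the list alone (median 0.05, mean -0.15, camera of limma downward, adjusted p = 0.66). By limma, 0 members were called, also when adjusted over the list alone, of 15 fibroblast (median 0.01, adjusted p = 0.71), 12 dendritic cell (median 0, mean -0.01, adjusted p = 0.94), 10 lymphocyte (median 0.12, adjusted p = 0.66) and 10 mast cell, basophil and eosinophil markers (median -0.15, adjusted p = 0.43). The direction turned without WT CAF CM replicate 1 for fibroblast markers (0.79), and without WT CAF CM replicate 1 (0.63) or KO CAF CM replicate 1 (0.57) for dendritic cell markers.

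Besides the genes given beside the paper's sentences, those that the paper measured by real-time PCR after 24 h in other samples gave these log2 differences between WT and KO CAF CM on the arrays after 48 h, none of which passed (limma, adjusted p = 0.18 to 0.99): Tgfb1 0.03, Ido1 0.34, Nos2 0.55, Itgax -0.53, H2-Aa 0.23, H2-Ab1 0.41, H2-DMb1 0.39, Ciita 0.26, Msr1 0.56, Vegfa 0.93, Fgf2 0.02, Twist1 -0.23, Snai2 0.2 and Zeb1 -0.09. IFNγ raised Ciita, the activator of MHC class II genes, by 5.64, and IL4 raised Itgax, an integrin subunit, by 3.9. Snai1 of the macrophages lay between 4.13 and 4.93 on all arrays, which says nothing on Snai1 in the CAFs.

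The 2 WT CAF CM arrays were far apart in some genes: replicate 2 was above replicate 1 by 5.92 log2 units for Timp1, 5.43 for Arg1 4.35 for U90926 and, among genes picked after their values were seen, 4.04 for Mmp13, 3.69 for Slc7a2 and 3.27 for Ccl5. RNA of an IL4-treated culture in replicate 2 is argued against, since 12% of it would be needed for Arg1 and would raise 43 other IL4-raised probe sets by a median of 1.62, while these differed by a median of 0.21 (quartiles -0.19 and 0.51). CAF RNA in replicate 2 is argued against by the fibroblast markers (median difference -0.14), and scaling by quantile normalization, after which Arg1 still differed by 5.36. Mmp13, Slc7a2 and Ccl5 also have higher means with KO CAF CM than in not stimulated macrophages, so that a weaker response of the culture of replicate 1 stays open for these genes, untested, while Timp1 (3.7 with KO CAF CM and 3.55 not stimulated) and Arg1 (5.5 and 5.08), which have the largest gaps, had no such rise with KO CAF CM. On the first principal component, WT CAF CM replicate 1 (-45.6) lay nearer the not stimulated arrays (31.7 and 31.3) than replicate 2 (-59.3) did. A weaker response of replicate 1 may therefore reach beyond Mmp13, Slc7a2 and Ccl5. No biological explanation was tested, since the labels give no difference between the 2 arrays.

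WT CAF CM lay between KO CAF CM and not stimulated macrophages for many probe sets, which could come from a weaker response to WT CAF CM as a whole. Against that as the whole cause, 22.1% of the 154 probe sets higher with WT than with KO CAF CM (34, against 6.29 for independent lists) were also higher with WT CAF CM than in not stimulated macrophages, as Thbs1, Nrg1 and Vcan were. Of the 148 lower ones 18.2% (27, against 6.62) were also below not stimulated macrophages. For the rest of both sets the explanation stays open, and 116 of each set differed the opposite way between KO CAF CM and not stimulated macrophages (12.3 and 10.1 for independent lists). The comparisons share arrays, so part of these excesses may come from the shared arrays. With simulated unchanged groups the overlaps had a mean of 0 at an adjusted p under 0.05. Almost no probe set can pass there when nothing changes, so this value does not measure the part due to shared arrays. At an unadjusted p under 0.05 the simulated overlaps had means of 118 to 123, where the data gave 205 to 732 and independent lists 104 to 157. Which part of the CM makes the difference was not tested on these arrays. By its own assays, the paper found more TGFβ and prostaglandin E2 in WT than in KO CAF CM. It also reports that antagonists of prostaglandin E2 changed Arg1, Arg2, Cd33 and Sez6l2 in macrophages given WT CAF CM.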
